# AdipoR1/AdipoR2 dual agonist recovers nonalcoholic steatohepatitis and related fibrosis via endoplasmic reticulum-mitochondria axis

**DOI:** 10.1038/s41467-020-19668-y

**Published:** 2020-11-16

**Authors:** Hongjiao Xu, Qian Zhao, Nazi Song, Zhibin Yan, Runfeng Lin, Shuohan Wu, Lili Jiang, Sihua Hong, Junqiu Xie, Huihao Zhou, Rui Wang, Xianxing Jiang

**Keywords:** Structure-based drug design, Pharmacology, Non-alcoholic steatohepatitis, Drug development

## Abstract

Chronic nonalcoholic steatohepatitis (NASH) is a metabolic disorder that often leads to liver fibrosis, a condition with limited therapy options. Adiponectin is an adipocytokine that regulates glucose and lipid metabolism via binding to its receptors AdipoR1 and AdipoR2, and AdipoRs signaling is reported to enhance fatty acid oxidation and glucose uptake. Here, we synthesize and report an adiponectin-based agonist JT003, which potently improves insulin resistance in high fat diet induced NASH mice and suppresses hepatic stellate cells (HSCs) activation in CCl_4_ induced liver fibrosis. Mechanistic studies indicate that JT003 simultaneously stimulates AdipoR1- and AdipoR2- mediated signaling pathways as well as the *PI3K-Akt* pathway. Moreover, JT003 treatment significantly improves ER-mitochondrial axis function, which contributes to the reduced HSCs activation. Thus, the AdipoR1/AdipoR2 dual agonist improves both NASH and fibrosis in mice models, which provides the pharmacological and biological foundation for developing AdipoRs-based therapeutic agents on liver fibrosis.

## Abstract (web summary)

Nonalcoholic steatohepatitis (NASH) and associated liver fibrosis have limited therapy options. Here the authors report a novel adiponectin-based dual agonist for adiponectin receptors 1 and 2 with a longer half-life, and show that it ameliorates NASH and liver fibrosis in mouse models.

## Introduction

Nonalcoholic steatohepatitis (NASH), accompanied by different severity of inflammation and fibrosis, will process to end-stage liver disease like cirrhosis and hepatocellular carcinoma (HCC)^1^. It is also a serious risk factor for cardiovascular disease, portal hypertension, type 2 diabetes mellitus (T2DM) and severe kidney diseases, which confers a risk of poor outcome and significantly high mortality^1,2^.

NASH pathogenesis linked inflammasome directly or indirectly evokes the development of liver fibrosis^3^. Hepatocytes insulin resistance increases the uptake and synthesis of free fatty acids (FFAs) in liver, sensitizes the hepatocytes to oxidative damage, endoplasmic reticulum stress (ER stress) and mitochondrial dysfunction, which would activate hepatic stellate cells (HSCs) and result in liver fibrosis^4,5^. Various convergent pathways or factors are now considered to be implicated in NASH-associated fibrosis: oxidative stress, inflammasome activation, ER stress and mitochondrial dysfunction^3,5,6^.

In response to the etiology and pathogenesis of NASH, several medical treatments with different targets are being tested in clinical trials, including peroxisome proliferator-activated receptors (PPARs) agonists like saroglitazar and pioglitazone^7^, farnesoid X receptor(FXR) agonist obeticholic acid (OCA)^8^ and glucagon-like peptide-1 receptor (GLP1R) agonists and its analogs^9^. However, unacceptable side effects have been observed for those candidates, such as the cardiovascular, fracture and bladder cancer risk for PPAR agonists, the severe pruritus for FXR agonist obeticholic acid (OCA) as well as severe gastrointestinal disorders in NASH patients. Instead of fibrosis, GLP-1R agonists were being actively pursued for the treatment of NASH^9^. Other therapeutics like anti-LOXL2 antibodies^10^, caspase protease inhibitors^11^ and acetyl-CoA carboxylase inhibitors^12^ either exhibit serious side effects or have limited pharmaceutical effectiveness in NASH clinical trials. To date, there is no approved pharmacological therapy for liver fibrosis, highlighting the urgent requirements to develop effective therapeutic strategies for this disease. We believe this represents a considerable challenge.

In the past two decades, the discovery of protein adiponectin^13^ and its receptors has led to a great understanding of the development of metabolic disorders^14^. As the insulin sensitizer, the primary physiological action of adiponectin is to ameliorate insulin resistance. Adiponectin contains a highly conserved complement factor C1q-like globular domain (gAd), which is able to bind to and activate the membrane receptors AdipoR1 and AdipoR2^15^. AdipoR1 and AdipoR2 are both abundantly expressed in liver and skeletal muscle, and they share a 66.7% sequence similarity in full length protein and 86% similarity at ligand binding site (extracellular loop 1, ECL1)^16,17^. Upon binding to AdipoR1 and AdipiR2, adiponectin mediates fatty acid oxidation^14,18^ and glucose metabolism^19^, mainly via AMP-activated protein kinase (*AMPK*)^20,21^ and peroxisome proliferator-activated receptor α (*PPARα*)^22^ signal pathways. Besides of orchestrating glucose and lipid metabolism, *AMPK* directly mediates the mitochondrial biogenesis and homeostasis, which could remit the energy stress occurs in NASH^23^. Activation of hepatic *PPARα* by adiponectin/AdipoR2 signal was also reported to repress the pro-inflammatory genes expression^24^. Furthermore, AdipoR1 signal could activate hepatocytes *PI3K-Akt* pathway^25^, which was also reported to play the dominate role in regulating insulin resistance, cell proliferation and apotosis^26,27^. These findings imply that the AdipoRs system is a potential drug target for treating NASH and related fibrosis.

In the current study, we design and synthetize a series of peptides based on gAd and gAd-derived peptides described previously^28,29^. The simultaneously binding of our peptides with AdipoR1 and AdipoR2 are confirmed by cell-surface binding assays using fluorescence labeled peptides. In general, the result of cell-based assays has been proved that these dual agonist peptides exhibit more promising anti-lipogenesis and anti-fibrogenesis effects than the single AdipoR1 peptide previously described, and the peptide JT003 shows the best activity. The potential therapeutic effects of JT003 have been further demonstrated in high fat diet induced NASH and CCl_4_ induced liver fibrosis mouse models. We confirm that JT003 could ameliorate the progress of NASH and related fibrosis via *AMPK* and *PPARα* signal pathways. Besides, activation of *PI3K-Akt* pathway by JT003 treatment also contributes to the amelioration of insulin resistance. The inhibition of *PERK*, *eIF2α* activities and the up regulation of *PGC1α* expression demonstrate that JT003 regulates endoplasmic reticulum (ER)-mitochondrial function in both NASH and fibrotic mice. Taken together, our studies show that AdipoR dual agonist JT003 could provide compelling pharmaceutical effect and rational pharmacological mechanism in recovering NASH and liver fibrosis.

## Results

### Design of the gAd-based AdipoR agonists and the study

Previous peptide mapping has identified the gAd sequence between Lys149 and Val166 as the adiponectin active site^30,31^, and led to the development of ADP355, the first adiponectin receptor peptide-based agonist acting on both AdipoR1 and AdipoR2^31^. In addition, a following study showed that a shorter heptapeptide derived from the active site of adiponectin, P70, is sufficient to activate AdipoR1 efficiently and demonstrated anti-fibrotic activity^29^. On the top of this native sequence, appropriate chemical modifications were introduced for preferable pharmacological properties of the analogs (Supplementary Fig. 1 and Fig. 1a). Tyr159 was replaced with Ser to improve the solubility of the peptides (i.e., JT001, JT002, JT004 and JT006). The acidic amino acid Asp was applied to substitute Ala161 to obtain negative charged peptides (i.e., JT001, JT005 and JT006). Additionally, unnatural amino acid Nva was incorporated to improve the stability of the peptides and prolong their half-life in serum (i.e., JT003, JT004, JT005 and JT006). The results indicated that none of them exhibited significant cytotoxicity to LX2 cells even at the highest concentration tested (1024 µM) (Supplementary Fig. 2a). 2–4096 µM of peptides were incubated with mice hemocyte for 1 h to evaluate the hemolytic activity, and no hemolysis was observed (Supplementary Fig. 2b). No toxicity was exhibited to both LX2 cells and hemocyte, ensured the feasibility of the following activity studies in vitro and in vivo.

**Fig. 1:**
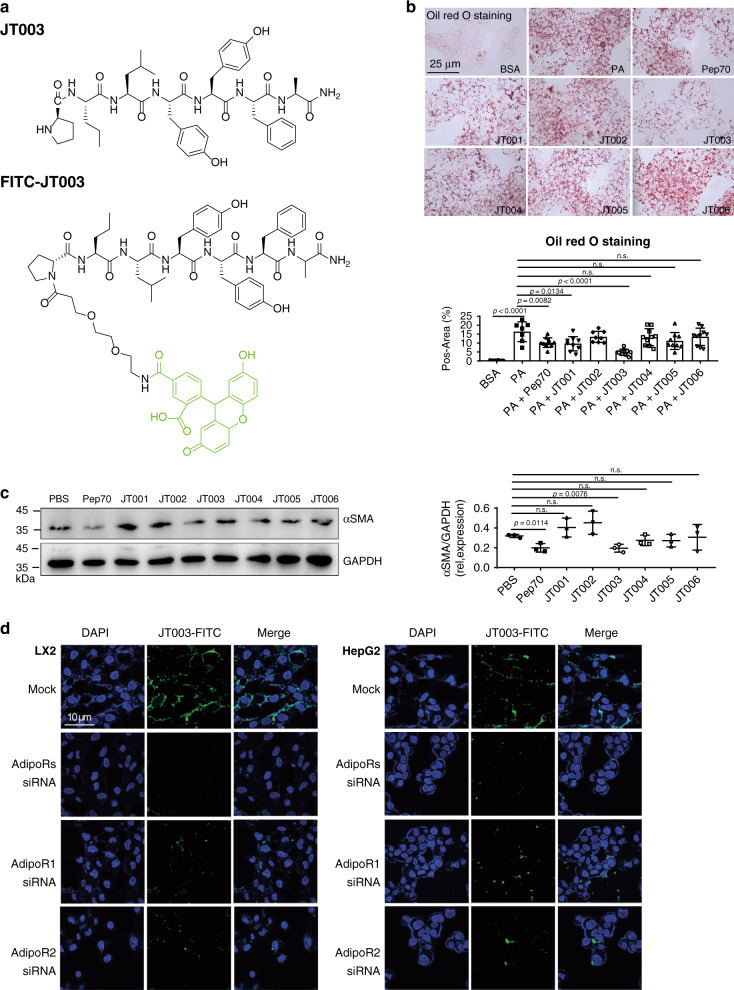
Peptides design and activity study. **a** Chemical structures of JT003 and FITC-JT003. **b** Oil Red o staining of PA induced lipid accumulation in HepG2 cell line after treated with 200 μM peptides. Triplicates were performed. **c** Western blotting for *αSMA* expression in LX2 after peptides treated. Three separated experiments were performed. *αSMA* expression was normalized to that of GAPDH. Positive areas were analyzed with ImageJ. **d** HepG2 and LX2 cells were incubated with FITC-JT003 at 37 °C for 2 or 4 h. The nucleus was stained with Hochest33342. The green channel represents as FITC. For each experiment, triplicates were performed. For in vitro experiment, the concentration of JT003 is 200 μM. Here and later, for each assay, three separated experiments were performed. And for each experiment (*n* = 4 cell samples/group or *n* = 6 mice/group). For the in vivo experiment, the dose of JT003 is 500 μg kg^−1^. All the above data are presented as mean values ± SEM using unpaired Student’s *t* test. Source data are provided as a Source Data file.

To evaluate the anti-lipid accumulation and anti-fibrogenic effects of these analogs, a PA induced HepG2 cell model and a human HSCs derived LX2 cell model were employed. ADP355, which shares sequence similarity with JT003 and has exhibited anti-fibrotic activity^28,31–33^ was used as a control in these and subsequent experiments. Lipid droplets accumulation caused by PA could be reduced by the native gAd_155-161_ peptide and the analogs we designed as well as previously reported peptide ADP355^28,29^, of which JT003 exhibited the best potential (Fig. 1b, Supplementary Fig. 3). Western blotting assay confirmed that JT002, JT003 and JT004 could significantly decrease the expression level of *αSMA*, a marker of fibroblast, in LX2 cells, and, again, JT003 showed the best performance in inhibiting fibroblast formation (Fig. 1c, Supplementary Fig. 4). The stability of JT003 in mouse serum was tested with RP-HPLC. As shown in Supplementary Fig. 5, after incubation in serum for 12 h, JT003 still had a retention rate of about 22%, indicating that JT003 is a long stabling peptide suitable for further in vivo test. Thus, JT003 was selected for further study.

To investigate the binding specificity of JT003 to AdipoR1 and AdipoR2, a fluorescent probe was synthesized by conjugating FITC to JT003 (Fig. 1a). After incubation with FITC-JT003, AdipoR1 and AdipoR2 expressed HepG2 and LX2 cells were tightly labeled with fluorescent probe on the cytomembrane (Fig. 1d). The suppression of AdipoR1 and/or AdipoR2 expression by specific siRNA blocked the binding of fluorescein to both cells, providing us the direct evidence that JT003 could specifically bind to AdipoR1 and/or AdipoR2 on the cell membrane. On the contrary, JT006, which showed the least *αSMA* signal (Fig. 1c) and little prevention of palmitic acid induced lipid droplets (Fig. 1b), could not bind to the AdipoRs specifically (Supplementary Fig. 6). To better understand how JT003 can bind to AdipoR1 and AdipoR2, the peptide was docked into the crystal structures of AdipoR1 (PDB code: 5LXG) and AdipoR2 (PDB code: 5LXG)^17^ using MOE. Supplementary Fig. 7 showed the key residues involved in the binding sites of each receptors. The computational and the above cell-based results strongly suggested that JT003 is an AdipoR1 and AdipoR2 agonist with great potential in ameliorating NASH and related fibrosis.

### JT003 ameliorates obesity and insulin resistance in NASH

The impaired glucose and lipid metabolism was reported to contribute to insulin resistance in NASH individuals^34^. We next examined the anti-NASH progress effect of JT003 in vivo (Supplementary Fig. 8a). The *C57BL/6J* mice (*n* = 6 per group) fed with high fat diet (HFD) for 16 weeks presented anticipated features of NASH with obesity, elevated ALT and insulin resistance compared to mice fed standard diet (SD). Treatment with JT003 significantly reduced the weight gain, smoothed the liver and decreased the liver sizes (Fig. 2a, Supplementary Fig. 8b). The ALT level were also reduced in HFD fed mice after JT003 treatment (Fig. 2b). Besides, in HFD combine with methionine and choline deficient (MCD) diet NASH mouse model, JT003 inhibited lipid accumulation significantly with a 20 times lower dosage than the previous reported peptide ADP355 (Supplementary Figs. 9 and 10). JT003 also decreased the HFD-induced increasing of fasting blood glucose and fasting serum insulin levels. And the decrease in circulating adiponectin in the HFD group was reverted remarkably after JT003 treating (Fig. 2c, d). HE staining showed that both steatosis and inflammation area were decreased by the treatment of JT003 (Fig. 2e). Moreover, oral glucose tolerance test and subcutaneous insulin tolerance test demonstrated that HFD-induced insulin resistance was obviously ameliorated by administration of JT003 (Fig. 2f–i).

**Fig. 2:**
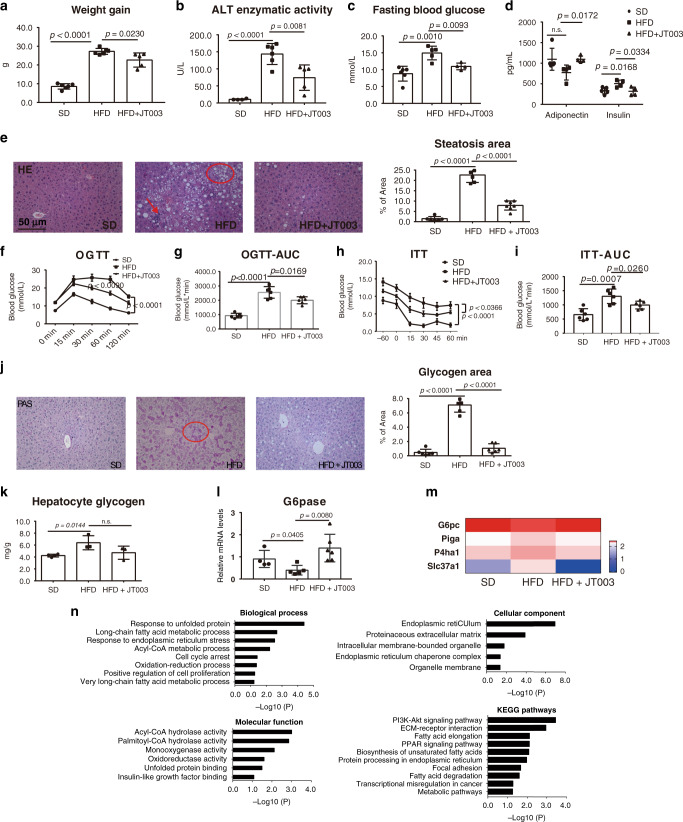
JT003 ameliorates obesity and insulin resistance of HFD-induced NASH. **a, b** Weight gain and serum ALT activity of mice treated with SD, HFD or HFD plus JT003 therapy. **c**, **d** Fasting blood glucose levels were recorded, fasting insulin and fasting adiponectin were measured by enzyme-linked immunosorbent assay (ELISA) in serum of mice treated with SD, HFD or HFD plus JT003 therapy. **e** Representative images of HE staining of liver sections on mice of indicated groups (red arrow represents the inflammation area; red circle represents the ballooning area) and steatosis area. Positive areas were analyzed with ImageJ. **f–i** Oral glucose tolerance test (OGTT) and insulin tolerance test (ITT) were performed at the 14th or 15th week of food administered, respectively. The corresponding area under curves (AUC) of blood glucose levels were calculated. **j** Representative images of periodic acid-schiff (PAS) staining on mice of indicated groups (red circle represents the glycogen area) and statistical glycogen area. The glycogen content (**k**) and the mRNA level of *G6Pase* (**l**) were measured in the liver samples of mice treated with SD, HFD or HFD plus JT003 therapy. (**m**) Genes related to glucose metabolism significantly up-regulated and down-regulated in RNAseq analysis (*q* < 0.001). **n** GO and KEGG pathway analysis. Scale bar in pane c applies to all images. Here and later, for each assay, three separated experiments were performed. And for each experiment (*n* = 4 cell samples/group or *n* = 6 mice/group). For the in vivo experiment, the dose of JT003 is 500 μg kg^−1^. All the above data are presented as mean values +/− SEM using unpaired Student’s *t* test. Source data are provided as a Source Data file.

The impaired hepatic glycogen metabolism was reported to contribute to the insulin resistance^35^. In our research, periodic acid-schiff (PAS) staining and hepatocyte glycogen analysis both displayed that glycogen over accumulated in HFD fed mice, which was largely eliminated by JT003 treating (Fig. 2j, k). *G6Pase* expression level in JT003 exposed mice liver was significantly elevated compared to HFD mice, suggesting that JT003 increases glycogenolysis (Fig. 2l). RNAseq gene expression analysis was performed to look for the pathways in livers of HFD fed mice that were affected by JT003 treatment, and the gene enrichment analysis identified that gene sets related to glycose metabolism (Fig. 2m).

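Liver RNA from this experiment was sequenced on a BGISEQ-500 instrument, with 1 library each for SD, HFD and HFD plus JT003. The methods give 16 weeks of diet, 4 weeks of JT003 at 500 μg/kg and groups of 6 mice. The paper's text does not state whether a library holds RNA of a single mouse or of several. The authors deposited the estimated reads of each gene (expected counts), in which a read that several genes share is split between them. Rounded to whole numbers, the expected counts summed to 20184557 in SD, 19724517 in HFD and 19849140 in HFD plus JT003. With 1 library per condition there is no replicate check and no error between mice, so each test compares 2 libraries and not the 2 conditions. Library sizes were scaled by edgeR's TMM factors, which were 0.941 in SD, 1.03 in HFD and 1.04 in HFD plus JT003. Each gene was tested with a two-sided exact conditional binomial test on the reads of the 2 libraries, with Benjamini-Hochberg adjustment over the genes with at least 1 read. A gene was called at an adjusted p-value under 0.001 and an absolute log2 ratio of at least 1, computed with a prior count of 2. The intervals given with log2 ratios are 95% Clopper-Pearson intervals, which cover counting error only and no difference between mice. They may understate even counting error, because reads without molecular identifiers are not independent molecules. Of the 16973 genes tested between SD and HFD, 924 were called, with 502 higher and 422 lower in HFD. With library sizes taken as total reads, 970 genes were called, with 637 higher and 333 lower, and the median log2 ratio of all genes was 0.12. Of the 17090 genes tested between HFD and HFD plus JT003, 285 were called, with 131 higher and 154 lower after JT003. Without the threshold on the log2 ratio, 4003 and 2445 genes were called. With edgeR's exact test and an assumed biological coefficient of variation of 0.4, 11 and 0 genes were. Among the genes called in both comparisons, 97 changed in opposite directions and 21 in the same direction. The HFD library enters both comparisons, which by itself favors opposite directions, so this split alone does not show an effect of JT003.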

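Fig. 2m shows G6pc, Piga, P4ha1 and Slc37a1. G6pc (gene ID 14377), which encodes the catalytic subunit of glucose-6-phosphatase, had 12625 counts in SD, 2934 in HFD and 8632 in HFD plus JT003. Its log2 ratio was -2.20 (95% interval -2.26 to -2.14) for HFD over SD and 1.53 (1.47 to 1.60) for HFD plus JT003 over HFD. The other genes moved the opposite way. Piga (gene ID 18700), which acts in the synthesis of glycosylphosphatidylinositol anchors, rose by 1.28 with HFD and fell by 1.26 with JT003. P4ha1 (gene ID 18451), a subunit of prolyl 4-hydroxylase, rose by 1.18 and fell by 1.37. Slc37a1 (gene ID 224674), a transporter of glucose-6-phosphate, had 60, 127 and 53 counts. Its log2 ratio for HFD over SD was 0.97 (0.54 to 1.46), under the threshold of 1, and reached 1.09 when the libraries were scaled to total reads. With JT003 it fell by 1.25 (-1.77 to -0.81). All 4 genes thus had log2 ratios of opposite sign in the 2 comparisons, where 10000 random lists of the same size matched on expression held 2.17 such genes on average. With a log2 ratio of at least 1 in size required in both comparisons, 3 of the 4 did so. The heatmap genes were chosen by the study on these libraries. A separate list of 13 genes of gluconeogenesis and glycogen metabolism, which also holds G6pc, had a median log2 ratio of 0.33 for HFD over SD and 0.14 for HFD plus JT003 over HFD. These lay at percentiles 99.6 and 89.4 of random lists, and scaling to total reads moved the former to 0.45. Without G6pc, an alternative chosen after the data were seen, the medians were 0.41 and 0.09.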

Taken together, our observation indicated that HFD-induced insulin resistance was inhibited by the AdipoRs dual agonist JT003, which improved the energy availability in NASH mice. Furthermore, the GO analysis revealed that NASH mice treated with JT003 affects a list of genes associated with metabolic process, endoplasmic reticulum stress and mitochondrial functions, and the KEGG pathways analysis stated that *PI3K-Akt* signal might be involved during JT003 therapy (Fig. 2n).

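The 29 terms of Fig. 2n comprise 19 GO terms and 10 KEGG pathways. The tables deposited by the authors carry GO annotation that covers 16 of these GO terms, and KEGG orthology entries without pathway names, so the KEGG pathways were not analysed here. Of the 285 genes called between HFD and HFD plus JT003, 68.1% carry any GO term in the tables. For each term, the called genes were counted among the 13453 genes with at least 10 counts in at least 1 of the 2 libraries and set against 10000 random gene sets matched on expression. For 4 terms the count was above the 95th percentile of the random sets. Organelle membrane held 14 called genes against a random mean of 7.23. Acyl-CoA hydrolase activity and insulin-like growth factor binding held 3 called genes each, against random means of 0.182 and 0.183, and all of these were higher after JT003. Very long-chain fatty acid metabolic process held 2 against 0.352. Response to endoplasmic reticulum stress held 2 of its 16 annotated genes against 0.398, which was not above the 95th percentile. Endoplasmic reticulum held 0 called genes of 49 against 1.01, and response to unfolded protein held 0 of 2 against 0.019. As the annotation is partial, and called genes such as Hspa5 carry neither term in it, this does not exclude a change in these terms. Without the threshold on the log2 ratio, 5 terms were above the 95th percentile. Across 13602 genes with at least 10 counts in at least 1 of the 3 libraries, the changes with HFD and with JT003 had a Pearson correlation of -0.30. Genes are not independent replicates, and the HFD library enters both changes. In 100 simulations of unchanged groups this gave a correlation of -0.50 on average, with values from -0.516 at the lowest to -0.485. The simulations gave all libraries an equal spread, so they do not decide how far the shared library accounts for the observed value. Among genes with at least 100 counts the correlation was -0.22. From its GO terms the paper states that JT003 affected genes of metabolism, endoplasmic reticulum stress and mitochondria in these mice, and from its KEGG pathways it proposes an involvement of PI3K-Akt signaling.

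**Figure D1:**
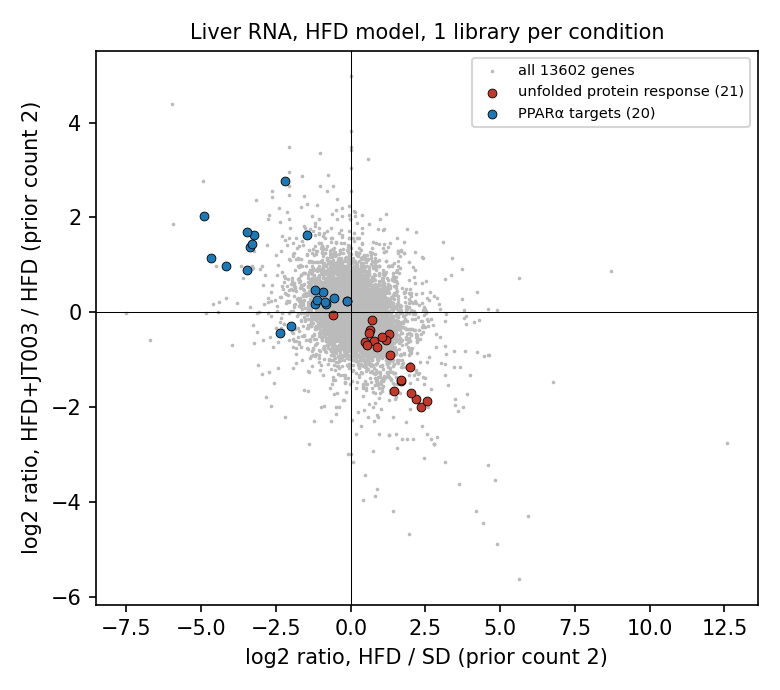
Each point is a gene, with its log2 ratio of HFD over SD on the horizontal axis and of HFD plus JT003 over HFD on the vertical axis. The 21 genes of the unfolded protein response list (red) lie mostly at the lower right and the 20 PPARα targets (blue) mostly at the upper left, with 1 library per condition.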

### JT003 recovers NASH via *AMPK*, *PPARα*, *PI3K-Akt* pathways

It was reported that AdipoRs could mediate the lipid metabolism, possibly through activating *AMPK* and *PPARα* signal pathways^20^. We then observed that if JT003 could activate the intended targets. In PA induced HepG2 NASH cell models, lipogenesis (*FAS*, *SREBP-1C*, *SREBP-2* and *ACC1*) and fatty acid β-oxidation (*ACOX*, *LCAD* and *PDK4*) were meliorated notably with JT003 exposed (Fig. 3a, b). In HFD induced NSAH mice, RNAseq gene expression analysis showed gene sets related to lipid metabolism were altered in response to JT003 treatment (Fig. 3c). 

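Fig. 3c shows 3 acyl-CoA thioesterases, Acot1, Acot3 and Acot4, and 3 fatty acid ω-hydroxylases, Cyp4a10, Cyp4a14 and Cyp4a31. All 6 were called in both comparisons, lower with HFD and higher with JT003, where random lists held 3.14 genes that moved back. Cyp4a14 (gene ID 13119) had 206802 counts in SD, 7401 in HFD and 30625 in HFD plus JT003. This gave log2 ratios of -4.90 (95% interval -4.93 to -4.86) with HFD and 2.03 (1.99 to 2.06) with JT003. Cyp4a10 (gene ID 13117) fell by 3.23 and then rose by 1.63. For Cyp4a31 (gene ID 666168) the log2 ratios were -3.45 and 1.69. Acot3 (gene ID 171281) had 840, 192 and 1350 counts, and its level after JT003 was above that in SD, with log2 ratios of -2.21 (-2.45 to -1.99) and 2.78 (2.57 to 3.02). Acot1 (gene ID 26897) changed by -3.35 and 1.37 on the log2 scale, and Acot4 (gene ID 171282) by -1.45 and 1.62. The sequences of Cyp4a10, Cyp4a14 and Cyp4a31, and those of Acot1 and Acot3, are close to each other, so the authors' counting could have split reads between them and the values of single members are uncertain. The 6 genes are also among a list of 20 targets of PPARα. All 20 were lower with HFD, with a median log2 ratio of -2.10, and 18 were higher with JT003, with a median of 0.68. The study chose the heatmap genes on these libraries. Without them, an alternative chosen after the data were seen, the medians of the other 14 targets were -1.20 and 0.28, below all 10000 random lists and at percentile 99.8 of them. Genes of such a list can move together between livers, so these percentiles do not by themselves show an effect of diet or JT003.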

Oil red o (ORO) staining showed remarkably decreased lipid droplets in the liver of JT003 treated mice (Fig. 3d). Hepatocytes TG and serum LDL-C contents were obviously reduced by JT003. Moreover, the decrease of the circulating lipid in the HFD group was reverted in JT003 treated mice (Fig. 3e–g). Meanwhile, the expression of genes related to fatty acid synthesis (*PPARγ*, *ACC1*, *FASN*, *DGAT1*, *FAS*, *SCD1*, *ASCL3*), fatty acid uptake (*CD36*) and cholesterol synthesis (*HMGCR*, *SREBP-1C*) were significantly inhibited by JT003 treatment whereas the expression of genes responsible for fatty acid β-oxidation (*LCAD*, *MCAD*, *UCP2*, *CPT1α*) were much higher in JT003 treated mice (Fig. 3h–j). Western blotting results revealed that with JT003 treating, *AMPK* and *PPARα* signaling were activated apparently in NASH mice (Fig. 3k). Previous studies reported that *PI3K-Akt* cascade also mediate lipid metabolism^36^. Thus, we also monitored the status of *PI3K* and *Akt* phosphorylation in liver tissue. Our results indicated that *PI3K* and *Akt* phosphorylation were increased with JT003 treatment, and the expression of downstream factor *PPARγ* which stimulates lipid uptake and adipogenesis was in turn inhibited (Fig. 3l).

**Fig. 3:**
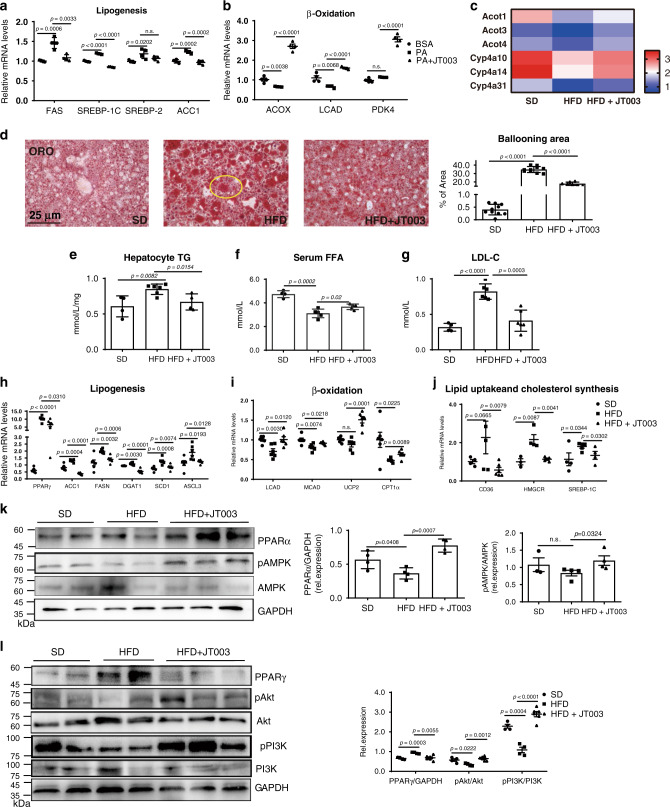
JT003 improves lipid metabolism via *AMPK*, *PPARα* and *PI3K-Akt-PPARγ* pathways. **a**, **b** Quantitative RT-PCR assay was performed to determine mRNA expression of genes related to lipogenesis, lipid β-oxidation in HepG2 cells of the indicated groups. PA treated cells were considered as model group, BSA treated cells were negative control group. **c** Genes related to *AMPK* and *PI3K-Akt* signal pathways significantly up-regulated and down-regulated in RNAseq analysis on mice treated with SD, HFD or HFD plus JT003 therapy (*q* < 0.001). **d** Representative images of oil red o staining of liver sections on mice treated with SD, HFD or HFD plus JT003 therapy (yellow circle represents the lipid droplets). Positive areas were analyzed with ImageJ. **e**–**g** Hepatic TG, serun FFA and LDL-C content of mice in the indicated groups were measured. **h–j** mRNA level of genes related to lipogenesis, lipid β-oxidation, lipid uptake and cholesterol synthesis in liver samples of the indicated groups. **k** The expression level of key protein *PPARα*, *AMPK/pAMPK* in the liver of the indicated groups. Here and later, unless otherwise indicated, the quantifications of protein expression level were performed using three independent western blotting experiments. Proteins expression were normalized to that of *GAPDH*. **l** The expression level of key proteins *PI3K/pPI3K*, *Akt/pAkt* and *PPARγ* in *PI3K-Akt* signaling. For in vitro experiment, the concentration of JT003 is 200 μM. For the in vivo experiment, the dose of JT003 is 500 μg kg^−1^. Here and later, for each assay, three separated experiments were performed. And for each experiment (*n* = 4 cell samples/group or *n* = 6 mice/group). For the in vivo experiment, the dose of JT003 is 500 μg kg^−1^. All the above data are presented as mean values ± SEM using unpaired Student’s t test. Source data are provided as a Source Data file.

All of these results provide the strong supporting evidence that JT003 improves lipid metabolism in NASH mice through increasing of *AMPK* and *PPARα* as well as the *PI3K-Akt-PPARγ* signal activity.

### JT003 recovers NASH by ameliorating ER-mitochondrial axis

ER and mitochondrial activity are essential in the mediation of NASH process^37^, besides, AdipoRs influence mitochondrial function via *AMPK* signaling^38,39^. In PA induced HepG2 cells, inflammatory factors and ER-mitochondrial axis dysfunction were meliorated notably with JT003 exposure (Supplementary Fig. 11a and Fig. 4a). Besides, mitochondrial content assay indicated that mitochondrial biogenesis was improved by JT003 (Fig. 4b). In present study, RNAseq gene expression analysis shown gene sets involved in ER Stress and mitochondrial function in response to JT003 treatment (Fig. 4c). Additionally, we investigated the ER-mitochondrial axis in JT003 treated NASH mice. 

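Fig. 4c shows 14 genes, and the heatmap repeats Hspa5. All 14 were called in both comparisons and moved back with JT003, where random lists of the same size held 7.66 such genes on average. The study chose the heatmap genes on these libraries, so random lists are not a fair reference. Of the 14 genes, 12 were higher in HFD than in SD and fell with JT003. Hspa5 (gene ID 14828), which encodes the chaperone GRP78, had 8141 counts in SD, 27926 in HFD and 10330 in HFD plus JT003. Its log2 ratios were 1.69 (95% interval 1.65 to 1.72) with HFD and -1.46 (-1.49 to -1.42) with JT003. The largest changes in this direction were those of Manf (gene ID 74840), with 585, 3219 and 814 counts and log2 ratios of 2.36 (2.24 to 2.50) and -2.00 (-2.12 to -1.89). Ddit3 (gene ID 13198), which encodes CHOP, had 62, 273 and 84 counts and log2 ratios of 2.01 (1.64 to 2.47) and -1.70 (-2.09 to -1.37). Creld2 (gene ID 76737) rose by 2.19 and fell by 1.84. With JT003, Hyou1 (gene ID 12282) fell by 1.42 and Syvn1 (gene ID 74126) fell by 1.66. Few reads stood behind Nhlrc1, with 18, 56 and 22 counts, behind Mest, with 25, 74 and 33, and behind Ccdc3, with 42, 97 and 42. Moxd1 (gene ID 59012), a monooxygenase-like protein, went the other way, with 950, 14 and 339 counts and log2 ratios of -5.98 (-7.05 to -5.42) and 4.39 (3.81 to 5.46). Por (gene ID 18984), the electron donor of microsomal cytochromes P450, changed by -1.47 and 1.20. A list of 21 genes of the unfolded protein response, 6 of which are in the heatmaps, had a median log2 ratio of 1.17 with HFD, and 12 of its genes were called higher. With JT003 its median was -0.69, and 20 of the 21 genes were lower. This median was below those of all 10000 random lists, as was that of -0.59 for the 15 genes outside the heatmaps, an alternative chosen after the data were seen. Random lists draw each gene separately, whereas genes of such a list can move together between livers. An extreme percentile thus does not by itself show an effect of JT003. For 18 genes of oxidative phosphorylation the median was -0.17 with HFD and -0.03 with JT003, at percentiles 42.3 and 18.4 of random lists, and no gene was called.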

As shown in Supplementary Fig. 11b and Fig. 4d, the overexpression of genes related to inflammation (*LY6G*, *F4/80*, *IL-6*, *IL-1β*, *iNOS*, *CD14*) and ER stress (*XBP1*, *ATF4*, *CHOP*, *BID* and *GRP78*), which was induced by HFD treatment, was suppressed significantly by JT003 administration. The phosphorylation of *PERK* and its downstream *eIF2α* and *JNK* which are the key roles of ER-stress pathways, were decreased notably after JT003 treatment (Fig. 4e). *PERK* was reported to be enriched at the mitochondrial-associated ER membranes, and it physically and functionally links ER and mitochondrial^40^. Since ER stress was remarkably released, we further investigated JT003 effect on mitochondrial function in NASH. The upregulation of genes related to mitochondrial dysfunction (*CYP2E1*, *BAX*, *NQO1*, *SRXN1* and *GPX1*) in NASH were suppressed remarkably by JT003. Consistently, the expression of antioxidant enzymes (SOD and CAT) and mitochondrial biogenesis regulators (*PGC1α* and *PGC1β*) were accelerated prominently with JT003 treatment (Fig. 4f, g). These results showed that ER-mitochondrial axis in NASH mice indeed contributed to the recovery of NASH process.

**Fig. 4:**
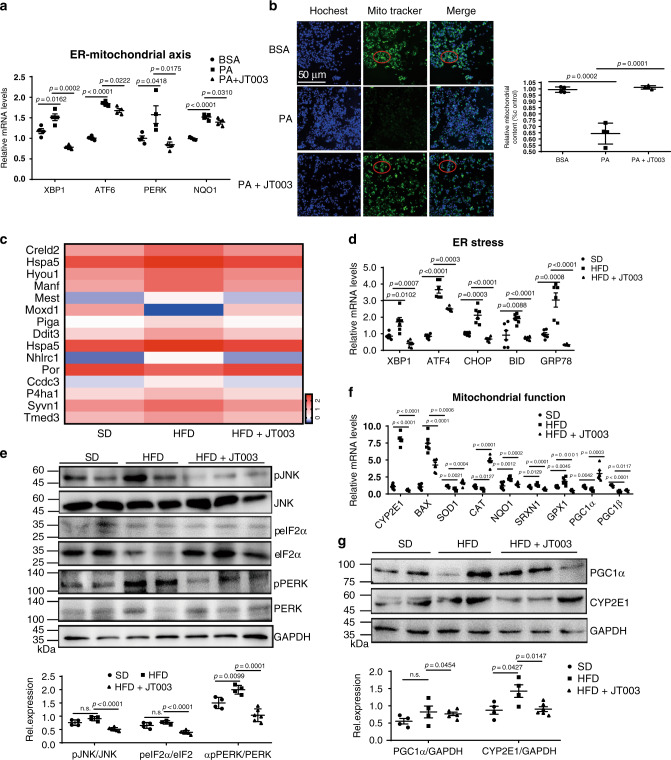
JT003 recovers NASH by ameliorating ER-Mitochondrial axis function. **a** Quantitative RT-PCR assay was performed to determine mRNA expression of genes related to ER-mitochondrial axis in HepG2 cells of the indicated groups. **b** HepG2 cells of the indicated groups were stained with Mito Tracker followed by assessment with mitochondrial content assay. **c** Genes related to ER-mitochondrial axis which were significantly up-regulated or down-regulated in RNAseq analysis (*q* < 0.001). **d**, **f** mRNA transcription of the genes related to ER stress and mitochondrial function in the liver samples of mice treated with SD, HFD or HFD plus JT003 therapy. **e** The phosphorylation of *PERK*, *eIF2α* and *JNK* in response to ER-stress. **g** The expression level of *PGC1α* and *CYP2E1* in the indicated groups. Here and later, for each assay, three separated experiments were performed. And for each experiment (*n* = 4 cell samples/group or *n* = 6 mice/group). For the in vivo experiment, the dose of JT003 is 500 μg kg^−1^. All the above data are presented as mean values ± SEM using unpaired Student’s t test. Source data are provided as a Source Data file.

### JT003 inhibits the progress of CCl_4_-induced liver fibrosis

Lipid metabolism disorders change the gene expression in liver cells, the injured steatotic hepatocytes induce fibrosis genesis^41^. Then, we examined whether JT003 could ameliorate hepatic fibrosis in mouse models. Experiment was designed as shown in Supplementary Fig. 12a. Dissected assays indicted the liver adhesion were reduced by JT003 treatment, but not ADP355 (Supplementary Fig. 12b). There is no significant change in bodyweight (Supplementary Fig. 12c). HE and sirius red staining assays revealed that the inflammation, necrosis and fibrosis area in CCl_4_ induced liver fibrosis were significantly decreased by JT003 with the administration dosages of 0.5 mg kg^−1^ and 2 mg kg^−1^. In contrast, these effects were not notably raised employing the same dosages of ADP355 (Supplementary Fig. 13 and Fig. 5a). Immumohistochemical staining for *αSMA* and *COL1α1* confirmed the improvement of liver fibrosis by JT003 (Fig. 5a). Consistently, western blot assay confirmed the significant downregulation of *αSMA* and *COL1α1* (Fig. 5c). In serum biochemical analysis, ALT (Fig. 5b), AST and HYP (Supplementary Fig. 14) activities were all notably diminished after JT003 treatment, which further manifested the improvement of liver function. 

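Liver RNA from the CCl4 experiment was sequenced as 1 library each for corn oil, CCl4 and CCl4 plus JT003. The methods give 6 weeks of CCl4 every 3 days, as a 20% solution at 5 ml/kg, and 3 weeks of JT003. The counts were processed and tested as for the diet experiment, again without replicates, so that the calls compare libraries. The rounded expected counts summed to 19409752 in corn oil, 20156841 in CCl4 and 19374236 in CCl4 plus JT003, with scaling factors of 0.884, 1.04 and 1.09. Of the 17234 genes tested between corn oil and CCl4, 1251 were called, with 827 higher and 424 lower in CCl4. When the libraries were scaled to total reads, 1516 genes were called, with 1239 higher and 277 lower, and the median log2 ratio of all genes was 0.23. Of the 17393 genes tested between CCl4 and CCl4 plus JT003, 775 were called, with 332 higher and 443 lower after JT003. Scaled to total reads, 802 were called, and 51.1% of them were higher after JT003. With the assumed coefficient of variation of 0.4, 59 and 0 genes were called. Among the genes called in both comparisons, 409 changed in opposite directions, 298 of them higher with CCl4 and lower with JT003, and 20 changed in the same direction. The CCl4 library enters both comparisons, so here too the split alone does not show an effect of JT003. In the authors' deposited comparison of CCl4 with CCl4 plus JT003, the CCl4 column summed to 2.97 times the total of the CCl4 library. These pooled counts were used as an alternative chosen after the data were seen. In place of the CCl4 library they gave 724 called genes for JT003, 486 of them shared with the 775 genes, with 219 higher and 505 lower.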

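The heatmap of Fig. 5d holds 18 genes, most of them of the extracellular matrix. Between corn oil and CCl4, 17 of them were called here, and between CCl4 and CCl4 plus JT003, 9 were. Col1a1 (gene ID 12842) had 231 counts in corn oil, 2483 in CCl4 and 876 in CCl4 plus JT003. Its log2 ratios were 3.13 (95% interval 2.94 to 3.34) with CCl4 and -1.51 (-1.63 to -1.40) with JT003. Col1a2 (gene ID 12843) rose by 2.37 and fell by 1.23. Col3a1 (gene ID 12825) had 291, 2214 and 1208 counts. It rose by 2.63 (2.46 to 2.82), and its fall with JT003 of -0.88 (-0.99 to -0.78) did not reach a log2 ratio of 1. With the authors' pooled CCl4 counts in place of the CCl4 library, the fall was -1.18. The matrix metalloproteinase Mmp12 (gene ID 17381) had 0, 175 and 47 counts, which is at least 47.8-fold higher in CCl4 than in corn oil, and a log2 ratio of -1.86 (-2.40 to -1.44) with JT003. Slpi (gene ID 20568) and Tubb4b (gene ID 227613) had the largest falls with JT003 among the 18 genes, with log2 ratios of -2.05 and -1.89, and Nid2 (gene ID 18074) fell by 1.85. The log2 ratios of Adamts5, Col6a3, Ckap4, Ltbp2 and Lpl with JT003 lay between -0.95 and -0.41, and none of these genes was called. Adamtsl1, with 15, 45 and 18 counts, was called in neither comparison. Random lists held 12.9 genes that moved back on average and 16 at their 95th percentile. They are not a fair reference, because the study chose the heatmap genes on the sequencing of this experiment. In all, 16 of the 18 genes moved back with JT003. The exceptions were Npnt and Serpine2, which were lower in CCl4 and lower again with JT003. Npnt had 65, 20 and 5 counts and log2 ratios of -1.88 and -1.64, and Serpine2 had 258, 110 and 56 counts and log2 ratios of -1.50 and -0.96. A list of 22 genes of extracellular matrix and myofibroblasts, 4 of which are in the heatmaps, had a median log2 ratio of 0.86 with CCl4 and -0.42 with JT003. From corn oil to CCl4, 19 of its genes were higher and 3 lower. The lowest was Acta2 (gene ID 11475), which encodes αSMA, with 165, 108 and 45 counts. Its log2 ratios were -0.89 (-1.26 to -0.54) with CCl4 and -1.23 (-1.81 to -0.76) with JT003. With JT003, 16 of the 22 genes were lower, and the median lay at percentile 0.01 of random lists. Without the 4 heatmap genes, an alternative chosen after the data were seen, the medians were 0.60 and -0.32, the latter at percentile 0.45. In the remainder of the authors' pooled CCl4 counts the list was higher than in the CCl4 library, with a median of 0.29 at percentile 99.99. An extreme percentile can thus arise between CCl4-treated livers without JT003.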

RNAseq gene expression analysis shown gene sets involved in fibrogenesis were screened in response to JT003 management (Fig. 5d). 

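Fig. 5e shows 21 GO terms and 7 KEGG pathways, and the GO annotation in the deposited tables covers 15 of the GO terms. For 4 terms the number of called genes between CCl4 and CCl4 plus JT003 was above the 95th percentile of random gene sets, and all of these genes were lower after JT003. Chromosome, centromeric region held 12 of its 49 annotated genes against a random mean of 3.14. Microtubule held 7 of 35 against 1.89. Positive regulation of cytokinesis held 3 of 8 against 0.462, and condensed nuclear chromosome kinetochore held both annotated genes. Extracellular matrix held 3 called genes of 73 against 5.00, and extracellular matrix organization held 2 of 25 against 1.18, neither above the 95th percentile. As the annotation is partial, with 16 genes for nucleus, this does not exclude a change in these terms. A list of 22 mitosis genes, none of which is in the heatmaps, had a median log2 ratio of 4.52 with CCl4, and all 22 were called higher. With JT003 all 22 were called lower, with a median of -3.11. Cdc20 (gene ID 107995) had 17 counts in corn oil, 1229 in CCl4 and 35 in CCl4 plus JT003, and log2 ratios of 5.75 with CCl4 and -5.06 (95% interval -5.67 to -4.66) with JT003. Ccnb1 (gene ID 268697) had 10, 632 and 20 counts and fell by 4.85 with JT003. Across 13936 genes the changes with CCl4 and with JT003 had a Pearson correlation of -0.57, and in simulated libraries of unchanged groups, which share the CCl4 library in the same way, it was -0.50 (-0.516 to -0.481). With the CCl4 library in the first change and the remainder of the authors' pooled CCl4 counts in the second, so that no library is shared, the correlation was -0.46. The lower limit of the simulated values without a shared library was -0.029.

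**Figure D2:**
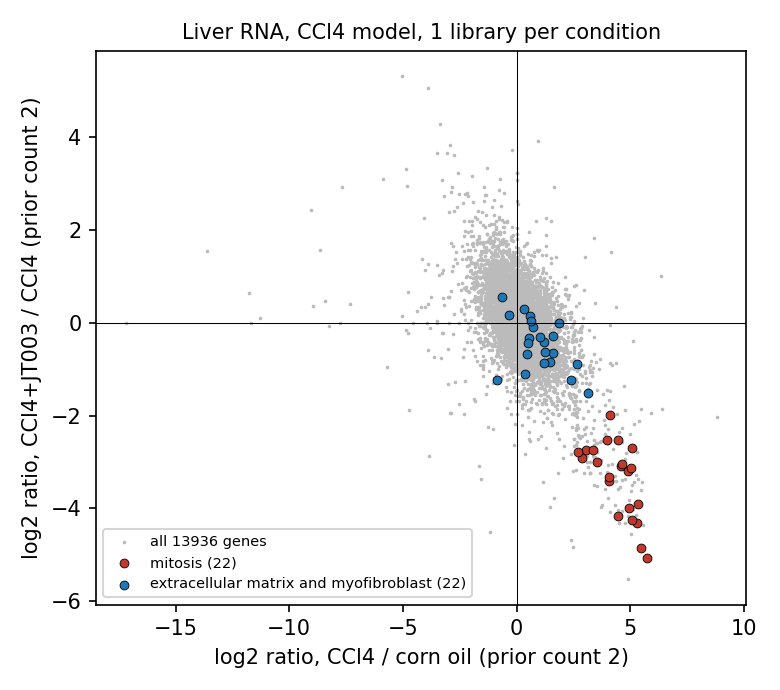
Each point is a gene, with its log2 ratio of CCl4 over corn oil on the horizontal axis and of CCl4 plus JT003 over CCl4 on the vertical axis. The 22 mitosis genes (red) all lie at the lower right, and the 22 genes of extracellular matrix and myofibroblasts (blue) lie nearer the center, with 1 library per condition.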

The GO analysis revealed that liver fibrosis melioration by JT003 affects a list of genes associated with hepatic fibrosis progress and the KEGG pathways analysis illustrated fibrosis progress pathways (Fig. 5e). From all the aspects above, JT003 treatments were clearly demonstrated to attenuate the development and progression of CCl_4_ induced liver fibrosis.

**Fig. 5:**
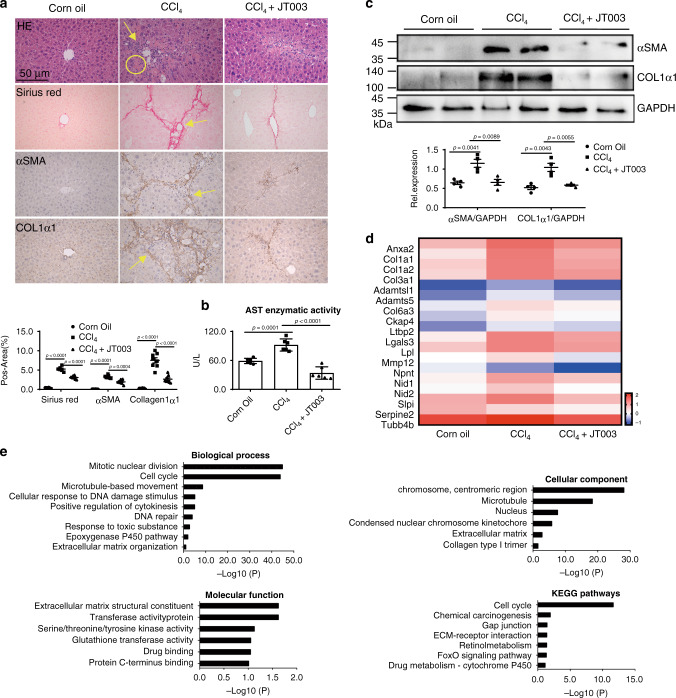
JT003 inhibits the progress of CCl_4_-induced liver fibrosis. **a**, **b** Representative images of HE staining, sirius red staining and IHC for *αSMA* and *COL1α1* of liver sections and ALT activity on mice treated with Corn Oil, CCl_4_ or CCl_4_ plus JT003 therapy. **c** Western blotting assay of *αSMA* and *COL1α1* measured in liver samples of mice treated with Corn Oil, CCl_4_ or CCl_4_ plus JT003 therapy. GAPDH serves as the loading control. **d** The fibrogenesis-related genes that significantly up-regulated or down-regulated in RNAseq analysis (q < 0.001). **e** GO and KEGG pathway analysis. For in vitro experiment, the concentration of JT003 is 200 μM. For the in vivo experiment, the dose of JT003 is 500 μg kg^−1^. Here and later, for each assay, three separated experiments were performed. And for each experiment (*n* = 4 cell samples/group or *n* = 6 mice/group). For the in vivo experiment, the dose of JT003 is 500 μg kg^−1^. All the above data are presented as mean values ± SEM using unpaired Student’s t test. Source data are provided as a Source Data file.

### JT003 suppressed the activation of HSC in fibrosis model

Transdifferentiation of HSCs from quiescent into proliferative, fibrogenic myofibroblasts is widely accepted as the central driver of liver fibrosis. HSC-ECM interactions regulate cell differentiation and proliferation, generating increased fibrosis^42^. We then checked whether the JT003 amelioration of liver fibrosis depended on the inhibition of HSCs activation. As shown in Fig. 6a, in LX2 fibrosis cells, expression of genes involved in ECM accumulation (*TIMP1*) and degradation (*MMP9*, *MMP12*, *MMP13*) were notably altered via JT003 exposure. And HSC activation factors (*Vimentin*, *CTGF*, *OPN*, *IL-6*, *TNFα* and *IL-1α*) were significantly suppressed by JT003. In fibrosis mice, consistently, the expression of genes related to ECM accumulation (*TIMP1*, *MMP3* and *MMP8*) were decreased and genes involved in ECM elimination (*MMP2*, *MMP9* and *MMP13*) were notably upregulated after JT003 treatment. *TGFβ*, *CTGF*, *IL-6*, *TNFα* and *IL-1β* which contributed to HSCs activation were all suppressed by the administration of JT003 (Fig. 6b). 

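Fig. 6c shows Fbn1, Fbn2, Cxcl1, Nupr1, Ptges, Brca1, C3ar1, C5ar1, Ccl9, Robo1, Xcr1, Akr1c18, Bco1 and Rdh11. Of these 14 genes, 12 were called between corn oil and CCl4, 7 between CCl4 and CCl4 plus JT003, and 13 moved back with JT003, against a mean of 9.67 genes in random lists. The study chose the genes on the sequencing of this experiment, so random lists are not a fair reference. Akr1c18 (gene ID 105349) had 5 counts in corn oil, 267 in CCl4 and 29 in CCl4 plus JT003. Its log2 ratios were 5.03 (95% interval 4.21 to 7.08) and -3.12 (-3.82 to -2.66). The chemokine gene Ccl9 (gene ID 20308) had 741, 2496 and 966 counts, rose by 1.46 (1.34 to 1.58) and fell by 1.38 (-1.49 to -1.27). With JT003, Ptges (gene ID 64292) fell by 1.77 and Nupr1 (gene ID 56312) fell by 1.10. Rdh11 (gene ID 17252) fell by 1.29, and its rise with CCl4 of 0.97 was under the threshold. Xcr1 (gene ID 23832) was lower in CCl4 and rose by 1.24 with JT003. The chemokine gene Cxcl1 (gene ID 14825) did not move back. It had 23, 72 and 357 counts and log2 ratios of 1.29 (0.66 to 2.10) with CCl4 and 2.27 (1.93 to 2.69) with JT003. The falls of Fbn1, Brca1, C3ar1, C5ar1, Robo1 and Bco1 with JT003 lay between -0.74 and -0.43 on the log2 scale, and none was called. Fbn2 (gene ID 14119) had 0, 31 and 10 counts, and its fall with JT003 was not called at this depth. With the authors' pooled CCl4 counts, chosen after the data were seen, all 14 genes were called for JT003.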

RNAseq gene expression analysis exhibited that several other genes related to HSCs activation positively responded to JT003 treatment (Fig. 6c). Western blotting assays for *NFκB*, another major HSCs activation factor, was significantly downregulated by JT003 (Fig. 6d). Thus, we proposed that the inhibition of NASH related fibrosis by AdipoR1/2 agonist JT003 may result from suppression of HSCs activation.

**Fig. 6:**
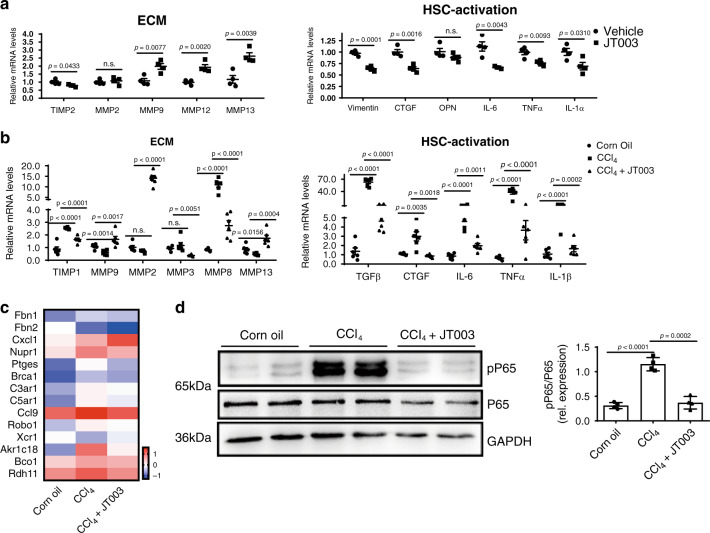
JT003 suppressed the activation of HSCs in CCl_4_-induced liver fibrosis. **a** Quantitative RT-PCR assay was performed to determine mRNA transcription of the genes related to ECM accumulation and HSC activation in the indicated groups. **b** mRNA transcription of the genes related to ECM accumulation and HSC activation in the liver of mice treated with Corn Oil, CCl_4_ or CCl_4_ plus JT003 therapy. **c** The HSC activation related genes which were significantly up-regulated and down-regulated in RNAseq analysis (*q* < 0.001). **d** Western blotting assay of total *NFκB (P65)* and *phosphorylated NFκB (pP65)* measured in liver samples of mice in the indicated groups. For in vitro experiment, the concentration of JT003 is 200 μM. For the in vivo experiment, the dose of JT003 is 500 μg kg^−1^. Here and later, for each assay, three separated experiments were performed. And for each experiment (*n* = 4 cell samples/group or *n* = 6 mice/group). For the in vivo experiment, the dose of JT003 is 500 μg kg^−1^. All the above data are presented as mean values ± SEM using unpaired Student’s *t* test. Source data are provided as a Source Data file.

### JT003 attenuates ER stress and mitochondrial dysfunction

As aforementioned, JT003 could regulate ER-mitochondrial axis to recover HFD induced steatohepatitis. ER stress and mitochondrial dysfunction were clarified to involve in HSC activation^42^. Thus, we investigated whether the ER-mitochondrial axis was also involved in JT003 recovering of liver fibrosis. In activated human HSCs cell line LX2, inflammation related genes (*TNFα*, *IL-1α*, *IL-6* and *iNOS*) were suppressed with JT003 treatment (Supplementary Fig. 15a), and the expression of ER-mitochondrial function-related markers were also improved by JT003 (Fig. 7a). Moreover, with exposed to JT003, HSCs mitochondrial content was remarkably elevated by about 20%, indicating the function recover of mitochondrial (Fig. 7b).

**Fig. 7:**
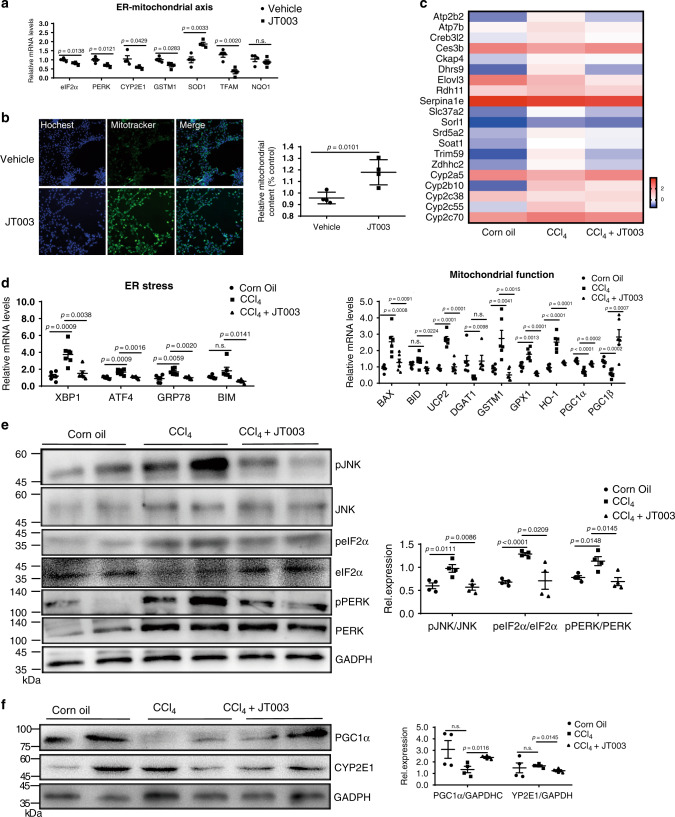
JT003 recovers CCl_4_-induced liver fibrosis via ER-mitochondrial axis. **a** mRNA transcription of the genes related to ER-mitochondrial axis in LX2 cells. **b** LX2 cells were stained with Mito Tracker followed by assessment with mitochondrial content assay. **c** ER-mitochondrial axis related genes that significantly up-regulated and down-regulated in RNAseq analysis (*q* < 0.001). **d** mRNA transcription of the genes related to ER-stress and mitochondrial function in the liver of mice in the indicated groups. **e**, **f** The expression level of key proteins *pJNK/JNK*, *peIF2α/eIF2α*, *pPERK/PERK*, *PGC1α* and *CYP2E1* in response to ER stress and mitochondrial dysfunction. For in vitro experiment, the concentration of JT003 is 200 μM. For the in vivo experiment, the dose of JT003 is 500 μg kg^−1^. Here and later, for each assay, three separated experiments were performed. And for each experiment (*n* = 4 cell samples/group or *n* = 6 mice/group). For the in vivo experiment, the dose of JT003 is 500 μg kg^−1^. All the above data are presented as mean values ± SEM using unpaired Student’s t test. Source data are provided as a Source Data file.

For the in vivo assay, IHC staining of *CD68*, the marker of macrophage infiltration, demonstrated that JT003 administration markedly reduced the inflammation (Supplementary Fig. 15b), suggesting that CCl_4_ induced intense inflammation in liver was decreased. RNAseq gene expression analysis exhibited that several genes related to ER-mitochondrial axis were regulated in response to JT003 treatment in fibrosis mice (Fig. 7c). Additionally, JT003 remarkably suppressed the ER-Stress related (*XBP1*, *ATF4*, *GRP78* and *BIM*) and regulated mitochondrial function related genes (*BAX*, *BID*, *UCP2*, *DGAT1*, *GSTM1*, *GPX1*, *HO-1*, *PGC1α* and *PGC1β*) at both mRNA and protein expression levels in CCl_4_ induced fibrosis mice (Fig. 7d). 

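Fig. 7c shows 20 genes, of which 18 were called between corn oil and CCl4 and 13 between CCl4 and CCl4 plus JT003. The number of genes that moved back was 18, against a mean of 14.0 in random lists. As the study chose these genes on the sequencing of this experiment, random lists are not a fair reference. Of the genes higher in CCl4, Dhrs9 (gene ID 241452) had 6, 147 and 14 counts in corn oil, CCl4 and CCl4 plus JT003, and log2 ratios of 3.98 (95% interval 3.17 to 5.80) and -3.22 (-4.31 to -2.61). Trim59 (gene ID 66949) rose by 4.23 and fell by 2.71, and the calcium pump gene Atp2b2 (gene ID 11941) rose by 3.27 and fell by 2.38. Cyp2b10 (gene ID 13088) had 4, 421 and 108 counts and log2 ratios of 5.92 and -1.95. Cyp2c55 (gene ID 72082) also fell by 1.95 with JT003. Of the genes lower in CCl4, Cyp2a5 (gene ID 13087) had 4395, 1108 and 4386 counts and log2 ratios of -2.27 (-2.37 to -2.18) and 1.97 (1.88 to 2.07), and Ces3b (gene ID 13909) changed by -2.20 and 1.22. Cyp2a5 and Cyp2b10 have close paralogs, Cyp2a4 and Cyp2b9, with which the authors' counting could have split reads. Elovl3 (gene ID 12686), a fatty acid elongase, did not move back, with 8783, 731 and 99 counts and log2 ratios of -3.87 (-3.99 to -3.77) and -2.87 (-3.21 to -2.59). Serpina1e (gene ID 20704), which is also one of a family of similar genes, changed by -1.92 and -0.58. Sorl1, with 5, 25 and 19 counts, was called in neither comparison, and its fall with JT003 was not detectable at this depth, with a log2 ratio of -0.37 (-1.35 to 0.51). Cyp2c70 fell by 0.97 with JT003, and Soat1 fell by 0.45. Cyp2c38 rose by 0.37. Of the 21 genes of the unfolded protein response, none was called between corn oil and CCl4 and 1 was called with JT003, with medians of -0.17 and -0.24. The first median changed sign, to 0.06, when the libraries were scaled to total reads. With the authors' pooled CCl4 counts, chosen after the data were seen, the medians were 0.16, at percentile 99.0 of random lists, and -0.60, below those of all 10000 random lists. In the rest of these pooled counts the list was higher than in the CCl4 library, by a median of 0.46 and in all 21 genes. Combining its results, the paper proposes that recovery of ER-mitochondrial functions by JT003 helped the recovery from fibrosis.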

Besides, the decreased phosphorylation levels of *JNK*, *eIF2α* and *PERK* in ER stress signal pathways and DNA fragmentation further confirmed the recovering effects of JT003 on ER stress and the following cellular apoptosis (Fig. 7e and Supplementary Fig. 16). Consistently, as revealed by RT-PCR assay, apoptosis-related *FAS* which was reduced and the anti-apoptotic *BCL2* was significantly improved by JT003 (Supplementary Fig. 16). The regulation of *CYP2E1* and *PGC1α* verified the improvement effects of JT003 on mitochondrial function (Fig. 7f). Combining all the results, we proposed that recovering the ER-mitochondrial functions by JT003 facilitated the recovering of NASH related fibrosis.

### Targeting AdipoR1/AdipoR2 and PK test

To clarify whether the therapeutic effects of JT003 relied on activating AdipoR1 and AdipoR2, RNA interference experiments were performed in NASH and fibrosis cell models. As showed in Fig. 8a–c, in PA induced HepG2 cells, specifically suppressed AdipoR1 and/or AdipoR2 by specific siRNAs blocked the JT003 effects on mediating *PPARα* and *PPARγ* expression. In LX2 cells, suppression of AdipoR1 and AdipoR2 by specific siRNAs reduced the increase of the *PPARα* level induced by JT003, and these low expression state could not be recovered by JT003, indicating that JT003 upregulated *PPARα* expression via both AdipoR1 and AdipoR2. Besides, *PPARγ* expression level was increased following AdipoR1 and/or AdipoR2 knockdown, and these alterations could not be recovered by JT003, suggesting JT003 acted as a dual agonist of both AdipoR1 and AdipoR2 (Fig. 8d–f). With the competition binding assay, we found that more JT003 cause less globular adiponectin binding, indicated that JT003 could bind to AdipoRs specifically (Fig. 8g, h). Additionally, K_d_ value was determined via homogeneous time resolved fluorescence (HTRF) experiment (Fig. 8i). Compare to JT006 and ADP355, JT003 can bind to AdipoR1 and AdipoR2 in a significantly lower K_d_ value.

**Fig. 8:**
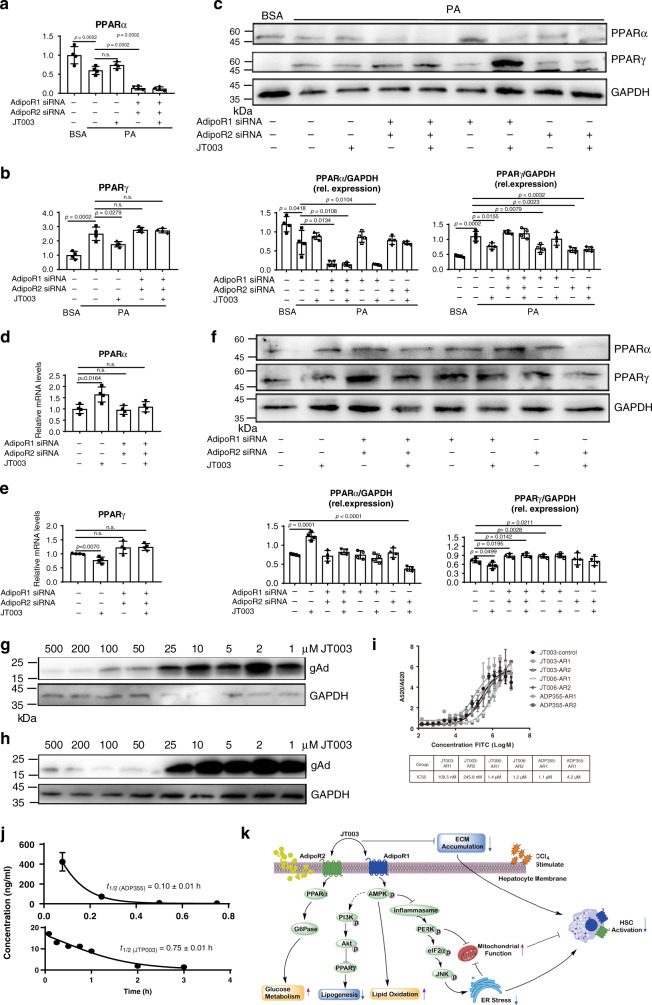
Suppression of AdipoR1/AdipoR2 blocks the downstream pathways activated by JT003. **a–f** The mRNA and protein expression level of *PPARα* and *PPARγ* in HepG2 (**a**, **b**, **c**) and LX2 cells (**d**, **e**, **f**) of the indicated groups with AdipoR1 and/or AdipoR2 siRNA treatment. **g**, **h** Competitive binding of JT003 to globular adiponectin (gAd) AdipoR1 overexpression cells and AdipoR2 overexpression cells. **i** The K_d_ value of JT003, JT006 and ADP355 bind to AdipoR1 and AdipoR2 (*n* = 2/group). **j** Plasma concentration versus time profiles of ADP355 and JT003 in SD rats following a single intravenous dose of 0.5 mg kg^−1^ and 1.0 mg kg^−1^, respectively (*n* = 3/group). **k** Scheme of AdipoR1/AdipoR2 dual agonist JT003 in recovering NASH and related fibrosis. JT003 binds to AdipoR1 and AdipoR2, improves glucose and lipid metabolism, suppresses HSCs activation and modulates the ER-mitochondria axis function in the development of NASH and related fibrosis. Here and later, for each assay, three separated experiments were performed. And for each experiment (*n* = 4 cell samples/group). For the in vivo experiment, the dose of JT003 is 500 μg kg^−1^. All the above data are presented as mean values ± SEM using unpaired Student’s *t* test. Source data are provided as a Source Data file.

Besides, the pharmacokinetic study demonstrated that JT003 has more favorable pharmacokinetic properties than ADP355. After intravenous administration, both JT003 and ADP355 underwent biphasic elimination from the circulation, while the latter concentrations were measurable only for 45 min (Fig. 8k). Compared with ADP355, JT003 possesses longer half-life, larger volume of distribution and higher clearance in SD rats (Supplementary Table 1), which may be attributed to its lipophilic nature. This is also reflected by longer MRT value of JT003. These results clearly showed that JT003 could bind to both AdipoR1 and AdipoR2 with a longer half-life, which indicated that JT003 is a designed, more efficiency dual agonist of AdipoRs. In addition, the half-life of compound is directly related to the pharmacological activities in vivo. Gratifyingly, the enhanced PK profile is a significant contributing factor to the improved in vivo efficacy of JT003 vs ADP355 in accordance with our in vivo results.

## Discussion

As an insulin sensitizer, reduced adiponectin level in vivo was linked to insulin resistance^18^ and inflammatory response^43^. However, adiponectin itself is a relatively larger cytokine which is difficult for drug manufacturers, and the receptors conformational complexity restricts its clinical application either. Thus, adiponectin-based peptides were alternatively studied by different groups. While the beneficial effects of adiponectin signaling on mediating metabolic have been widely accepted^44^, our study provided the evidence of the potential therapeutical effects of an adiponectin-based peptide agonist on NASH and, particularly, the related fibrosis.

The essential roles of adiponectin and its receptors in regulating insulin resistance and lipid metabolism have been well discussed^20,27,45^, and our observation demonstrated that the adiponectin-based peptide agonist JT003 could reduce liver steatosis in mouse models of NAFLD and NASH. After activated by JT003, *AMPK* and *PPARα* expression in liver was increased, indicating that the uptake, β-oxidation and utilization of mitochondrial fatty acid were stimulated^46^. The activation of *PI3K-Akt* signals reduced the expression of *PPARγ*, which exhibits the inhibition of lipogenesis. NASH and related liver fibrosis are largely caused by these metabolic disorders, our studies that the recovering effects of JT003 on the HFD induced NASH and CCl_4_ induced liver fibrosis involved the amelioration on insulin resistance, *PI3K-Akt* signals, HSCs activation as well as ER-mitochondrial axis function (Fig. 8k).

Previous studies implied that the genetic loss of adiponectin increased the activation of HSCs and the liver fibrosis risk^47,48^. In addition, ADP355 has been shown to be effective against liver inflammation and fibrosis in CCl_4_- or thioacetamide-induced mice models, respectively^28,33^. Recently, the active peptide was optimized by docking and the resulting peptide P70 was reported to harbour anti-fibrotic properties^29^. In the present study, collagen content in fibrosis liver as well as fibrosis marker *αSMA* were reduced notably with JT003 treatment, in line with the previous reports^28,29,33^. In addition, mice recovered from liver dysfunction were demonstrated to lower serum ALT/AST and HYP levels. Taken together, we showed that treatment with an adiponectin-based peptide remarkably diminished hepatic fibrosis as well as recovery of liver function in CCl_4_ induced liver fibrosis.

The beneficial effects of JT003 on HSCs activation and lipid metabolism may be partly because of its ability to target ER stress. Treatment of NASH with JT003 reduced the inflammation factors expression remarkably in liver. The ER stress downstream signals, which is linked to steatohepatitis, hepatocyte death and fibrogenesis, was remarkably weakened with the therapy of JT003 after CCl_4_ treated. In this paper, the key genes and the phosphorylation of *PERK* and downstream factors which involve in the ER-associated degradation pathway was notably reduced by JT003 in both NASH and liver fibrosis models, suggesting the ER-mitochondrial axis homeostasis disruption induced apoptosis and DNA damage were lessened significantly. Furthermore, the mitochondrial biogenesis was improved, and mitochondrial function associated genes and proteins which evokes initiation of apoptotic signaling was also reduced after JT003 treating both in vivo and in vitro. These data supported by studies in JT003 treated mice point to the possibility of ER-mitochondrial axis are essential for inhibition of NAFLD progress.

Macrophages are thought to close to collagen production and myofibroblasts formation, as well as HSCs activation, which indisputably play an important role in liver fibrosis^49^. Blockade of macrophages infiltration suppresses activation of HSCs^50^. Our results demonstrated that macrophages activation was suppressed in CCl_4_ induced liver fibrosis mice or activated HSCs with JT003 treatment, with a mechanism we have not figured out. TUNEL assay and mRNA expression detection suggested notably inhibition of apoptosis in fibrotic liver. HSCs activation plays a central role in the aberrant ECM accumulation during liver fibrosis progress^51^. An important finding in our study is the confirmation of the prohibition effect of JT003 on ECM accumulation. A number of cell types and external stimuli converge upon the activation of HSCs. Among fibrogenic mediators, *TGFβ*, *CTGF* and *IL-6* derived from biliary epithelial cells and/or liver progenitor cells were notably reduced by JT003 treatment. *TNFα* and *IL-1β* related apoptosis were also reduced. Mostly, JT003 treatment lessened *NFκB* phosphorylation, indicating the decreasing of harmful cellular stimuli. Overall, the major cause of liver fibrosis, HSCs activation, was notably inhibited with JT003 treatment. Additionally, with AdipoR1 and AdipoR2 expression knockdown in HSCs, the effects of JT003 on *PPARα* and *PPARγ* expression were interdicted. Since HSCs activation is a complex progress, many pathways are involved in it, such as *TGFβ1-Smad2/3* signaling, *Akt-mTOR* pathways and *STAT3* cascades. As a key adipocytokine in liver, adiponectin may also involve in these biological processes. Thus, the mechanism of AdipoR dual agonist JT003 melioration on HSCs activation need to further investigate.

Our results indicate that AdipoRs dual agonist JT003 with a longer half-life could ameliorate NASH and related liver fibrosis via *AMPK*, *PPARα* and *PI3K-Akt* signal pathways. JT003 could notably reverse HSCs activation, a central cause of liver fibrosis, and the improvement of the ER-mitochondrial axis function plays a mechanistic role in the treatment. These findings suggested that the AdipoRs agonists could be a class of valuable candidates for developing effective therapeutics on treating NASH and related fibrosis.

## Methods

### Peptides synthesis

According to the standard method of solid-phase peptide synthesis (SPPS), polypeptide gAd_155 – 161_ and a series of analog (JT001 – JT006) sequences with free N-terminals were synthesized using MBHA amide resin (GL Biochem, Shanghai, China). Purification and atomic accumulation process were reverse phase high performance liquid chromatography mass spectrometric (RP-HPLC-MS, Agilent Technologies, USA). The analysis results are shown in Supplementary Figs. 11 and 12.

### In vitro cytotoxicity assay

The in vitro cytotoxicity of candidate peptides was tested using CCK8 cell proliferation assay kit (Beyotime Biotechnology, Shanghai, China). Cells were seeded in flat bottom 96-well plates (5000 cells per well for LX2) with 100 μL medium per well. Candidate peptides were added to each well to get desired final concentration (16, 32, 64, 128, 256, 512, 1,024 μM). After incubation for 48 h at 37 °C in a humidified atmosphere of 5% CO_2_, 10 μL CCK8 reagent was added to each well and the plate was incubated at 37 °C for another 4 h. At the end of the incubation, the absorbance was read at 490 nm on Flex Station 3 plate reader (Molecular Devices, USA).

### Hemolytic activity assay

The hemolytic activity of candidate peptides was assessed with mouse red blood cells^52^. Candidate peptides were incubated with mouse red blood cells (4% hematocrit in PBS) in indicated concentrations (2, 4, 8, 16, 32, 64, 128, 256, 512, 1,024, 2,048, 4,096 μM) at 37 °C for 1 h. Centrifugation for 10 min at 1000 xg to isolate the supernatants, the absorbance was determined at 490 nm. PBS was used as the positive control and 0.2% Triton X-100 which could cause 100% hemolysis was used as the negative control.

### Serum stability assay

The stability of candidate peptides was investigated following procedure^53^. 5 mM peptides were incubated with mouse serum for 0, 0.5, 1, 1.5, 2, 2.5, 3, 3.5, 4,12 or 24 h at 37 °C. Ice-cold acetonitrile was added to terminate the reaction. Vortex and stand for 1 min, deionized water with 1% TFA was added to the mixture to further terminate the reaction. Mixtures were then centrifuged (13,000*g*, 10 min) to obtain the supernatant. RP-HPLC-MS was applied to analysis the content of candidate peptides. The serum stability of candidate peptides was represented as the retention rate of each peptide.

### Cell confocal imaging

For in vitro receptor binding assay, 4E4 HepG2 cells or 2E4 LX2 cells were seeded on 35 mm glass bottom dish with 150 μL complete medium. Then cells were incubated with FITC labeled peptide for 4 h. The nuclei were stained with Hoechst 33342 (ThermoFisher, Scientific, USA). After washing with PBS, cells were visualized in a laser confocal microscope (Olympus FV3000, Japan). Cells with suppressed AdipoR1 and AdipoR2 expression with each specific siRNA were used as negative control.

### RNA interference

AdipoR1 and AdipoR2 siRNA as well as mock siRNA were chemically synthesized (GenePharma, China) and transfected into 60–70% confluent HepG2 and LX2 cells using Lipofectamine 3000 (ThermoFisher Scientific, USA). Dilution of siRNA and Lipofectamine 3000 reagents as well as the transfection of cells were performed following the manufacturer’s protocol. For HepG2 cell model, 5E5 cells were plated in 6-well plates and transfected with 5 μL of 20 μM stock siRNA. At 48 h following transfection, the cells were processed for 0.25 mM PA and/or 200 μM JT003 treated for another 24 h. BSA was used as the negative control. For LX2 cell model, 2E5 cells were plated in 6-well plates and transfected with 5 μL of 20 μM stock siRNA. At 48 h following transfection, the cells were processed for JT003 or PBS treated for another 48 h. Next, cells were harvested for either western blot or qPCR assay.

### HTRF (homogeneous time resolved fluorescence)

The expression plasmid of AdipoR1 and AdipoR2 were synthesized and codon optimized by Genescript (Nanjing, China) for their expression in HEK293 cell line. The concentration of FITC-JT003 was 0, 0.1, 0.25, 0.5, 1, 2.5 or 5 μM respectively. Unlabeled peptide JT003 was used as the control to measure the non-specific signal. 10E4 AdipoR1 and AdipoR2 overexpression cells, anti-His-Tb (ThermoFisher Scientific, USA) and JT003-FITC were added into a 384-well plate, with a total volume of 25μl. The mixtures were incubated at room temperature for 30 min in the dark. Fluorescent values at 520 nm and 620 nm were measured for K_d_ calculation.

### Competition binding assay

Different concentration of JT003 were incubated with AdipoR1 or AdipoR2 overexpression HEK293 cell line for 4 h. After that, 50 μg ml^−1^ gAd_155–161_ were added for another 4 h incubation. The binding of gAd_155–161_ to the cells were measured via western blot assay.

### Cell model

Hepatoma carcinoma cell line HepG2 and human hepatic activated stellate cell line LX2 used in this study were purchased from Type Culture Collection of the Chinese Academy of Sciences (Shanghai, China). Cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM) with 10% fetal bovine serum (FBS), supplemented with 1% penicillin–streptomycin (ThermoFisher Scientific, USA) at 37 °C in a humidified atmosphere of 5% CO_2_. In PA (Sigma, USA) induced lipid accumulation cell model, HepG2 cells were seeded into a 6-well plate at 5E5 cells per well. 0.25 mM PA and/or 200 μM candidate peptides were co-incubated with cells for 24 h. Then Oil Red O staining was performed to evaluate the accumulation of lipid droplets. BSA (Sigma, USA) was used in this experiment as the negative control. For LX2 cells, 2E5 cells were seeded, then the adherent cells were exposed to 200 μM candidate peptides for another 48 h. Next, the cell protein was obtained and western blotting was performed. Candidate peptides were diluted in DMEM in a stock concentration of 1 M.

### Computational docking

Molecular Operating Environment (MOE) version 2013.8 was used to perform the automated docking studies and ECL-1 was selected as the activity domain. The initial structures of JT003 were pre-calculated a three-dimensional grid in Discovery Studio (DS) version 3.5. Then the structures were energetically minimized with Powell method via default parameters. 20 possible three-dimensional conformations were generated during this phase. Afterward, automated docking calculations were carried out using MOE via default parameters, and the binding free energies of the agonists within the receptors were evaluated. For each possible three-dimensional conformation of JT003, 20 promising docking poses were generated and all docked poses were clustered using a tolerance of 2 Å in positional root-mean-square-deviation (RMSD), and were sorted by binding docking energies. The most favorable free energy of binding was considered as the resultant complex structure.

### Animal models and tissue collection

Male C57BL/6J mice of 6–8 weeks of age (20–24 g) were used in these experiments including the NAFLD model and liver fibrosis model. The mice were purchased from Guangdong Medical Laboratory Animal Center and housed in standard isolator cages and maintained on a room temperature of 25 °C and a 12 h:12 h light/dark cycle. At the end of the experiments, mice were fasted 8 h prior to sacrifice. Liver tissue and/or epididymal adipose tissue were flash frozen in liquid nitrogen (with or without RNAlater (TransGen Biotech, China)) and stored at −80 °C for future use, or fixed in 10% paraformaldehyde for histological assays. Blood samples were obtained from the posterior venous plexus of the eyes of anesthetized mice, Blood was separated by centrifugation at 1000*g* for 15 min Serum was then stored at −80 °C. The ethical approval has been obtained from Animal Care and Use Committee of the Sun Yat-sen University. All animals were maintained in pathogen-free conditions and cared for in accordance with policies and certification of the Association for Assessment and Accreditation of Laboratory Animal Care International (AAALAC International).

The NAFLD model was established in male mice through feeding a HFD continuously for 16 weeks (*n* = 6; protein: 18.1%; fat: 61.6%; carbohydrates: 20.3%; D12492, Research Diets, USA). Mice administered an SD diet serves as control group (*n* = 6; protein: 18.3%; fat: 10.2%; carbohydrates: 71.5%; D12450B, Research Diets, USA). The NASH model was conducted with feeding a HFD for 16 weeks combine with a MCD diet (Methionine/Choline Deficient Diet, Medicience, China) in the last 4 weeks. Mice administered a MCS diet (Methionine/Choline Sufficient Diet, Medicience, China) serves as control group. NAFLD or NASH mice treated with JT003 for 4 weeks were used to evaluate the pharmacological effects (*n* = 6; 500 μg kg^−1^; daily intraperitoneal injection). Food and water were provided ad libitum. The body weight of mice was examined every 3 days. The diet was renewed every 7 days. JT003 was diluted in PBS. Supplementary Fig. 5 showed the schematic of experiment procedure.

Male mice liver fibrosis was induced by intraperitoneal injection of 20% CCl_4_ (Sigma, USA) diluted in corn oil (Aladdin, China) every 3 days for 6 weeks (*n* = 6; 5 ml kg^−1^ body weight). Mice injected with equivalent volume of corn oil serves as control group (*n* = 6). Liver fibrosis mice treated with JT003 for 3 weeks were used to evaluated the pharmacological effects (*n* = 6; 500 μg kg^−1^; daily intraperitoneal injection). Supplementary Fig 19 showed the schematic of experiment procedure.

### OGTT and ITT

Fasting blood glucose was measured using OneTouch UltraVue Blood Glucose Meter and test strips (Johnson&Johnson, USA) from tail nicks. After HFD fed for 14 weeks and JT003 treated for 2 weeks, oral glucose tolerance tests were performed on 8 h fasted mice. 0.5 g ml^−1^ d-glucose solution (Sigma-Aldrich, USA) were oral injected to mice (2 g kg^−1^ of bodyweight), blood glucose level was recorded at baseline, 15, 30, 60, 120 min

For insulin tolerance test, one week after OGTT assay, 6 h fasted mice were treated with JT003, and the baseline blood glucose level was measured. An hour later, 0.25 U kg^−1^ insulin (Novolin R, Denmark) were intraperitoneal injection to mice, blood glucose level was measured at 15, 30, 45, 60 min

### Serum biochemical assays

The levels of ALT, AST, TC and TG in serum were determined using certain commercial assay kits (Nanjing Jiancheng Bioengineering Institute, China). Fasting adiponectin and insulin were quantified in plasma samples using corresponding commercially available Elisa kits (Cloud-Clone Crop, USA).

### Histological examination

The levels of TG and HYP in liver tissue were detected with certain commercial assay kit (Nanjing Jiancheng Bioengineering Institute, China). Formalin-fixed liver tissues were embedded in paraffin, sectioned into 5 μm slices. After deparaffinization and rehydration of the section slices, they were stained with Haematoxylin and Eosin or Periodic Acid-Schiff. For the detection of liver collagen content, Sirius Red staining for collagen was performed. OCT-embedded frozen liver tissues were sectioned into 12 μm slices, and Oil Red O staining was performed. The cryostat-cut slices were stained with freshly prepared Oil Red O working solution for 7 min Two independent experimenters who were blinded to the treatment evaluated the staining slides and analyzed the score for steatosis, glucogen accumulation and collagen proliferation area.

### Immunohistochemistry

Paraffin-embedded liver slices were deparaffinized and rehydrated, antigen retrieval was performed under the high pressure and temperature in 0.01 M sodium citrate buffer (pH = 6.0). To quench the endogenous peroxidase activity, the slices were then incubated with 1% hydrogen peroxide in methanol for 10 min in room temperature. Then slices were incubated with corresponding primary antibodies. After washing, HRP-conjugated secondary antibodies specific to the species of the primary antibodies were used. After the section were developed with DAB, hematoxylin staining was performed for cell counting.

### Apoptosis assay

TUNEL assay was performed using 5 μm liver sections and the apoptotic cells were identified using a Cell Death Detection kit (Beyotime Biotechnology, Shanghai, China). And then the slices were counterstained with DAPI (Life science, ThermoFisher Scientific, USA). Six random fields from 6 slides per mice were examined, and the TUNEL-positive red area within the slides were counted by two individuals who were blinded to the treatment.

### RNA isolation and gene expression assay

Liver total RNA was extracted by using Trizol reagent following the manufacture’s instruction (TransGen Biotech, China). The concentration of RNA was measured by Nanodrop 2000 (ThermoFisher Scientific, USA). cDNA was transcribed from 10ug total RNA with First Strand cDNA synthesis Super Mix (TransGen Biotech, China). The cDNA was diluted 1/50 and 1.0 uL were used as a template for qPCR. qPCR was performed with SYBR Green qPCR Super Mix (TransGen Biotech, China) in the Light Cycler 480 Real-Time PCR System (Roche, Swiss). Reference gene β-actin was used for data normalization. mRNA expression was analyzed with specific primers listed in Supplementary Table 2.

### Protein prepared and western blot analysis

Total protein was isolated from cells or liver samples using RIPA lysis buffer (50.0 mM Tris-HCl (pH = 8.0), 150.0 mM NaCl, 0.02% NaN_3_, 0.1% SDS, 1% NP-40, 0.5% deoxysodium cholate, 1 mM EDTA, 1 μM RIPA). The protein concentration was quantified with BCA kit (Pierce, ThermoFisher Scientific, USA). Thirty micrograms protein were separated by 10 or 12% sodium dodecyl sulfate-polyacrylamide gel electrophoresis depending on the band of target protein, then transferred onto equilibrated polyvinylidene difluoride membrane (PVDF, Immobilon®-PSQ transfer membranes, Merck Millipore, Germany). Membranes were incubated with primary antibodies overnight at 4 °C. Specific antibodies were listed in Supplementary Table 3. After incubation with the secondary antibody, proteins were detected by enhanced chemiluminescence (Glarity^TM^ Western ECL Substrate, Bio-Rad, USA) and the signals were recorded and quantified with Tanon-Image Software (Shanghai, China). Reference antibody GAPDH were used for data normalization.

### Mitochondrial content assay

60–70% confluent LX2 cells and PA induced HepG2 cells were washed with PBS twice and incubated with 100 nM MitoTracker Green FM (YeSan, China) at 37 °C for 30 min For fluorescence intensity assay, cells were harvested by using trypsin/EDTA (ThermoFisher Scientific, USA) and resuspended in PBS. The excitation and emission wavelengths were 490 and 516 nm, respectively, and the intensity values corrected for total protein level (mg ml^−1^). For mitochondrial visualized assay, after incubated with MitoTracker Green FM, the adherent cells were washed with PBS and a single in-focus optical section was acquired with confocal microscopy (Olympus, Japan). The nucleus was stained with Hochest33342 (ThermoFisher Scientific, USA). For every section *n* = 50 cells, images were analyzed and quantified by ImageJ.

### Pharmacokinetic assay

Male SpragueDawley (SD) rats were randomly divided into two groups (*n* = 3 per group) and received a single intravenous dose of JT003 (0.5 mg/kg) or ADP355 (1.0 mg kg^−1^) respectively. Blood samples were collected at 5, 15, 30, 45 min and 1, 2, 3 h following the injection, and then were immediately centrifuged (4000*g*, 10 min, 4 °C) to obtain plasma samples. Plasma concentrations of the two peptides were measured by LC-MS/MS (ThermoFisher Scientific, USA). Pharmacokinetic parameters of JT003 and ADP355 were calculated using non-compartmental analysis in Phoenix WinNonlin (version 8.0, Pharsight, USA). The concentration values less than the LLOQ were set to zero for the analysis.

### Statistical analysis

The positive area of all stained liver slices was quantified by ImageJ (https://imagej.nih.gov/ij/). All data in this study were shown as the mean ± SEM (Standard Error). Student’s two-tailed t test was used to compare the mean of two groups of samples. All statistical analyses were performed with GraphPad Prism software (https://www.graphpad.com/). Significance was considered when *p* < 0.05. In RNAseq gene expression analysis, false discovery rate <0.01, *q* value <0.001. 

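The methods state these thresholds without naming the program, the test or a threshold on the size of the change. In the authors' deposited tables of 4 comparisons, the genes marked as changed were those with an absolute log2 ratio of at least 1 and an adjusted p-value or q-value under 0.001. By the authors' marks, 988 genes changed between SD and HFD, 293 between HFD and HFD plus JT003, 1573 between corn oil and CCl4, and 944 between CCl4 and CCl4 plus JT003. Of these, 835, 281, 1112 and 513 were also called by the exact test on the expected counts, and 1 gene of the last comparison was called in the opposite direction. The adjusted p-value alone, without a threshold on the log2 ratio, called 4003, 2445, 4531 and 4199 genes by the exact test.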

The confidence level was 95%.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

Abbreviations were listed in Supplementary Table 4. All relevant data are available from the corresponding author upon reasonable request. All the data supporting the findings of this study are available within this article, supplementary information files, and Source Data file (10.6084/m9.figshare.12988835.v2). RNA-sequencing data that support the findings of this study have been deposited in the Gene Expression Omnibus (GEO) under accession code GSE158951. Source data are provided with this paper.

## Source data

Source Data

## References

[1] Wesolowski SR, Kasmi KC, Jonscher KR, Friedman JE (2017). Developmental origins of NAFLD: a womb with a clue. Nat. Rev. Gastroenterol. Hepatol..

[2] Musso G, Cassader M, Gambino R (2016). Non-alcoholic steatohepatitis: emerging molecular targets and therapeutic strategies. Nat. Rev. Drug Discov..

[3] Friedman SL (2013). Liver fibrosis in 2012: Convergent pathways that cause hepatic fibrosis in NASH. Nat. Rev. Gastroenterol. Hepatol..

[4] Tilg H, Moschen AR (2010). Evolution of inflammation in nonalcoholic fatty liver disease: the multiple parallel hits hypothesis. Hepatology.

[5] Nassir F, Ibdah JA (2014). Role of mitochondria in nonalcoholic fatty liver disease. Int. J. Mol. Sci..

[6] Baiceanu A, Mesdom P, Lagouge M, Foufelle F (2016). Endoplasmic reticulum proteostasis in hepatic steatosis. Nat. Rev. Endocrinol..

[7] Bennett WL (2011). Comparative effectiveness and safety of medications for type 2 diabetes: an update including new drugs and 2-drug combinations. Ann. Intern. Med..

[8] Neuschwander-Tetri BA (2015). Farnesoid X nuclear receptor ligand obeticholic acid for non-cirrhotic, non-alcoholic steatohepatitis (FLINT): a multicentre, randomised, placebo-controlled trial. Lancet.

[9] Armstrong MJ (2016). Liraglutide safety and efficacy in patients with non-alcoholic steatohepatitis (LEAN): a multicentre, double-blind, randomised, placebo-controlled phase 2 study. Lancet.

[10] Filozof C, Goldstein BJ, Williams RN, Sanyal A (2015). Non-alcoholic steatohepatitis: limited available treatment options but promising drugs in development and recent progress towards a regulatory approval pathway. Drugs.

[11] Ratziu V (2012). A phase 2, randomized, double-blind, placebo-controlled study of GS-9450 in subjects with nonalcoholic steatohepatitis. Hepatology.

[12] Loomba R (2018). GS-0976 reduces hepatic steatosis and fibrosis markers in patients with nonalcoholic fatty liver disease. Gastroenterology.

[13] Scherer PE, Williams S, Fogliano M, Baldini G, Lodish HF (1995). A novel serum protein similar to C1q, produced exclusively in adipocytes. J. Biol. Chem..

[14] Fruebis J (2001). Proteolytic cleavage product of 30-kDa adipocyte complement-related protein increases fatty acid oxidation in muscle and causes weight loss in mice. Proc. Natl Acad. Sci. USA.

[15] Yamauchi T (2003). Cloning of adiponectin receptors that mediate antidiabetic metabolic effects. Nature.

[16] Tanabe H (2015). Crystal structures of the human adiponectin receptors. Nature.

[17] Vasiliauskaité-Brooks I (2017). Structural insights into adiponectin receptors suggest ceramidase activity. Nature.

[18] Yamauchi T (2001). The fat-derived hormone adiponectin reverses insulin resistance associated with both lipoatrophy and obesity. Nat. Med..

[19] Berg AH, Combs TP, Du X, Brownlee M, Scherer PE (2001). The adipocyte-secreted protein Acrp30 enhances hepatic insulin action. Nat. Med..

[20] Yamauchi T (2007). Targeted disruption of AdipoR1 and AdipoR2 causes abrogation of adiponectin binding and metabolic actions. Nat. Med..

[21] Iwabu M (2010). Adiponectin and AdipoR1 regulate PGC-1alpha and mitochondria by Ca(2 + ) and AMPK/SIRT1. Nature.

[22] Tomita K (2008). Hepatic AdipoR2 signaling plays a protective role against progression of nonalcoholic steatohepatitis in mice. Hepatology.

[23] Herzig S, Shaw RJ (2017). AMPK: guardian of metabolism and mitochondrial homeostasis. Nat. Rev. Mol. Cell Biol..

[24] Pawlak M, Lefebvre P, Staels B (2015). Molecular mechanism of PPARalpha action and its impact on lipid metabolism, inflammation and fibrosis in non-alcoholic fatty liver disease. J. Hepatol..

[25] Chou IP, Lin YY, Ding ST, Chen CY (2014). Adiponectin receptor 1 enhances fatty acid metabolism and cell survival in palmitate-treated HepG2 cells through the PI3 K/AKT pathway. Eur. J. Nutr..

[26] Matsuda S, Kobayashi M, Kitagishi Y (2013). Roles for PI3K/AKT/PTEN pathway in cell signaling of nonalcoholic fatty liver disease. ISRN Endocrinol..

[27] Okada-Iwabu M (2013). A small-molecule AdipoR agonist for type 2 diabetes and short life in obesity. Nature.

[28] Wang H (2016). Adiponectin-derived active peptide ADP355 exerts anti-inflammatory and anti-fibrotic activities in thioacetamide-induced liver injury. Sci. Rep..

[29] Ma L (2017). A potent peptide as adiponectin receptor 1 agonist to against fibrosis. J. Enzym. Inhib. Med. Chem..

[30] Min X (2012). Crystal structure of a single-chain trimer of human adiponectin globular domain. FEBS Lett..

[31] Otvos L (2011). Design and development of a peptide-based adiponectin receptor agonist for cancer treatment. BMC Biotechnol.

[32] Otvos L (2014). Development of second generation peptides modulating cellular adiponectin receptor responses. Front Chem..

[33] Kumar P (2014). Adiponectin agonist ADP355 attenuates CCl4-induced liver fibrosis in mice. PLoS ONE.

[34] Titchenell PM, Lazar MA, Birnbaum MJ (2017). Unraveling the regulation of hepatic metabolism by insulin. Trends Endocrinol. Metab..

[35] Rines AK, Sharabi K, Tavares CDJ, Puigserver P (2016). Targeting hepatic glucose metabolism in the treatment of type 2 diabetes. Nat. Rev. Drug Discov..

[36] Pollak M (2012). The insulin and insulin-like growth factor receptor family in neoplasia: an update. Nat. Rev. Cancer.

[37] Filadi R, Theurey P, Pizzo P (2017). The endoplasmic reticulum-mitochondria coupling in health and disease: molecules, functions and significance. Cell Calcium.

[38] Dasarathy S (2014). Is the adiponectin-AMPK-mitochondrial axis involved in progression of nonalcoholic fatty liver disease?. Hepatology.

[39] Handa P (2014). Reduced adiponectin signaling due to weight gain results in nonalcoholic steatohepatitis through impaired mitochondrial biogenesis. Hepatology.

[40] Verfaillie T (2012). PERK is required at the ER-mitochondrial contact sites to convey apoptosis after ROS-based ER stress. Cell Death Differ..

[41] Koyama Y, Brenner DA (2017). Liver inflammation and fibrosis. J. Clin. Invest..

[42] Tsuchida T, Friedman SL (2017). Mechanisms of hepatic stellate cell activation. Nat. Rev. Gastroenterol. Hepatol..

[43] Ohashi K (2010). Adiponectin promotes macrophage polarization toward an anti-inflammatory phenotype. J. Biol. Chem..

[44] Yamauchi T, Kadowaki T (2013). Adiponectin receptor as a key player in healthy longevity and obesity-related diseases. Cell Metab..

[45] Wijesekara N (2010). Adiponectin-induced ERK and Akt phosphorylation protects against pancreatic beta cell apoptosis and increases insulin gene expression and secretion. J. Biol. Chem..

[46] Kersten S (2014). Integrated physiology and systems biology of PPARalpha. Mol. Metab..

[47] Saxena NK, Anania FA (2015). Adipocytokines and hepatic fibrosis. Trends Endocrinol. Metab..

[48] Kamada Y (2003). Enhanced carbon tetrachloride-induced liver fibrosis in mice lacking adiponectin. Gastroenterology.

[49] Zhao Q (2018). Rapeseed protein-derived antioxidant peptide RAP ameliorates nonalcoholic steatohepatitis and related metabolic disorders in mice. Mol. Pharm..

[50] Imamura M, Ogawa T, Sasaguri Y, Chayama K, Ueno H (2005). Suppression of macrophage infiltration inhibits activation of hepatic stellate cells and liver fibrogenesis in rats. Gastroenterology.

[51] Leiva O (2017). The role of the extracellular matrix in primary myelofibrosis. Blood Cancer J..

[52] Xie J (2015). Antimicrobial activities and action mechanism studies of transportan 10 and its analogues against multidrug-resistant bacteria. J. Pept. Sci..

[53] Xie J (2017). Novel antimicrobial peptide CPF-C1 analogs with superior stabilities and activities against multidrug-resistant bacteria. Chem. Biol. Drug Des..

# Supplementary material for: AdipoR1/AdipoR2 dual agonist recovers nonalcoholic steatohepatitis and related fibrosis via endoplasmic reticulum-mitochondria axis
**Source:** Nat Commun. 2020 Nov 16;11:5807. doi: 10.1038/s41467-020-19668-y
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### **AdipoR1/AdipoR2 dual agonist recovers nonalcoholic steatohepatitis and related fibrosis via endoplasmic reticulum-mitochondria axis**

Xu et al.

#### **Supplementary materials include:**

*Supplementary Figures 1 to 18*

*Supplementary Tables 1 to 4*

## Supplementary Figures

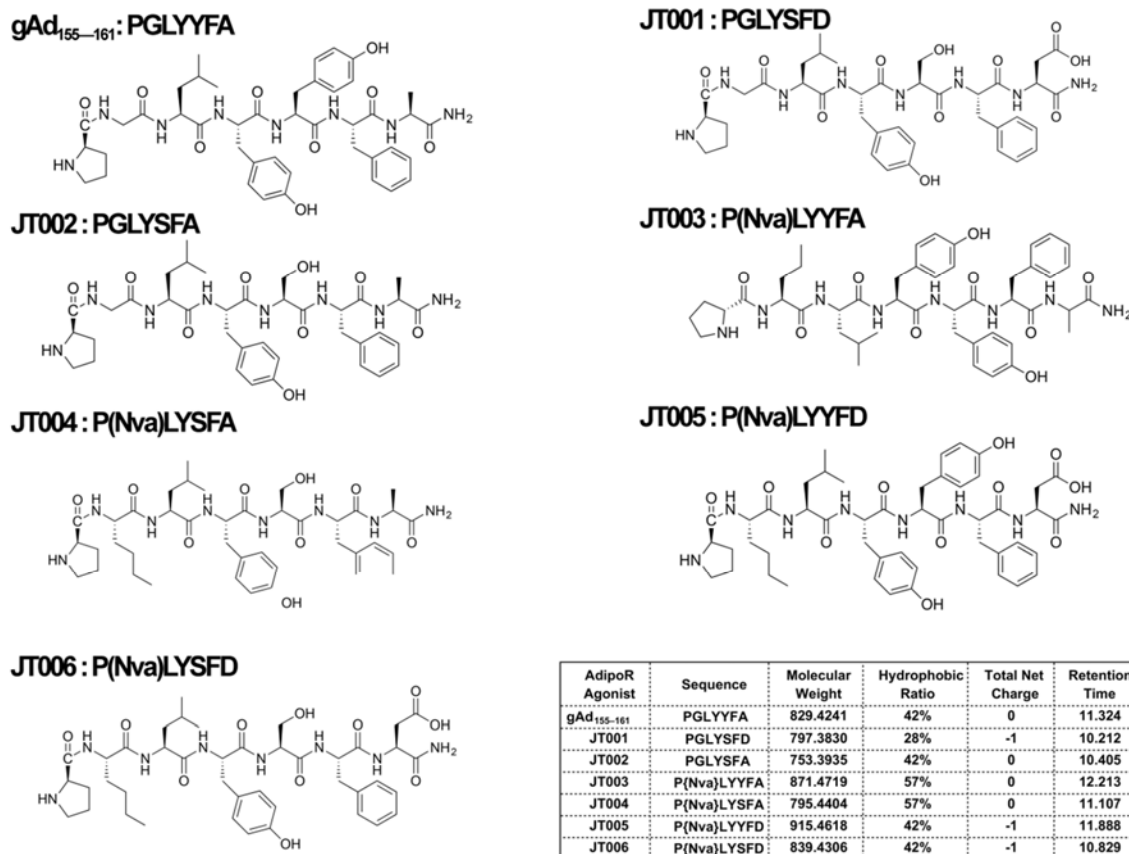

**Supplementary Figure 1. Sequence information.** Sequence information and physiochemical characteristics of adiponectin-based peptides.

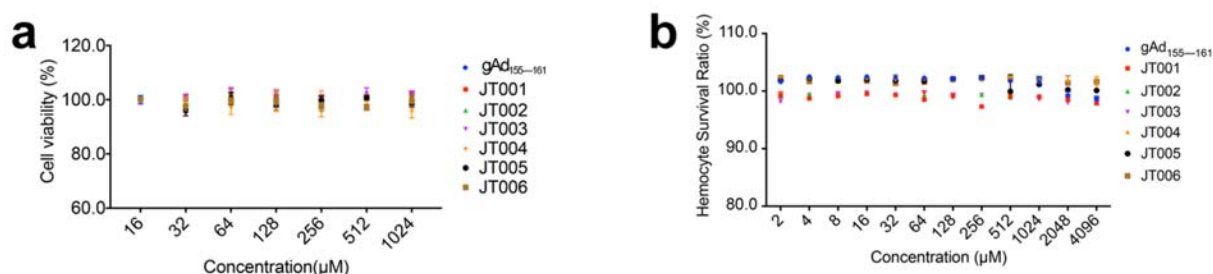

**Supplementary Figure 2. Cytotoxicity assay and haemolytic activity assay.** (a) *In vitro* cytotoxicity CCK8 assay on LX2 cell lines. Data are presented as mean values  $\pm$  SEM ( $n=5$ /group, unpaired student's *t* test). (b) The hemolytic activity of the analogues against mouse

hemocytes. Data were shown as the mean  $\pm$  SEM. Data are presented as mean values  $\pm$  SEM ( $n=2$ /group, unpaired student's  $t$  test). Source data are provided as a Source Data file.

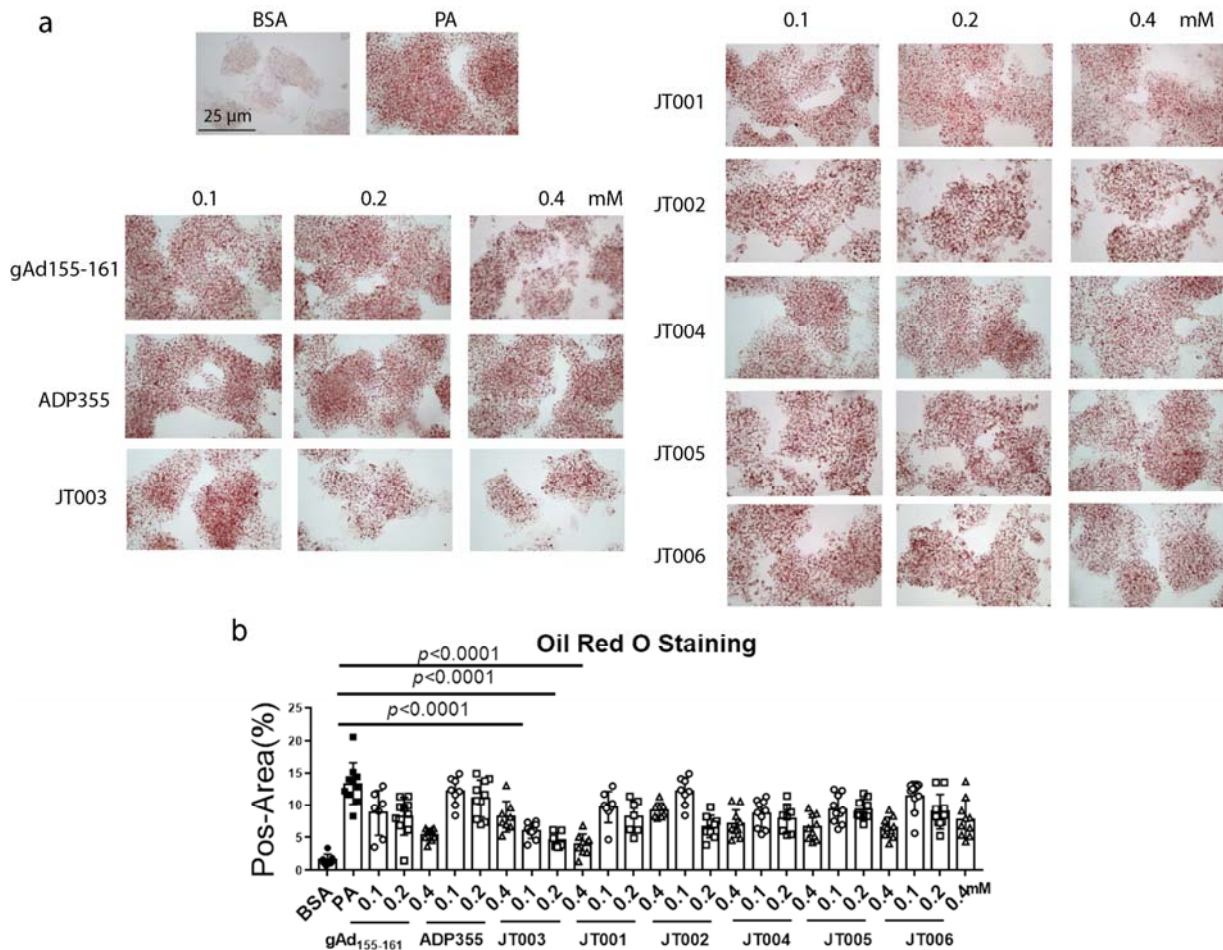

**Supplementary Figure 3. Oil red o staining.** (a) Oil red o staining of PA induced lipid accumulation in HepG2 cell line after treated with different concentration of peptides. Triplicates were performed. (b) Positive areas were analyzed with ImageJ. Here and later, unless otherwise indicated, data were shown as the mean  $\pm$  SEM, statistical significance of the differences between each group was determined by Student's two-tailed  $t$ -test.  $n=4$  biologically independent samples. Source data are provided as a Source Data file.

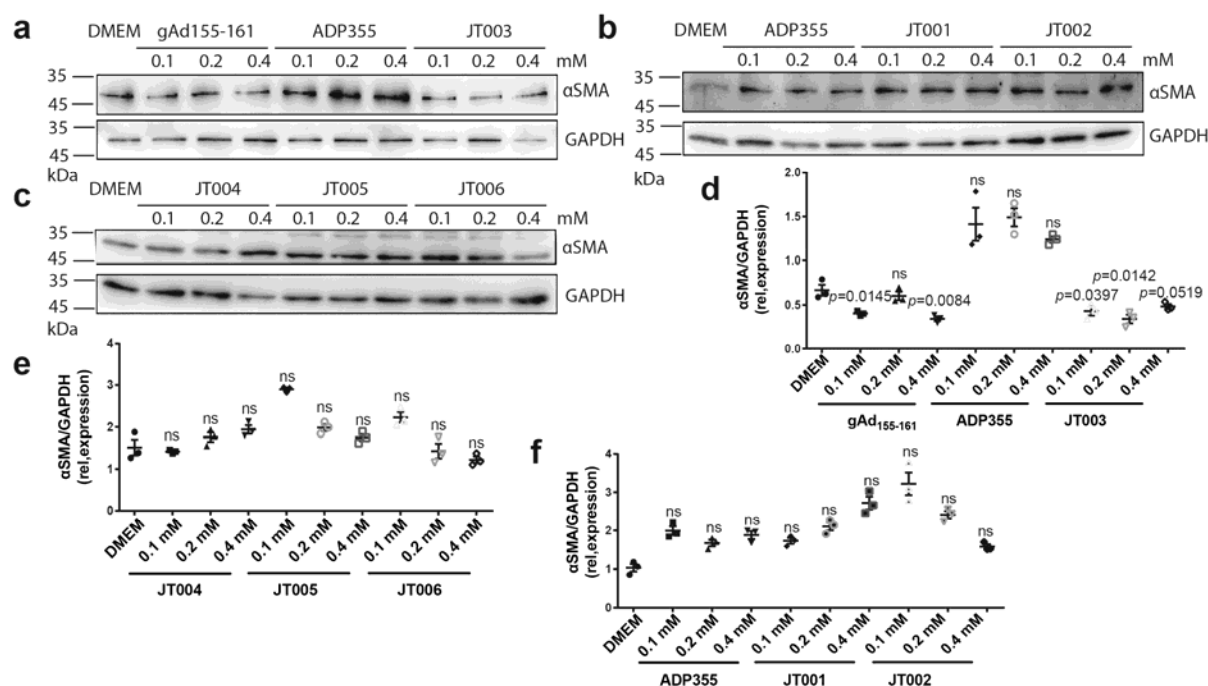

**Supplementary Figure 4. Screening of similar peptides.** (a - c) Western blotting for αSMA expression in LX2 after peptides treated. Three separated experiments were performed. (d - f) αSMA expression was normalized to that of GAPDH. All the above data are presented as mean values  $\pm$  SEM (n=4, unpaired student's t test). Source data are provided as a Source Data file.

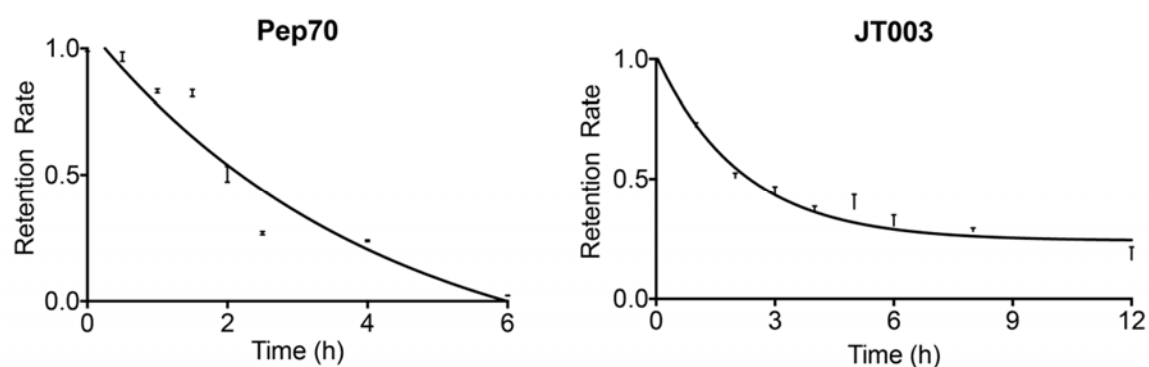

**Supplementary Figure 5. Serum stability.** The serum stability of gAd-derived short peptide Pep70 (sequence: PGLYYFD) and JT003, samples were analyzed by RP-HPLC. The experiments were triplicated and the data were shown as the mean  $\pm$  SEM. Source data are provided as a Source Data file.

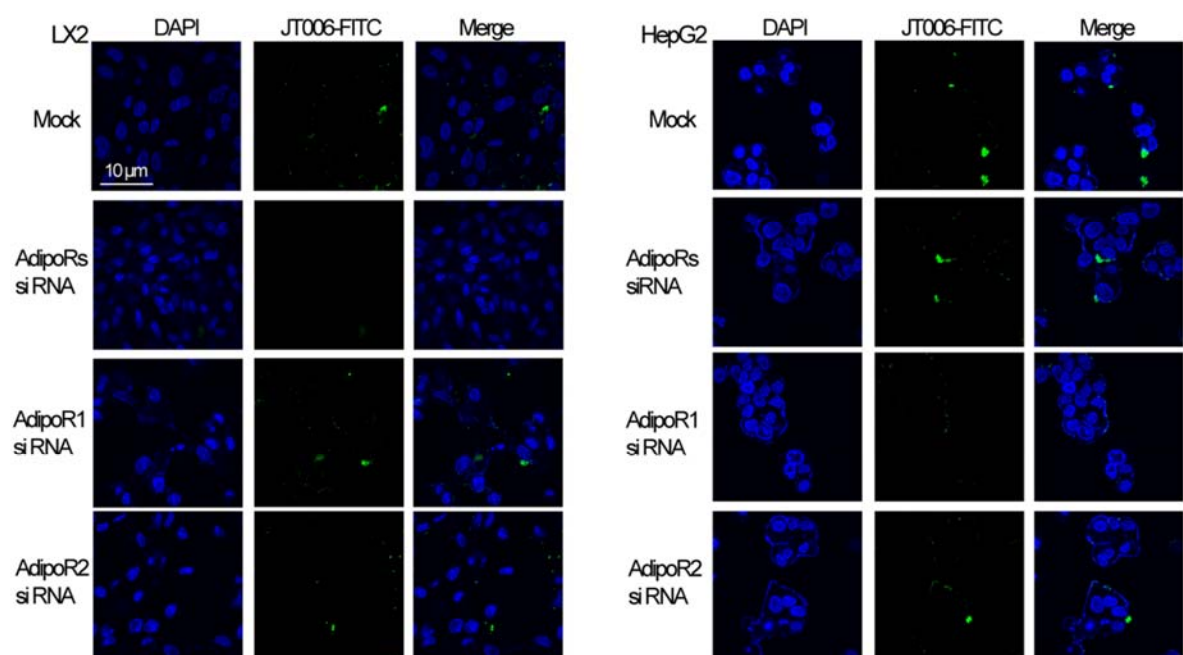

**Supplementary Figure 6. Cell confocal imaging.** HepG2 and LX2 cells were incubated with FITC-JT006 at 37 °C for 2 or 4 h. The nucleus was stained with Hoechst33342. The green channel represents as FITC. For each experiment, triplicates were performed. For in vitro experiment, the concentration of JT003 is 200  $\mu$ M.

## AdipoR1

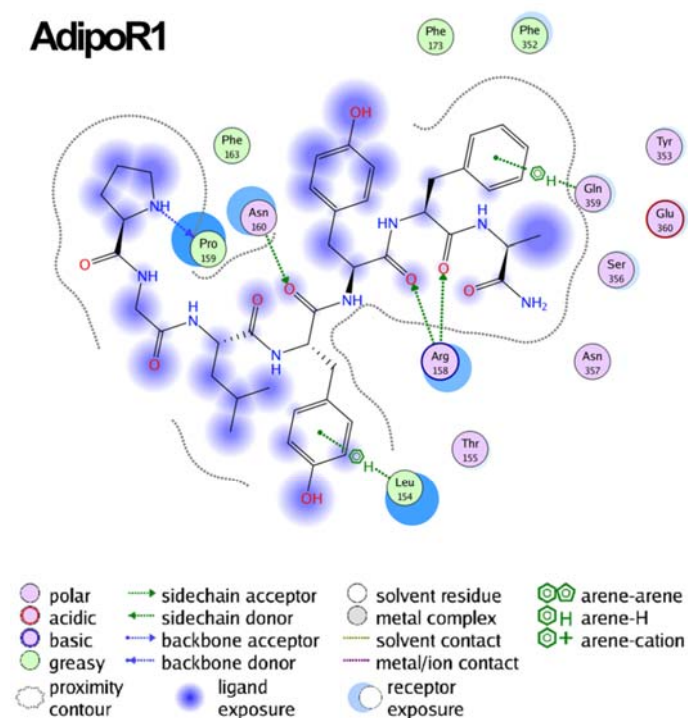

## AdipoR2

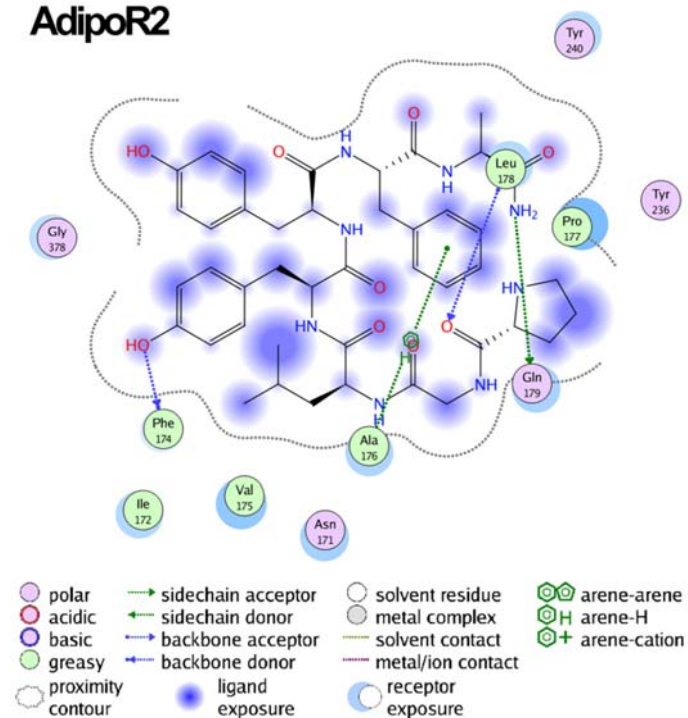

**Supplementary Figure 7. Computational docking.** Binding mode of JT003 with AdipoR1 and AdipoR2. Hydrogen-bonding interactions are shown in dash. Peptides docked structure were shown as sticks. Figures were generated from MOE.

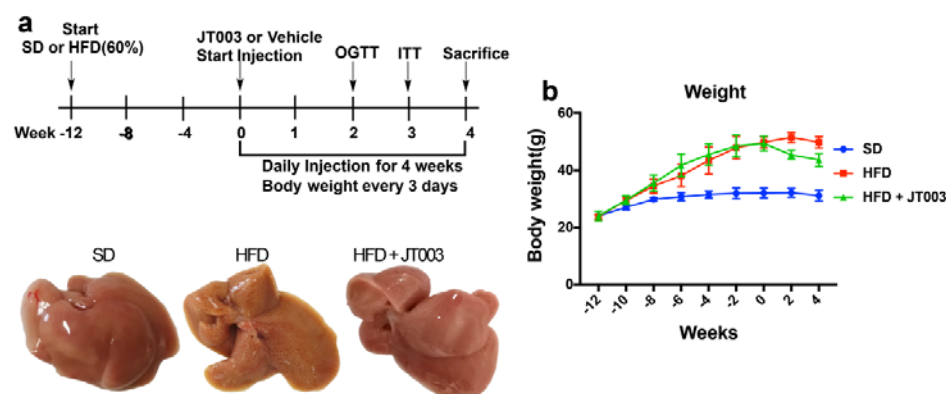

**Supplementary Figure 8. HFD mouse data.** (a) Schedule of HFD induced NASH and JT003 therapy. The bottom panel showed the representative photographs of livers. (b) Body weight changes during HFD and JT003 treatment. For the in vivo experiment, the dose of JT003 is 500  $\mu\text{g kg}^{-1}$ . Data are presented as mean values  $\pm$  SEM ( $n=6/\text{group}$ , unpaired student's  $t$  test).

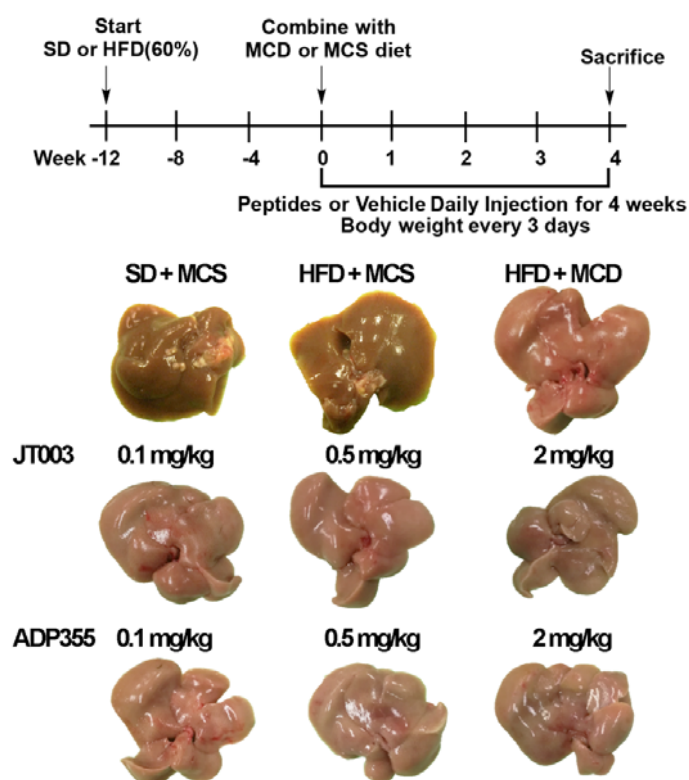

**Supplementary Figure 9. MCD mouse data.** Schedule of HFD combine with MCD diet induced NASH and JT003 as well as ADP355 therapy. The bottom panel showed the representative photographs of livers. Here and later, for each assay, three separated experiments were performed. For each experiment,  $n = 6$ .

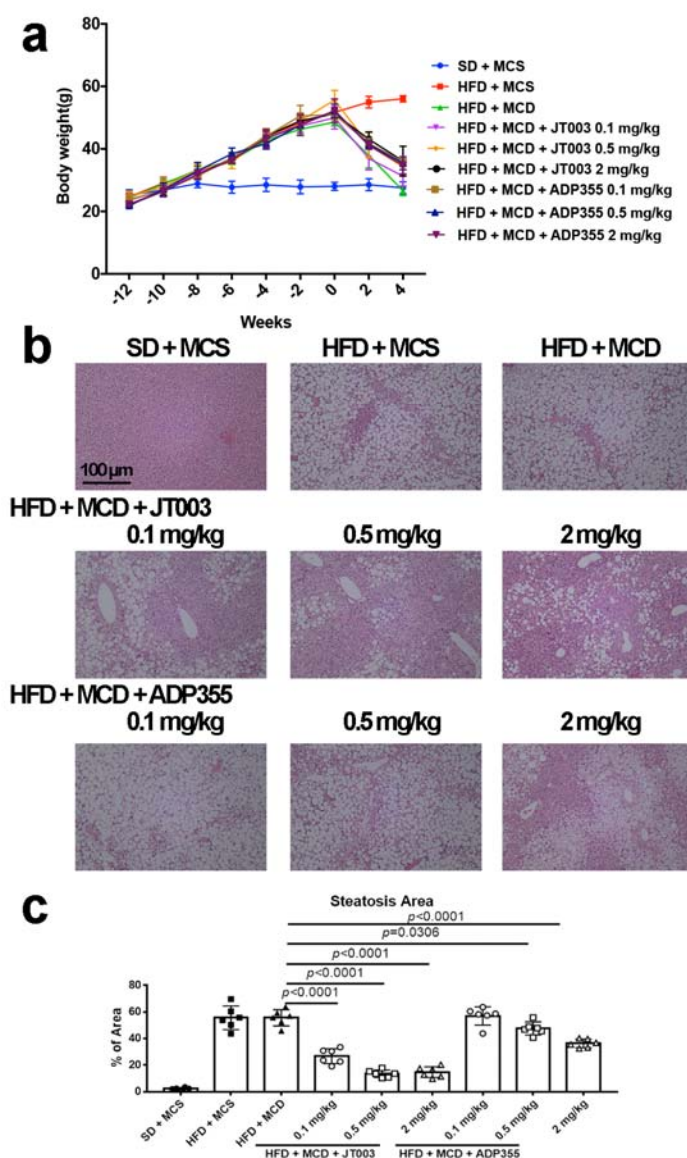

**Supplementary Figure 10. HFD+MCD mouse data.** (a) Weight gain of mice treated with SD + MCS, HFD + MCS, HFD + MCD or JT003 as well as ADP355 therapy. Data are presented as mean values  $\pm$  SEM ( $n=6$ /group, unpaired student's  $t$  test). (b, c) Representative images of HE staining of liver sections on mice of indicated groups and steatosis area. Positive areas were analyzed with ImageJ. Data are presented as mean values  $\pm$  SEM ( $n=6$ /group, unpaired student's  $t$  test). Source data are provided as a Source Data file.

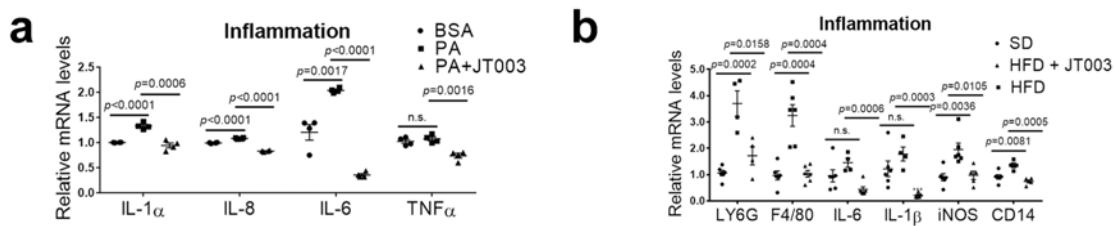

**Supplementary Figure 11. Inflammation related data.** The mRNA transcription levels of the genes related to inflammation in NASH cell models (a) and high fat diet induced NASH mice (n=4). (b). Three separated experiments were performed. For the in vivo experiment, the dose of JT003 is 500  $\mu\text{g kg}^{-1}$  (n=6). All the above data are presented as mean values  $\pm$  SEM using unpaired Student's t test. Source data are provided as a Source Data file.

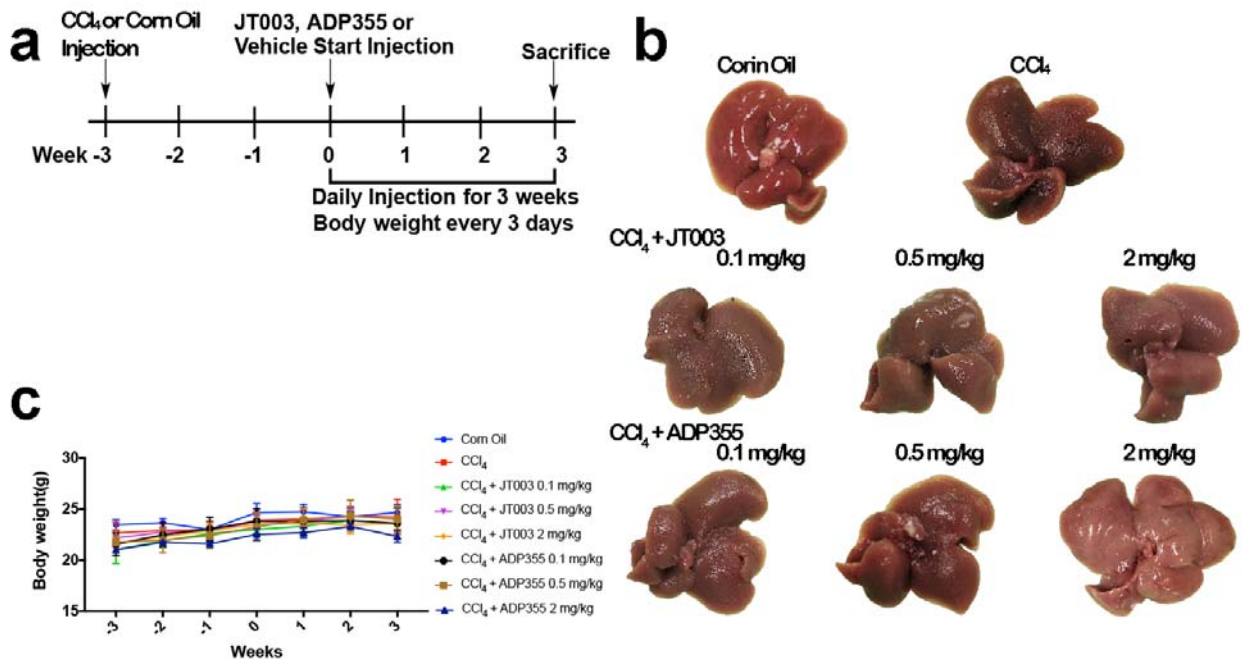

**Supplementary Figure 12. CCl<sub>4</sub> mouse data.** (a) Schedule of CCl<sub>4</sub> induced liver fibrosis and JT003 as well as ADP355 therapy. (b) The representative photographs of livers. (c) Body weight changes. Data are presented as mean values  $\pm$  SEM (n=6/group).

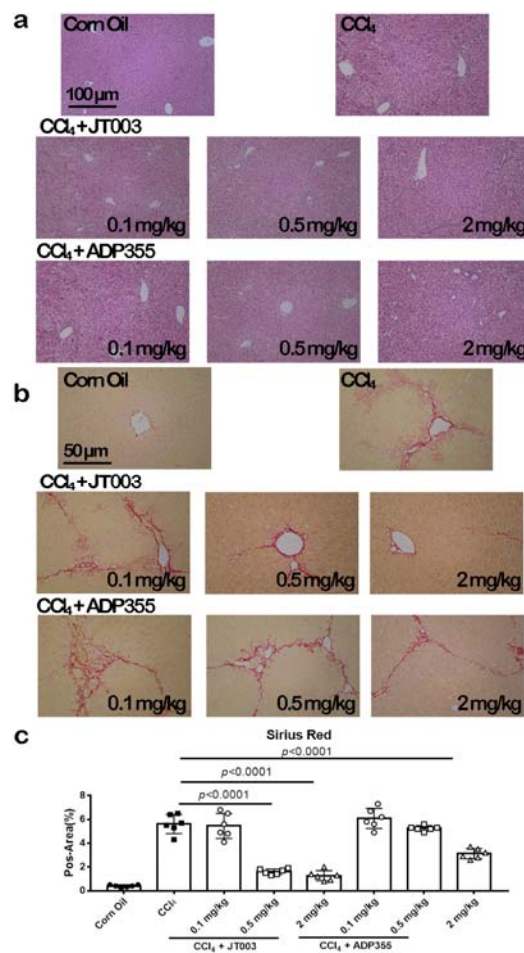

**Supplementary Figure 13. HE and Sirius red staining.** Representative images of HE (a) and Sirius red (b) staining of liver sections on mice of indicated groups. (c) Sirius red positive areas were analyzed with ImageJ. Data are presented as mean values  $\pm$  SEM ( $n=6$ /group, unpaired student's  $t$  test). Source data are provided as a Source Data file.

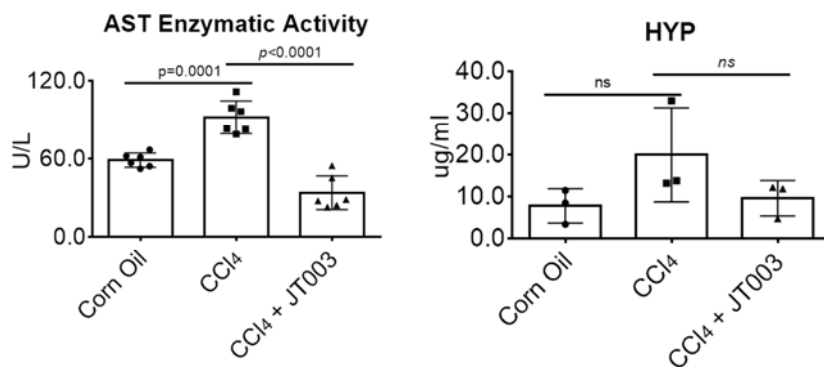

**Supplementary Figure 14. Serum biochemical assays.** Serum AST enzyme activities and HYP contents in the liver samples of indicated mice. Three separated experiments were performed.  $n = 6$ . The dose of JT003 is  $500 \mu\text{g kg}^{-1}$ . Source data are provided as a Source Data file.

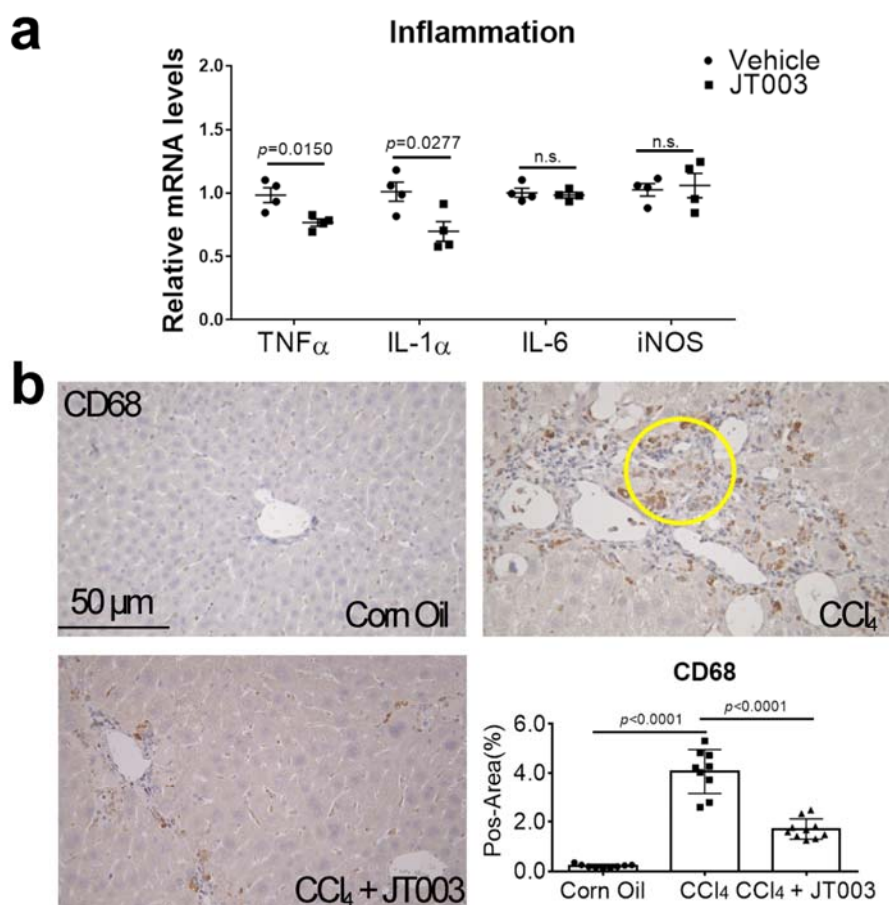

**Supplementary Figure 15. Inflammation related data.** (a) The mRNA transcription levels of the genes related to inflammation response in LX2 cells ( $n = 4$ , unpaired student's  $t$  test). Data are presented as mean values  $\pm$  SEM. (b) Representative images of IHC staining for CD68 of liver sections from the mice treated with Corn Oil,  $\text{CCl}_4$  or  $\text{CCl}_4$  plus JT003 therapy, and positive areas are quantified. Three separated experiments were performed ( $n = 6$ , unpaired student's  $t$  test). The dose of JT003 is  $500 \mu\text{g kg}^{-1}$ . Data are presented as mean values  $\pm$  SEM. Source data are provided as a Source Data file.

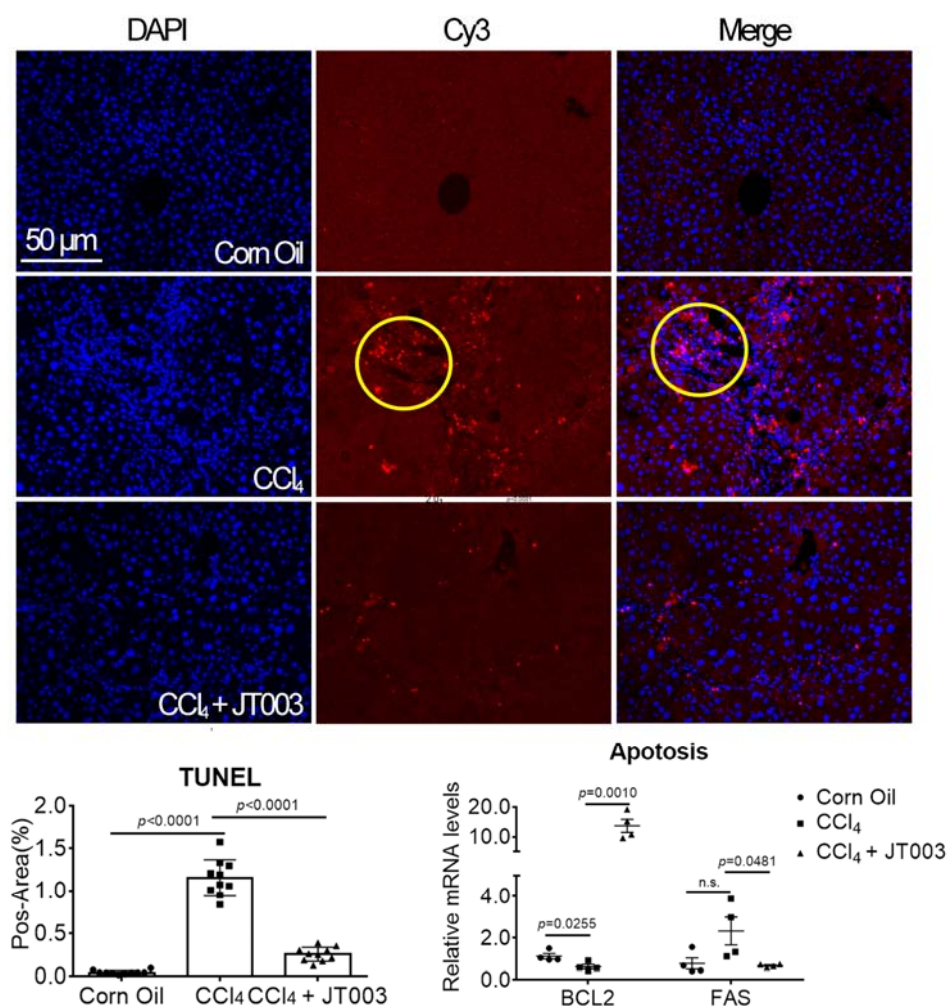

**Supplementary Figure 16. Apoptosis data.** Representative images of TUNEL assay in liver sections of the indicated groups (n=6). Positive area was analyzed. The liver regeneration analysis for FAS and BCL2 was performed by Quantitative RT-PCR (n=6). Three separated experiments were performed. The dose of JT003 is 500  $\mu\text{g kg}^{-1}$ . All the above data are presented as mean values  $\pm$  SEM using unpaired Student's t test. Source data are provided as a Source Data file.

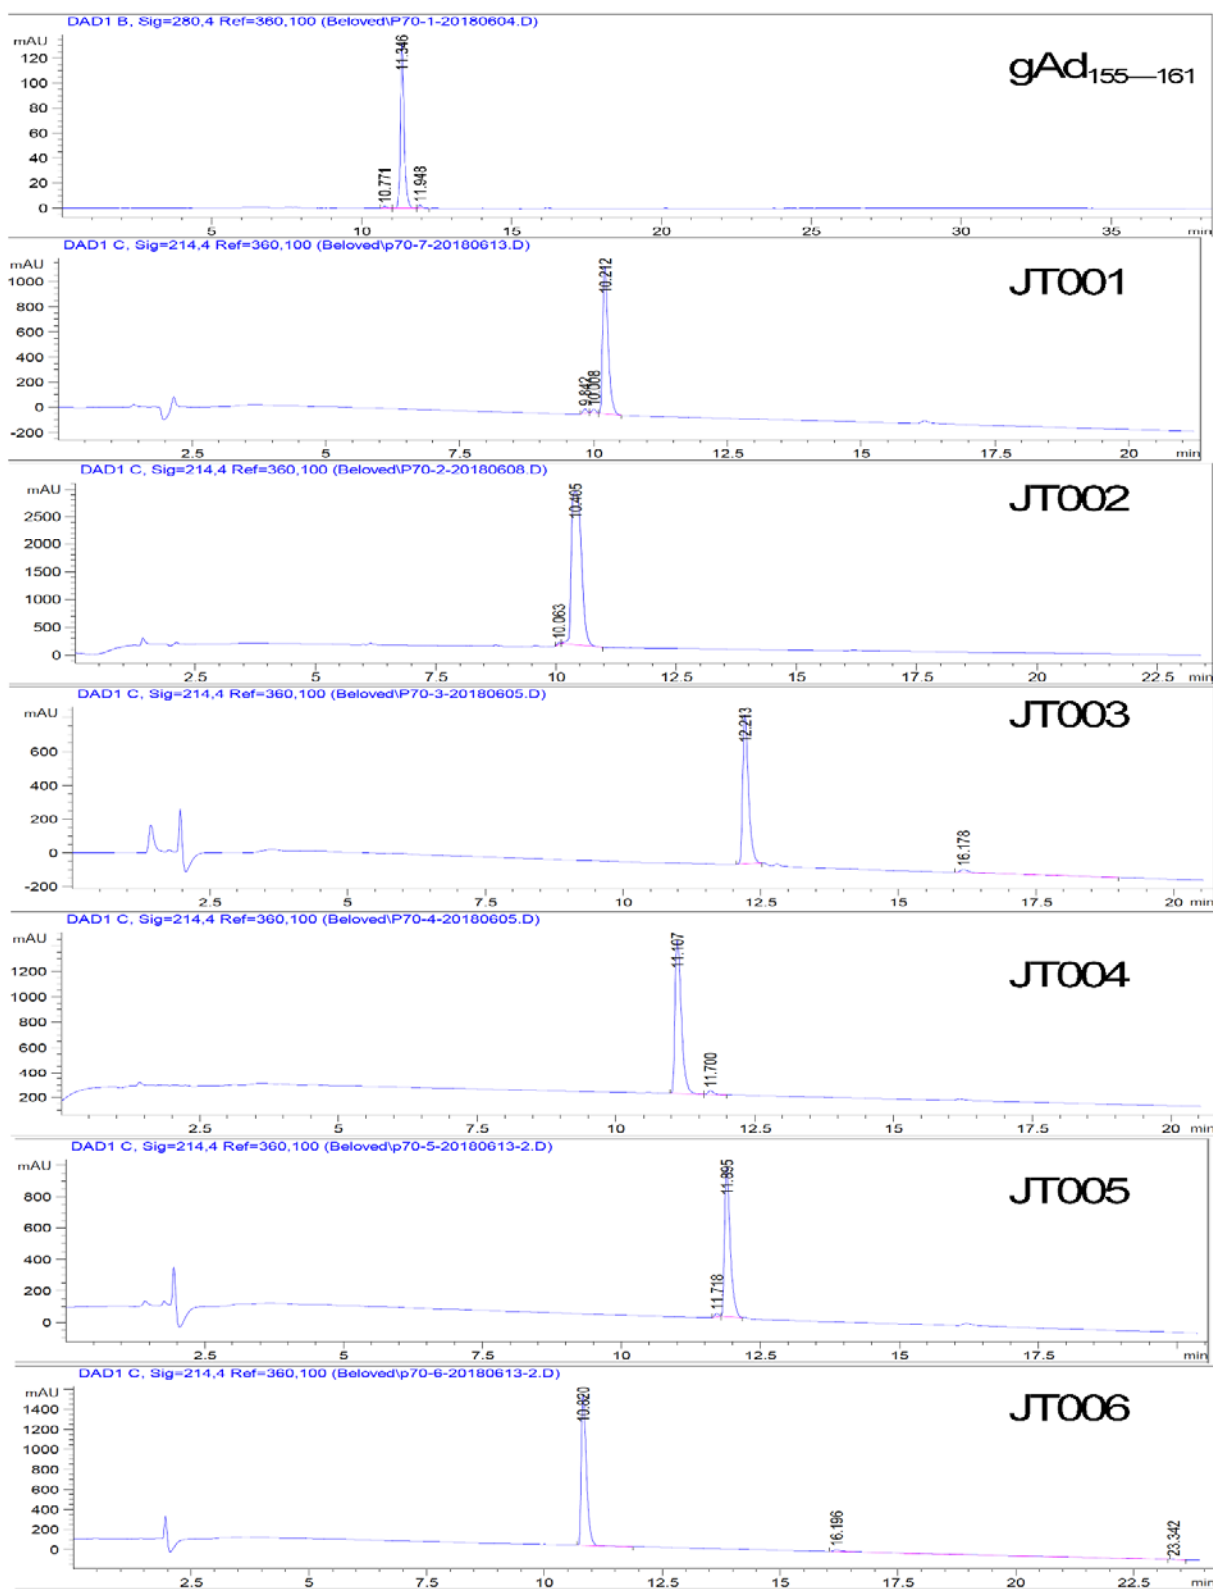

**Supplementary Figure 17 (continued) :**

| <b>gAd<sub>155-161</sub><br/>Peak</b> | <b>Retention<br/>time</b> | <b>Peak width<br/>(min)</b> | <b>Peak height<br/>(mAU)</b> | <b>Area<br/>(mAU×s)</b> | <b>%Area</b> |
|---------------------------------------|---------------------------|-----------------------------|------------------------------|-------------------------|--------------|
| 1                                     | 10.771                    | 0.1169                      | 1.54647                      | 12.04984                | 1.0556       |
| 2                                     | 11.346                    | 0.1241                      | 132.18123                    | 1111.39221              | 97.361       |
| 3                                     | 11.948                    | 0.099                       | 2.73766                      | 18.07986                | 1.5838       |
| <b>JT001<br/>Peak</b>                 | <b>Retention<br/>time</b> | <b>Peak width<br/>(min)</b> | <b>Peak height<br/>(mAU)</b> | <b>Area<br/>(mAU×s)</b> | <b>%Area</b> |
| 1                                     | 9.842                     | 0.0754                      | 34.85247                     | 165.6138                | 1.944        |
| 2                                     | 10.008                    | 0.0787                      | 28.95564                     | 140.62184               | 1.6507       |
| 3                                     | 10.212                    | 0.1057                      | 1173.49158                   | 8212.8125               | 96.4053      |
| <b>JT002<br/>Peak</b>                 | <b>Retention<br/>time</b> | <b>Peak width<br/>(min)</b> | <b>Peak height<br/>(mAU)</b> | <b>Area<br/>(mAU×s)</b> | <b>%Area</b> |
| 1                                     | 10.063                    | 0.0636                      | 30.72016                     | 119.98077               | 0.3006       |
| 2                                     | 10.405                    | 0.2335                      | 2771.95947                   | 3.98E+04                | 99.6994      |
| <b>JT003<br/>Peak</b>                 | <b>Retention<br/>time</b> | <b>Peak width<br/>(min)</b> | <b>Peak height<br/>(mAU)</b> | <b>Area<br/>(mAU×s)</b> | <b>%Area</b> |
| 1                                     | 12.213                    | 0.1116                      | 881.73486                    | 6470.67725              | 95.2872      |
| 2                                     | 16.178                    | 0.2297                      | 19.27689                     | 320.0307                | 4.7128       |
| <b>JT004<br/>Peak</b>                 | <b>Retention<br/>time</b> | <b>Peak width<br/>(min)</b> | <b>Peak height<br/>(mAU)</b> | <b>Area<br/>(mAU×s)</b> | <b>%Area</b> |
| 1                                     | 11.107                    | 0.1238                      | 1215.7478                    | 9769.6416               | 97.9969      |
| 2                                     | 11.7                      | 0.0946                      | 31.22335                     | 199.69106               | 2.0031       |
| <b>JT005<br/>Peak</b>                 | <b>Retention<br/>time</b> | <b>Peak width<br/>(min)</b> | <b>Peak height<br/>(mAU)</b> | <b>Area<br/>(mAU×s)</b> | <b>%Area</b> |
| 1                                     | 11.718                    | 0.0796                      | 21.08563                     | 100.49123               | 1.4672       |
| 2                                     | 11.895                    | 0.1093                      | 945.50635                    | 6748.62451              | 98.5328      |
| <b>JT006<br/>Peak</b>                 | <b>Retention<br/>time</b> | <b>Peak width<br/>(min)</b> | <b>Peak height<br/>(mAU)</b> | <b>Area<br/>(mAU×s)</b> | <b>%Area</b> |
| 1                                     | 10.82                     | 0.117                       | 1503.84778                   | 1.15E+04                | 95.0106      |
| 2                                     | 16.196                    | 0.4112                      | 18.33101                     | 592.72107               | 4.9072       |
| 3                                     | 23.342                    | 0.1336                      | 1.11856                      | 9.93257                 | 0.0822       |

**Supplementary Figure 17.** Purification of candidate peptides with reverse phase high performance liquid chromatography mass spectrometric (RP-HPLC-MS).

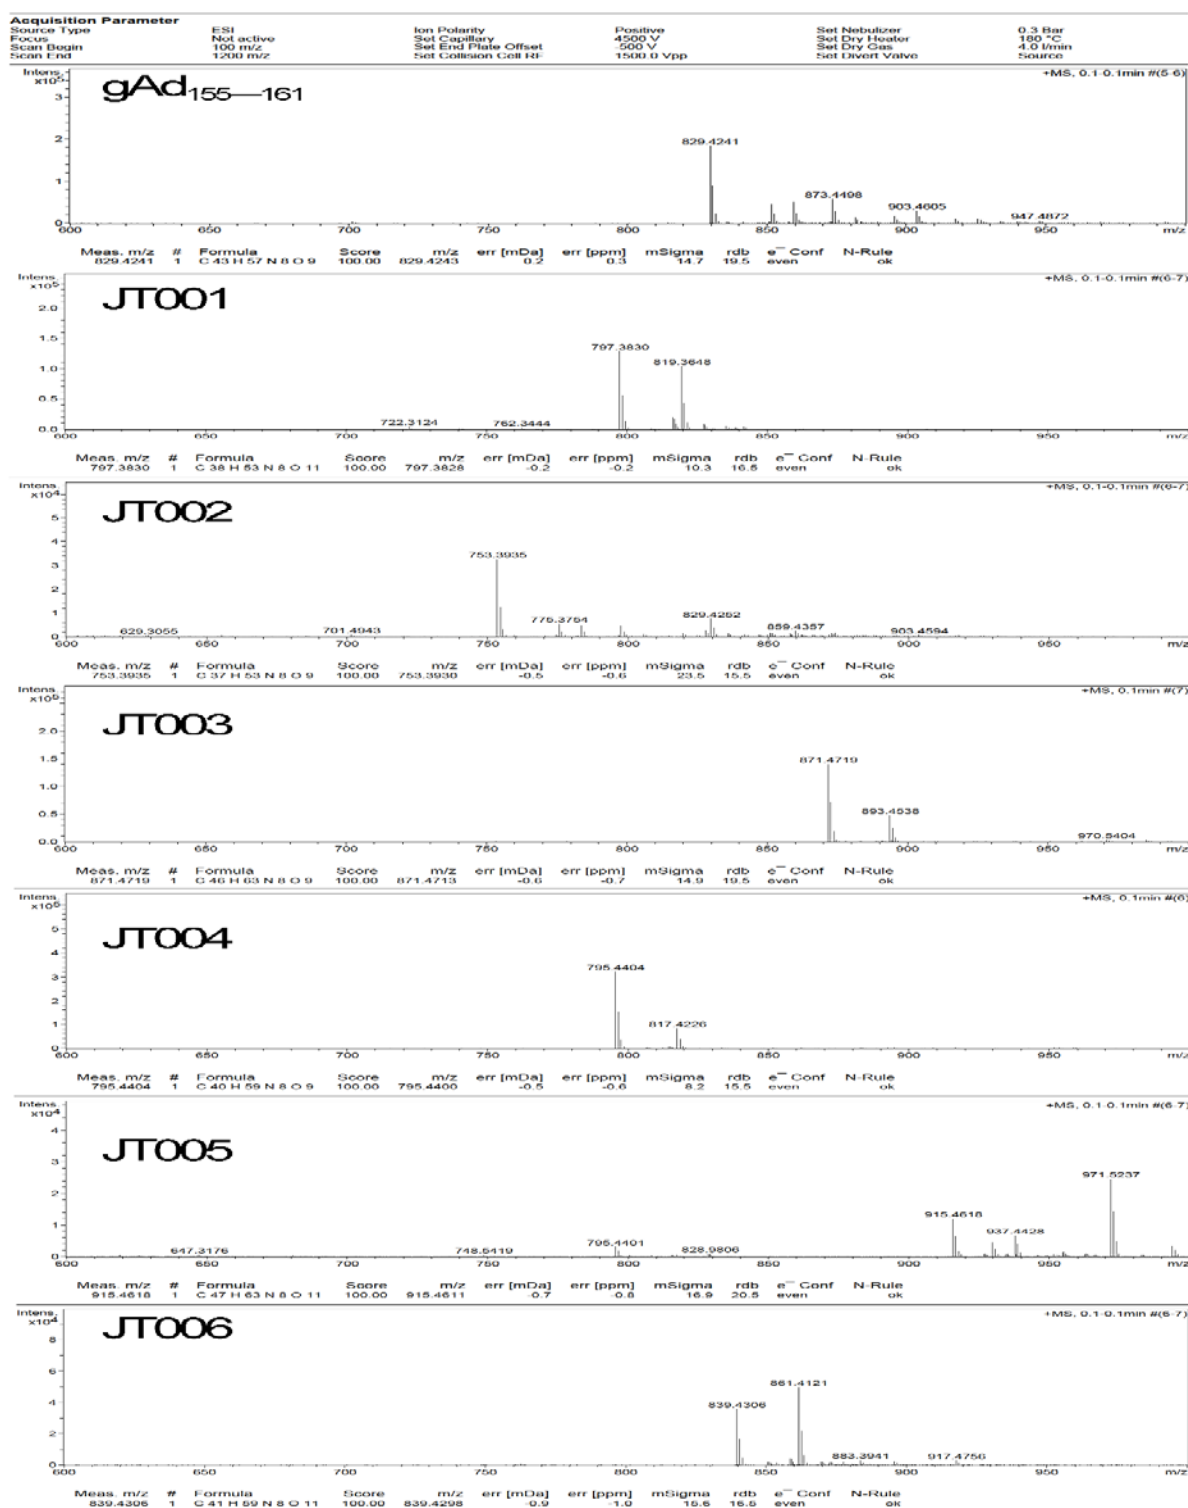

**Supplementary Figure 18.** Confirmation of atomic accumulation of candidate peptides with electrospray ionisation-mass spectrometry.

## Supplementary Tables

| Parameter                    | JT003 (iv, 0.5 mg/kg) | ADP355 (iv, 1.0 mg/kg) |
|------------------------------|-----------------------|------------------------|
| $t_{1/2}$ (h)                | 0.75 ± 0.01           | 0.10 ± 0.01            |
| AUC <sub>0-t</sub> (h*ng/mL) | 19.36 ± 1.51          | 134.01 ± 19.87         |
| AUC <sub>0-∞</sub> (h*ng/mL) | 20.85 ± 1.63          | 134.45 ± 19.91         |
| V (L/kg)                     | 25.96 ± 2.29          | 1.06 ± 0.21            |
| CL (L/h/kg)                  | 24.08 ± 1.92          | 7.54 ± 1.04            |
| MRT (h)                      | 1.04 ± 0.03           | 0.09 ± 0.01            |

**Supplementary Table 1.** Pharmacokinetic parameters of JT003 and ADP355 in SD rats. Pharmacokinetic parameters were calculated from plasma concentration-time data using non-compartmental analysis. The results were reported as Mean ± SD for n = 3-6.

| Mouse Gene | Abbreviations                                                 | Forward Primer            | Reverse Primer            |
|------------|---------------------------------------------------------------|---------------------------|---------------------------|
| ACC1       | Acetyl-CoA carboxylase 1                                      | GATGAACCATCTCCGTTGGC      | CCCAATTAT GAATCGGGAGTGC   |
| ACSL3      | Long-chain-fatty-acid-CoA ligase 3                            | GTCAGGGTCCTGAGGAGGT       | CCTCACAGCAAGTTCAAGGA      |
| ATF4       | Activating transcription factor 4                             | GGGTTCTGTCTTCCACTCCA      | AAGCAGCAGAGTCAGGCTTTC     |
| BAX        | Bcl-2-associated X protein                                    | GATCAGCTCGGGCACTTTAG      | TTGCTGATGGCAACTTCAAC      |
| BID        | BH3 interacting-domain death agonist                          | GAGATGGAGGCAACCAAAGT      | CTGCGCGTTGTACTGATGT       |
| BIM        | BCL2 like 11                                                  | GCTCCTGTGCAATCCGTATC      | GCCCCACCTCCCTACAGAC       |
| CAT        | Catalase                                                      | AGCGACCAGATGAAGCAGTG      | TCCGCTCTCTGTCAAAGTGTG     |
| CD14       | Cluster of differentiation 14                                 | TTTAACTCTGGCGTAGTCACC     | GACCCCTCAGAAACCAGGAG      |
| CD36       | Cluster of differentiation 36                                 | TGGGTTTTGCACATCAAAGA      | GATGGACCTGCAAAATGTCAGA    |
| CHOP       | DNA-damage inducible transcript 3                             | CCACCACACCTGAAAGCAGAA     | AGGTGAAAGGCAGGGACTCA      |
| CPT-1α     | Carnitine palmitoyltransferase 1 alpha                        | AGGACCCTGAGGCATCTATT      | ATGACCTCTGGCATTCTCC       |
| CTGF       | Connective tissue growth factor                               | GCTTGGCGATTTTAGGTGTC      | CAGATGGAGAAGCAGAGGCC      |
| CYP2E1     | Cytochrome P450 family 2 subfamily E member 1                 | CTTAGGGAAAACCTCCGCAC      | GGGACATTCTGTGTTCCAG       |
| DGAT1      | Diacylglycerol O-acyltransferase 1                            | ACCTGGCCACAATCATCTG       | TGGAGTATGATGCCAGAGCA      |
| F4/80      | EGF-like module-containing mucin-like hormone receptor-like 1 | CCCCAGTGTCCTTACAGAGTG     | GTGCCCAGAGTGATGTC T       |
| FASN       | Fatty acid synthase                                           | TACAGGAGTTCTGGGCCAAC      | GACCGCTTGGGTAATCCATA      |
| Gpx1       | Glutathione peroxidase 1                                      | AGTCCACCGTGATGCCTTCT      | GAGACGCGACATTCTCAATGA     |
| GRP78      | Heat shock protein family A (Hsp70) member 5                  | TTCAGCCAATTATCAGCAAACCTCT | TTTTCTGATGTATCCTCTTACCAGT |
| GSTM1      | Glutathione S-transferase mu 1                                | ATACTGGGATACTGGAACGTCC    | AGTCAGGGTTGTAACAGAGCAT    |
| HMGCR      | 3-hydroxy-3-methyl-glutaryl-coenzyme A reductase              | GCCCTCAGTTCAAATTCACAG     | TTCCACAAGAGCGTCAAGAG      |
| HO-1       | Heme oxygenase 1                                              | AAGCCGAGAATGCTGAGTTCA     | GCCGTGTAGATATGGTACAAGGA   |
| IL-1β      | Interleukin-1 beta                                            | CCGTGGACCTTCCAGGATGA      | GGGAACGTCACACACCAGCA      |
| IL-6       | Interleukin-6                                                 | AGTTGCCCTTCTGGGACTGA      | TCCACGATTTCCAGAGAAC       |
| iNOS       | Inducible isoform Nitric oxide synthases                      | TGCGCCTTTGCTCA TGACA TCGA | ATGGATGCTGCTGAGGGCTCTGTT  |
| LCAD       | Long-chain acyl-CoA                                           | GGAGTAAGAACGAACGCCAA      | GCCACGACGATCACGAGAT       |
| LY6G       | Lymphocyte antigen 6 complex                                  | GGCTCAGAAAAGTGACCA        | CGTACGTGGAAGCGAACAG       |
| MCAD       | Medium-chain acyl-CoA                                         | TGGCGTATGGGTGTACAGGG      | CCAAATACTTCTTTTTTGTGATCA  |
| MMP13      | Matrix metalloproteinase 13                                   | GGTCTTGGAGTGATCCAGA       | TGATGAAACCTGGACAAGCA      |
| MMP2       | Matrix metalloproteinase 2                                    | CCAGAAGGCCGAACAGACTG      | TGGGCCGGAGACCTAAAGAG      |
| MMP3       | Matrix metalloproteinase 3                                    | AGCCTTGGCTGAGTGGTAGA      | CGATGATGAACGATGGACAG      |
| MMP8       | Matrix metalloproteinase 8                                    | AGACCGGAATTGATTGCTTG      | CCCAGTACCTGAACACCTGGA     |
| MMP9       | Matrix metalloproteinase 9                                    | GCGCCACCACAGCCAACATATG    | TGGATGCCGTCTATGTCGTCTTAA  |

|                 |                                                                         |                         |                             |
|-----------------|-------------------------------------------------------------------------|-------------------------|-----------------------------|
| NQO1            | NAD(P)H dehydrogenase (quinone 1)                                       | AGCGTTCGGTATTACGATCC    | AGTACAATCAGGGCTCTTCTCG      |
| PGC-1 $\alpha$  | Peroxisome proliferative activated receptor, gamma, coactivator 1 alpha | TATGGAGTGACATAGAGTGTGCT | CCACTTCAATCCACCCAGAAAG      |
| PGC-1 $\beta$   | Peroxisome proliferative activated receptor, gamma, coactivator 1 beta  | TCCTGTAAAAGCCCGGAGTAT   | GCTCTGGTAGGGGCAGTGA         |
| PPAR $\gamma$   | Peroxisome proliferator activated receptor gamma                        | ATTCTGGCCCACTTCGG       | TGGAAGCCTGATGCTTTATCCCCA    |
| SCD1            | Stearoyl-CoA desaturase 1                                               | TCTTCTTATCATTGCCAACACCA | GCGTTGAGCACCAGAGTGTATCG     |
| SOD1            | Superoxide dismutase 1                                                  | AACCAGTTGTGTGTCAGGAC    | CCACCATGTTTCTTAGAGTGAGG     |
| SREBP-1c        | Sterol regulatory element-binding protein 1C                            | CAGGCTGAGAAAGGATGCTC    | TCAGTGCCAGGTAGAAAGCA        |
| SRXN1           | Sulfiredoxin-1                                                          | AGGGGCTTCTGCAAACCTA     | TGGCATAGCTACCTCACTGCT       |
| TGF $\beta$     | Transforming growth factor beta                                         | TCATGAGGCCAATTCAGTAAA   | ATTCCTGGCGTTACCTTGG         |
| TIMP1           | Metalloproteinase inhibitor 1                                           | CCTGGTCATAAGGGCTAAATTCA | TTAGTCATCTTGATCTTATAACGCTCG |
| TNF $\alpha$    | Tumor necrosis factor alpha                                             | AAAGCATGATCCGAGATGTG    | AGCAGGAATGAGAAGAGGCT        |
| UCP2            | Uncouple protein 2                                                      | GCTGGTGGTGGTCGGAGATA    | ACTGGCCCAAGGCAGAGTT         |
| XBP1            | X-box binding protein 1                                                 | TCCGCAGCACTCAGACTAC     | CCGTGTATCTCAGCGTCTCC        |
| $\beta$ -ATCTIN | Actin beta                                                              | CTGAGAGGGAAATCGTGCGT    | TGTTGGCATAGAGGTCTTTACGG     |

| Human Gene    | Abbreviations                                            | Forward Primer            | Reverse Primer            |
|---------------|----------------------------------------------------------|---------------------------|---------------------------|
| FAS           | Fas cell surface death receptor                          | GAAACTGCAGGAGCTGTC        | CACGGAGTTGAGGCGGAT        |
| ACC1          | Acetyl-CoA carboxyltransferase subunit alpha             | CTGCCTGGGTTTGGGGATAA      | GCACCCTCTTCACCCCTTAA      |
| ACOX          | Peroxisomal acyl-coenzyme A oxidase                      | GCCATCACGCTCGGCTAATT      | TGAGGTGGCTTGTGGTTA        |
| ATF6          | Activating transcription factor 6                        | ATCACCTGCTATTACCAGCTACCAC | TGACCTGACAGTCAATCTGCATC   |
| CTGF          | Connective tissue growth factor                          | CAGCATGGACGTTCTGCTG       | AACCACGGTTTGGTCCTTGG      |
| CYP2E1        | Cytochrome P450 family 2 subfamily E member 1            | ATGTCTGCCCTCGGAGTCA       | CGATGATGGGAAGCGGGAAA      |
| EIF2 $\alpha$ | Eukaryotic translation initiation factor 2 subunit alpha | TCACGACAGAAGTGCCCAAGA     | GAAAGTCCAAGGCTGCAAGA      |
| GSTM1         | Glutathione S-transferase mu 1                           | TCTGCCCTACTTGATTGATGGG    | TCCACACGAATCTTCTCCTCT     |
| IL-1 $\alpha$ | Interleukin 1 alpha                                      | GGCTGCATGGATCAATCTGTG     | TCTTCAGAACCTTCCCCTTGG     |
| IL-6          | Interleukin 6                                            | ACTCACCTCTTCAGAACGAATTG   | CCATCTTTGGAAGGTTCAAGTTG   |
| IL-8          | Interleukin-8                                            | GAATTCTCTTGGCTGGCTTCCTTAC | GATGTGCTTTTCGTTGGGGAAGATG |
| iNOS          | Inducible nitric oxide synthase                          | AGGGACAAGCCTACCCCTC       | CTCATCTCCCGTCAGTTGGT      |
| LCAD          | Long-chain acyl-CoA                                      | TGCAATAGCAATGACAGAGCC     | CGCAACTACAATCACAACATCAC   |
| MMP12         | Matrix metalloproteinase 12                              | GATCCAAAGGCCGTAATGTTCC    | TGAATGCCACGTATGTCATCAG    |
| MMP13         | Matrix metalloproteinase 13                              | ACTGAGAGGCTCCGAGAAATG     | GAACCCCGCATCTTGGCTT       |
| MMP2          | Matrix metalloproteinase 2                               | GATACCCCTTTGACGGTAAGGA    | CCTTCTCCCAAGGTCCATAGC     |
| MMP9          | Matrix metalloproteinase 9                               | AGACCTGGGCAGATTCCAAAC     | CGGCAAGTCTTCCGAGTAGT      |
| NQO1          | NAD(P)H quinone dehydrogenase 1                          | CCTCTATGCCATGAACCTCAATCC  | GAACTGGAATATCACAAGGTCTGCG |
| OPN           | Secreted phosphoprotein 1                                | AGAGTGCTGAAACCCACAGC      | GGAATTCACGGCTGACTTTGG     |
| PDK4          | Pyruvate dehydrogenase kinase 4                          | GGAGCATTTCTCGCGCTACA      | ACAGGCAATTCTTGTGCGAAA     |
| PERK          | Pancreatic eIF-2alpha kinase                             | CCAAGCTGTACATGAGCCAGA     | TTTCTGAGTGAACAGTGGTGGAAAC |

|              |                                                          |                            |                         |
|--------------|----------------------------------------------------------|----------------------------|-------------------------|
| SREBP-1c     | Sterol regulatory element-binding protein 1C             | CTTTGCCACCCCTGGTGAGT       | GGTTCTCCTGCTTGAGTTTCTGG |
| SREBP-2      | Sterol regulatory element binding transcription factor 2 | ACAACCCATAATATCATTGAGAAACG | TTGTGCATCTTGGCGTCTGT    |
| TFAM         | Transcription factor A, mitochondrial                    | ATAGGCACAGGAAACCAGTTAG     | GCAGAAGTCCATGAGCTGAATA  |
| TIMP1        | Metalloproteinase inhibitor 1                            | AGGTGGTCTCGTTGATTCGT       | GTAAGGCCTGTAGCTGTGCC    |
| TNF $\alpha$ | Tumour necrosis factor alpha-like                        | CTGCCTGCTGCACTTTGGAG       | ACATGGGCTACAGGCTTGCTACT |
| Vimentin     | Vimentin-like                                            | AAATGGCTCGTCACCTTCGT       | CAGCTTCCTGTAGTGGCAA     |
| XBP1         | X-box binding protein 1                                  | CAGCTCAGACTGCCAGAGATC      | CAATACCGCCAGAATCCATGG   |

**Supplementary Table 2. Primer sequences for real-time RT-PCR.**

| Antibody           | Abbreviations                                                            | Company                   | Dilution | Catalogue number |
|--------------------|--------------------------------------------------------------------------|---------------------------|----------|------------------|
| Akt                | Protein kinase B                                                         | Cell Signaling Technology | 1:1000   | #9272            |
| pAkt               | Phosphorylation Protein kinase B                                         | Cell Signaling Technology | 1:1000   | #9271            |
| $\alpha$ SMA       | $\alpha$ -smooth muscle actin                                            | Abcam                     | 1:1000   | Ab7817           |
| Col1 $\alpha$ 1    | Collagen type I alpha 1                                                  | Boster                    | 1:400    | BA0325           |
| NF $\kappa$ B p65  | Nuclear factor kappa-light-chain-enhancer of activated B                 | Cell Signaling Technology | 1:1000   | #8242            |
| pNF $\kappa$ B p65 | Phosphorylation nuclear factor kappa-light-chain-enhancer of activated B | Abcam                     | 1:5000   | ab86299          |
| JNK                | Phosphorylation c-Jun N-terminal kinases                                 | Proteintech               | 1:2000   | 51151-1-AP       |
| pJNK               | c-Jun N-terminal kinases                                                 | Cell Signaling Technology | 1:500    | #9255            |
| PPAR $\alpha$      | Peroxisome proliferator activated receptor alpha                         | Boster                    | 1:400    | BA1691           |
| PPAR $\gamma$      | Peroxisome proliferator activated receptor gamma                         | Cell Signaling Technology | 1:1000   | #2435            |
| PI3K               | Phosphatidylinositol-3-kinases                                           | Abcam                     | 1:1000   | ab191606         |
| pPI3K              | Phosphorylation phosphatidylinositol-3-kinases                           | Cell Signaling Technology | 1:1000   | #4228            |
| PERK               | Protein kinase R-like endoplasmic reticulum kinase                       | Cell Signaling Technology | 1:1000   | #3192S           |
| pPERK              | Phosphorylation protein kinase R-like endoplasmic reticulum kinase       | Cell Signaling Technology | 1:1000   | #3179            |

|                      |                                                                          |                           |        |          |
|----------------------|--------------------------------------------------------------------------|---------------------------|--------|----------|
| PGC1- $\alpha$       | Peroxisome proliferator-activated receptor gamma coactivator-1 alpha     | Abcam                     | 1:1000 | ab54481  |
| CYP2E1               | Cytochrome P450 family 2 subfamily E member 1                            | Abcam                     | 1:5000 | ab28146  |
| eIF2 $\alpha$        | Eukaryotic translation initiation factor 2 subunit alpha                 | Cell Signaling Technology | 1:1000 | #9722    |
| p-eIF2 $\alpha$      | Phosphorylation Eukaryotic translation initiation factor 2 subunit alpha | Cell Signaling Technology | 1:1000 | #9721    |
| AMPK $\alpha$        | protein kinase AMP-activated catalytic subunit alpha 1                   | Cell Signaling Technology | 1:1000 | #2532    |
| pAMPK $\alpha$       | Phosphorylation protein kinase AMP-activated catalytic subunit alpha 1   | Cell Signaling Technology | 1:1000 | #2535    |
| GAPDH                | Glyceraldehyde-3-phosphate                                               | Cell Signaling Technology | 1:1000 | #2118    |
| His-Tb               | Tb-anti-Histone                                                          | ThermoFisher Scientific   | 1:200  | PV5863   |
| Goat anti-Rabbit IgG | Goat anti-Rabbit IgG                                                     | Zsbio                     | 1:5000 | ZDR-5118 |
| Goat anti-Mouse IgG  | Goat anti-Mouse IgG                                                      | Zsbio                     | 1:5000 | ZDR-5307 |

**Supplementary Table 3. Antibodies used for western blotting.**

| Abbrs            | Full Name                                                                    |
|------------------|------------------------------------------------------------------------------|
| Fmoc             | Fluorenylmethyloxycarbonyl protecting group                                  |
| HPLC             | High-performance liquid chromatography                                       |
| CCK8             | Cell Counting Kit-8                                                          |
| OGTT             | Oral glucose tolerance test                                                  |
| ITT              | Insulin tolerance test                                                       |
| ALT              | Aanine aminotransferase                                                      |
| AST              | Asparate aminotransferase                                                    |
| TC               | Total cholesterol                                                            |
| TG               | Triglycerides                                                                |
| HDL              | High-density lipoprotein cholesterol                                         |
| LDL              | Low-density lipoprotein cholesterol                                          |
| FFA              | Nonesterified Free fatty acids                                               |
| HYP              | Hydroxyproline                                                               |
| HSCs             | Hepatic stellate cells                                                       |
| ECM              | Extracellular matrix                                                         |
| CCl <sub>4</sub> | Carbon tetrachloride                                                         |
| CD68             | Cluster of differentiation 68                                                |
| TUNEL            | Terminal deoxynucleotidyl transferase-mediated dUTP-biotin nick end labeling |

|      |                              |
|------|------------------------------|
| DAPI | 4,6-diamidino-2-phenylindole |
| HRP  | horseradish peroxidase       |
| DAB  | 3,3'-diaminobenzidine        |
| PA   | Palmitic acid                |
| BSA  | Bovine serum albumin         |

---

***Supplementary Table 4. Abbreviations.***

# Supplementary material for: AdipoR1/AdipoR2 dual agonist recovers nonalcoholic steatohepatitis and related fibrosis via endoplasmic reticulum-mitochondria axis
**Source:** Nat Commun. 2020 Nov 16;11:5807. doi: 10.1038/s41467-020-19668-y
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Data were collected with various laboratory instruments and equipments. such as: MBHA amide resin (GL Biochem, Shanghai, China), Reverse phase high performance liquid chromatography mass spectrometric (RP-HPLC-MS, Agilent Technologies, USA), Flex Station 3 plate reader (Molecular Devices, USA), Laser confocal microscope (Olympus FV3000, Japan), Molecular Operating Environment (MOE) version 2013.8, Discovery Studio (DS) version 3.5, OneTouch UltraVue Blood Glucose Meter and test strips (Johnson&Johnson, USA), Nanodrop 2000 (ThermoFisher Scientific, USA), Tanon-Image Software (Shanghai, China), Confocal microscopy (Olympus, Japan), LC-MS/MS (ThermoFisher Scientific, USA), Phoenix WinNonlin (version 8.0, Pharsight, USA), Light Cycler 480 Real-Time PCR System (Roche, Swiss) |
| Data analysis   | The positive area of all stained liver slices was quantified by ImageJ ( <a href="https://imagej.nih.gov/ij/">https://imagej.nih.gov/ij/</a> )(V1.8.0.112). All data in this study were shown as the mean $\pm$ SEM (Standard Error). Student's two-tailed t test was used to compare the mean of two groups of samples. All statistical analyses were performed with GraphPad Prism software ( <a href="https://www.graphpad.com/">https://www.graphpad.com/</a> )(V7.0).                                                                                                                                                                                                                                                                                                                                   |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Source data are provided with this paper. Source data including the information about the plasmid construction of adiponectin receptor 1/2, the related sequencing results of animal samples, and the other involved data in the manuscript, DOI: 10.6084/m9.figshare.12922505.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                     |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to predetermine sample size. Experiments were performed three times independently unless indicated. In previous studies using related experiments, the sample size has been determined to be sufficient to ensure reproducibility. |
| Data exclusions | According to the samples, no data was excluded.                                                                                                                                                                                                                     |
| Replication     | For each experiment, triplicates were performed. All attempts of replication are successful.                                                                                                                                                                        |
| Randomization   | All the samples/organisms were divided randomly into experimental groups in these experiments                                                                                                                                                                       |
| Blinding        | For all the experiments, the investigators were blinded to group allocation during data collection and/or analysis.                                                                                                                                                 |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Akt (Cell Signaling Technology; 1:1000; #9272), pAkt (Cell Signaling Technology; 1:1000; #9271), αSMA (Abcam; 1:1000; ab7817), Col1α1 (Boster; 1:400; BA0325), NFκB p65 (Cell Signaling Technology; 1:1000; #8242), pNFκB p65 (Abcam; 1:5000; ab86299), JNK (Proteintech; 1:2000; 51151-1-AP), pJNK (Cell Signaling Technology; 1:500; #9255), PPARα (Boster; 1:400; BA1691), PPARγ (Cell Signaling Technology; 1:1000; #2435), PI3K (Abcam; 1:1000; ab191606), pPI3K (Cell Signaling Technology; 1:1000; #4228), PERK (Cell Signaling Technology; 1:1000; #3192S), pPERK (Cell Signaling Technology; 1:1000; #3179), PGC1-α (Abcam; 1:1000; ab54481), CYP2E1 (Abcam; 1:5000; ab28146), eIF2α (Cell Signaling Technology; 1:1000; #9722), p-eIF2α (Cell Signaling Technology; 1:1000; #9721), AMPKα (Cell Signaling Technology; 1:1000; #2532), pAMPKα (Cell Signaling Technology; 1:1000; #2535), GAPDH (Cell Signaling Technology; 1:1000; #2118), His-Tb (ThermoFisher Scientific; 1:200; PV5863), Goat anti-Rabbit IgG (Zsbio; 1:5000; ZDR-5118), Goat anti-Mouse IgG (Zsbio; 1:5000; ZDR-5307) |
| Validation      | Akt (source: Rabbit; reactivity: H M R Hm Mk C Dm B Dg Pg GP; Filter: WB IP IF F), pAkt (source: Rabbit; reactivity: H M R Hm Dm B Dg Pg; Filter: WB IP IF F), αSMA (source: Mouse; reactivity: M Rat R H Pig; Filter: ICC IF IHC-P WB F), Col1α1 (source: Rabbit; reactivity: H M                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |

Rat; Filter:WB IHC-P IHC-F ICC IF), NFκB p65 (source:Rabbit; reactivity:H M R Hm Mk Dg; Filter:WB IP IHC IF F ChIP C&R), pNFκB p65 (source:Rabbit; reactivity:H M Rat; Filter:IHC-P WB), JNK (source:Rabbit; reactivity:H M; Filter:WB IP IF), pJNK(source:Mouse; reactivity:H M R Hm Sc; Filter:WB IP IF F), PPARα (source:Rabbit; reactivity:H M Rat; Filter:WB IHC-P IHC-F ICC), PPARγ (source:Rabbit; reactivity:H M; Filter:WB IHC IF ChIP), PI3K (source:Rabbit; reactivity:M Rat H; Filter:WB ICC IF F IP), pPI3K(source:Rabbit; reactivity:M; Filter:WB IP), PERK (source:Rabbit; reactivity:H M R Mk; Filter:WB), PGC1α(source:Rabbit; reactivity:H M; Filter:WB), CYP2E1 (source:Rabbit; reactivity:M Rat R Pg Dg H Mk; Filter:WB ICC IF), eIF2α (source:Rabbit; reactivity:H M R Mk; Filter:WB), p-eIF2α (source:Rabbit; reactivity:H M R Mk Dm; Filter:WB), AMPKα(source:Rabbit; reactivity:H M R Hm Mk; Filter:WB IP),pAMPKα (source:Rabbit; reactivity: H M R Hm Mk Dm Sc; Filter:WB IP IHC), GAPDH (source:Rabbit; reactivity:H M R Mk B Pg; Filter:WB IHC IF F),His-Tb (application:Biochemical Kinase Assays; form:Primary; Label Type:Lanthanide Chelates; Label or Dye:Tb ), Goat anti-Rabbit IgG (source: Goat; Conjugate: HRP), Goat anti-Mouse IgG (source: Goat;Conjugate: HRP)

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                   |                                                                                                                                 |
|-------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | HepG2, LX2, HEK293 cells line were purchased from Type Culture Collection of the Chinese Academy of Sciences (Shanghai, China). |
| Authentication                                                    | Cells were identified by frequent morphology check under microscopy.                                                            |
| Mycoplasma contamination                                          | All cell lines tested negative for mycoplasma contamination.                                                                    |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used in the study.                                                                    |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                            |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57BL/6J mice (male, 6-8 weeks); SpragueDawley (SD) (male, 6-8 weeks)                                                                                                                                                                      |
| Wild animals            | No.                                                                                                                                                                                                                                        |
| Field-collected samples | The study did not involve samples collected from the field.                                                                                                                                                                                |
| Ethics oversight        | All animal procedures were approved by Animal Care and Use Committee of the Sun Yat-sen University. The experimental mice received humane care according to the criteria outlined in the Guide for the Care and Use of Laboratory Animals. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

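Liver RNA of mice was sequenced in 6 libraries, 1 per condition, in 2 models. The diet model has SD, HFD and HFD plus JT003, and the CCl4 model has corn oil, CCl4 and CCl4 plus JT003. The library taken as SD is labelled as a chow diet control. Whether a library holds RNA of a single mouse or of several, and at what time of day the livers were taken, is not stated in the paper's text.

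The authors deposited, for each library, an expected count and an FPKM value per gene. The expected count is the authors' estimate of the reads of a gene, without normalization, and about 70% of the values are whole numbers (69.9% to 70.9% per library). The deposited FPKM is the authors' count per kilobase of transcript, scaled to the reads of the library. The paper's text does not name the aligner, the counting program, the genome build or the annotation. No build being named, no coordinates are given. Of the 18444 gene identifiers, 18403 were found in a RefSeq gene table of the mouse, which was used for names only, and 17666 had the same symbol there. The authors also deposited 4 comparison tables. In 3 of them the log2 value is the authors' ratio of the FPKM values of the libraries, beside a p-value and an adjusted p-value from a Poisson test. The adjusted p-value of the diet tables is treated as a score, since some values exceed 1. The table of CCl4 and CCl4 plus JT003 holds a p-value and a q-value by the authors from DEGseq. Its log2 column was not used, because 2446 of its cells hold a spreadsheet error. Its CCl4 column holds expected counts that the authors appear to have pooled over several libraries, which is inferred from the values. It sums to 2.97 times the total of the CCl4 library, and 24 genes are below their count in that library, by 0.99 at most. The table does not name the pooled libraries. The other 7 expression columns of the tables were not used here.

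Expected counts were rounded to whole numbers. Library sizes were scaled by TMM factors (edgeR 4.0.16 in R 4.3.3) over the 3 libraries of a model. For each of the 4 comparisons, each gene with at least 1 read was tested with a two-sided exact conditional binomial test (scipy 1.17.1), with Benjamini-Hochberg adjustment. Genes were called at an adjusted p-value under 0.001 and an absolute log2 ratio of at least 1, with a prior count of 2. Each log2 ratio has a 95% Clopper-Pearson interval. Tables and simulations were made with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots with matplotlib 3.10.9. A gene of a heatmap was counted as moved back when its log2 ratios with the model and with JT003 had opposite signs. Such counts, and the medians of gene lists, were set against 10000 random lists of the same size, drawn from 50 bins of mean expression. Random lists draw each gene separately, whereas genes of a list can move together between livers, so an extreme percentile does not by itself show an effect of treatment. In the rest of the pooled CCl4 counts, the unfolded protein response (0.46) and macrophage (0.78) medians over the CCl4 library were above all random lists. A list needed at least 3 genes with reads. The correlation across genes was set against 100 simulations of unchanged groups, in which genes are independent, so that the simulated spread is too narrow. GO terms of the figures were counted with the annotation in the deposited tables. To check for bias by GC content and gene length, the median log2 ratio of each of 20 bins was subtracted. This covered 94.5%, 91.9%, 96.2% and 92.4% of the genes called between SD and HFD, HFD and HFD plus JT003, corn oil and CCl4, and CCl4 and CCl4 plus JT003.

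The lists with 18 subjects were receptors and ligand, unfolded protein response, PPARα targets, fatty acid synthesis, cholesterol synthesis, gluconeogenesis and glycogen, oxidative phosphorylation, extracellular matrix and myofibroblast, mitosis, macrophage, neutrophil, NRF2 targets, acute phase, hepatocyte, male-biased and female-biased liver genes, and clock genes of the Bmal1 and the Dbp phase. Further lists for sex and for other tissues were Y chromosome, X inactivation, adipocyte, pancreatic acinar cell, skeletal muscle and red blood cell. A heat shock list was added after falls of Hspa1a and Hspa1b were seen. The genes named are those of the heatmaps, those the paper measured by qPCR or protein in mouse liver, those of the lists and, for each comparison, the 5 called genes with the largest rise and the 5 with the largest fall among genes with at least 100 counts in the higher library.

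The rounded counts of a library summed to 19374236 to 20184557, and 16083 to 16738 genes were listed per library. The most abundant gene, Alb, took 5.29% to 7.62% of the reads and the 10 most abundant genes took 15.4% to 19.4%. A fold against a library with 3 counts or fewer is given as a lower bound. No spread between mice could be estimated. Alternatives were total reads, the size factors of DESeq2 1.42.0, genes with at least 10 or 100 counts, no threshold on the log2 ratio, an adjusted p-value under 0.05, a prior count of 0.5, edgeR's exact test with an assumed biological coefficient of variation of 0.2 or 0.4, log2 of the FPKM plus 1 or 0.1, Spearman correlation, scaling to Actb, random sets not matched on expression and genes called in both comparisons. The lists other than heat shock, the tests on genes, heatmaps, GO terms, lists and correlations, and these alternatives were fixed before the data were examined, as were the tests on the shared library and on time of day. The heat shock list, the tests of other explanations, and the pooled CCl4 counts and lists without the heatmap genes as alternatives came later.

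The procedure was tested on simulated data. Of 200 changed genes, 194 and 195 were called in the right direction in 2 simulated comparisons, and 0 unchanged genes were called. The reads there had counting error only, as the test assumes, and the changes were large and in genes with enough reads. That result was thus largely set in advance. Where simulated mice differed with a coefficient of variation of 0.2 and no gene changed, 219 and 273 genes were called, and at 0.4 this rose to 2830 and 2790. Of 100 unchanged lists, 6 and 2 had medians outside the 2.5th to 97.5th percentiles of random lists. These lists held randomly drawn genes, so they do not test lists whose genes move together.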

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

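The lists singled out in this part were picked after their values were seen, as were the tests on Mup genes, sex, hepatocytes, differences between CCl4-treated livers and GC content and gene length. The tests on time of day were chosen earlier.

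Some lists moved in opposite directions with JT003 in the diet and CCl4 models. The difference was not tested, because there is 1 library per condition. The median log2 ratio with JT003 was 0.20 in the diet model and -0.86 in the CCl4 model for fatty acid synthesis, and 0.47 and -0.30 for cholesterol synthesis. For the acute phase list it was -0.52 and 0.23, and with the pooled CCl4 counts the latter was -0.22. For female-biased genes it was 0.87 and -0.48, and with genes at or under 3 counts put at their bound it was 0.87 and 0.42. For the clock genes of the Bmal1 phase it was 0.56 and -0.79. GC content and gene length as the whole cause are argued against, since all 5 lists had medians of opposite sign, at least 0.5 times as far apart, after the correction. Livers taken at different times of day stay open in both models. In the CCl4 model the medians of the clock lists lay 2.84 apart. In the diet model they lay 0.37 apart, which decides nothing, since genes of both lists went both ways, 3 higher and 2 lower in the Bmal1 phase and 6 higher and 4 lower in the Dbp phase. Of these genes, Cry1 was called higher, with 112 and 418 counts, and Nr1d1 lower, with 2342 and 661. The difference between the models themselves stays open and was not tested.

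Clock genes, which the paper does not discuss, differed in the CCl4 model by more than between the CCl4 library and the rest of the pooled CCl4 counts. From corn oil to CCl4 the median was 1.14 for the Bmal1 phase and -1.01 for the Dbp phase, 2.15 apart. With JT003 the medians were -0.79 and 2.05. Dbp had 96 counts in CCl4 and 1931 in CCl4 plus JT003, and Npas2 179 and 5. Between the CCl4 library and the rest of the pool the lists lay 0.53 apart, against 2.84 with JT003, which argues against differences between CCl4-treated livers as the whole cause. GC content and gene length are argued against in the same sense, since the lists lay 3.08 apart after the correction. Livers taken at different times of day may explain these changes, since both lists moved as that requires. An effect of CCl4 or of JT003 on the clock stays open too, and was not tested.

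Sex-biased liver genes, which the paper does not discuss either, changed in the CCl4 model. All 9 male-biased genes were lower in CCl4 than in corn oil, with a median of -3.25. With JT003 the median was 0.34, hardly more than the 0.29 between the CCl4 library and the rest of the pool, and it was -0.23 with the pooled CCl4 counts. Female-biased genes had a median of -0.48 with JT003, against -0.05 within the pool, and 4 of the 8 genes were at or under 3 counts in one of the libraries. For the fall with CCl4, reads split between Mup genes are argued against, since the summed counts of all Mup genes fell by 4.01 and the male-biased genes without the Mup gene fell by 3.32. A female liver in the CCl4 library is argued against by its 1651 counts on Y chromosome genes, beside 1693 in corn oil. A lower share of hepatocytes is argued against only as the whole cause, by the hepatocyte list, with a median of -0.27. Of its 10 genes, 4 were higher and 6 lower in CCl4, and the lowest log2 ratio was -2.24. A smaller contribution stays open. GC content and gene length are argued against as the whole cause, since the median of the list was -3.26 after the correction, and all 9 genes were lower. Livers taken at different times of day and the CCl4 injury itself stay open, the latter untested.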

How the results depend on the processing

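Of 16 counts and correlations under 109 alternatives, 94 values stayed within the stated limits and 15 moved. Of 72 list medians under 416 alternatives, 383 stayed on their side and direction, 20 reversed, 7 passed outside the central 95% of random lists and 6 passed inside it. The random lists are taken under the same alternative, so this does not follow the size of the median. Of 230 values of named genes under 690 alternatives, 559 stayed, 124 moved, all with log2 of FPKM plus 1, 1 reversed, 5 were called under the alternative alone and 1 was no longer called. DESeq2's size factors changed none of these. Except where a construction is named, the cause was not tested.

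Counts of called genes are given in the order SD and HFD, HFD and HFD plus JT003, corn oil and CCl4, CCl4 and CCl4 plus JT003. Without the threshold on the log2 ratio they were 4003, 2445, 4531 and 4199, by construction larger. At an adjusted p-value under 0.05, the count for HFD and HFD plus JT003 was 486. The direction with more called genes changed in 3 cases. Without the threshold, 1740 genes were higher and 2263 lower in HFD than in SD, and 1297 higher and 1148 lower with JT003 in the diet model. With total reads, 51.1% of 802 called genes were higher with JT003 in the CCl4 model, against 42.8% of 775. With edgeR's exact test and an assumed coefficient of variation of 0.2 the counts of called genes were 179, 19, 346 and 165, and at 0.4 they were 11, 0, 59 and 0, so the counts rest on treating reads as the only source of spread. With a log2 ratio of at least 1 in size required in both comparisons, 10 genes of Fig. 5d and 6 of Fig. 6c moved back, by construction fewer.

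With the pooled CCl4 counts, chosen after the data were seen, medians from corn oil to CCl4 reversed for receptors and ligand (-0.20) and the unfolded protein response (0.16), and passed outside the central 95% for PPARα targets (-0.49) and neutrophil genes (1.83). With JT003 they reversed for PPARα targets (0.20), oxidative phosphorylation (0.15), macrophage (-0.38), acute phase (-0.22) and male-biased genes (-0.23), passed outside the central 95% for the unfolded protein response (-0.60) and neutrophil genes (-0.94), and inside it for female-biased genes (-0.45). The pooled counts by construction bring in the rest of the pool, whose medians over the CCl4 library were 0.46 for the unfolded protein response, 0.78 for macrophage and 1.14 for neutrophil genes. Why these livers differ was not tested.

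Without the heatmap genes, also chosen after the data were seen, the medians of the 5 lists that hold any kept their direction and their side of the central 95%. That of PPARα targets with JT003 in the diet model was 0.28, against 0.68 with them.

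With total reads, medians reversed from corn oil to CCl4 for the unfolded protein response (0.064) and oxidative phosphorylation (0.10), with JT003 in the CCl4 model for neutrophil genes (0.043), and with JT003 in the diet model for NRF2 targets (0.012). Il6, with 1 count in CCl4 and 1 in CCl4 plus JT003, reversed to 0.019 with JT003. These medians lay within the shift of all genes under this scaling, or near 0.

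With log2 of FPKM plus 1, reversals were the unfolded protein response (0.066) and oxidative phosphorylation (0.10) from corn oil to CCl4 and neutrophil genes with JT003 in the CCl4 model (0.029). Mitosis genes from SD to HFD passed inside the central 95% (0.13), as did female-biased genes with JT003 in the diet (0.084) and CCl4 (-0.070) models, and neutrophil genes from corn oil to CCl4 passed outside it (0.31, at percentile 99.8). With FPKM plus 0.1, the unfolded protein response (0.068), oxidative phosphorylation (0.10) and neutrophil genes (0.035) reversed in the same comparisons, neutrophil genes with JT003 in the diet model passed outside the central 95% (-0.49), and NRF2 targets from SD to HFD inside it (0.37). The reversals lay near those with total reads, as FPKM is scaled to the reads of the library, and so go with the same shift of all genes. The cause of the other changes was not tested.

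With genes of at least 10 counts alone, medians with JT003 reversed for mitosis in the diet model (-0.019) and for neutrophil (0.27) and female-biased genes (0.42) in the CCl4 model. Neutrophil genes from SD to HFD passed inside the central 95% (1.04, at percentile 93.8 with 4 genes), and female-biased genes from corn oil to CCl4 outside it (3.87). Fewer genes remain in these lists under this filter, and their low counts limit what the medians can show.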

Differences from the paper's values

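Fig. 6c colors Fbn2 higher in corn oil than in CCl4. Here Fbn2 had 0 counts in corn oil and 31 in CCl4. Fig. 5d colors Mmp12 higher in corn oil than in CCl4 plus JT003, and here it had 0 and 47 counts.

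The paper shows all genes of its heatmaps as significantly changed, and the authors' deposited tables mark all of them, but some were not called here. Slc37a1 had a log2 ratio of 0.97 from SD to HFD, and was called with total reads (1.09) and without the threshold on the log2 ratio. From corn oil to CCl4, Adamtsl1 (1.20) was called with total reads (1.42) and at an adjusted p-value under 0.05. Bco1 (0.86) was called with total reads (1.09), without the threshold on the log2 ratio, and with the pooled CCl4 counts (1.42), an alternative chosen after seeing the values. Rdh11 (0.97) was called with total reads (1.20) and without the threshold. Sorl1 (1.72) was called at an adjusted p-value under 0.05 and with the pooled counts (2.35).

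Between CCl4 and CCl4 plus JT003, the pooled CCl4 counts, chosen after seeing the values, called most of the heatmap genes that were not called here. From Fig. 5d these were Col3a1 (-0.88 here and -1.18 with the pooled counts), Adamts5 (-0.95 and -1.13), Col6a3 (-0.84 and -1.25), Ckap4 (-0.84 and -1.14), Ltbp2 (-0.41 and -1.06), Lpl (-0.81 and -1.72) and Serpine2 (-0.96 and -1.34). From Fig. 6c they were Fbn1 (-0.43 and -1.05), Fbn2 (-1.46 and -2.13), Brca1 (-0.54 and -1.09), C3ar1 (-0.49 and -1.07), C5ar1 (-0.74 and -1.23), Robo1 (-0.54 and -1.04) and Bco1 (-0.49 and -1.05). From Fig. 7c they were Serpina1e (-0.58 and -1.24), Soat1 (-0.45 and -1.07), Cyp2c38 (0.37 and 1.15) and Cyp2c70 (-0.97 and -1.21), beside Ckap4. Without the threshold on the log2 ratio, Col3a1, Adamts5, Col6a3, Lpl, Serpine2, Serpina1e and Cyp2c70 were called. At an adjusted p-value under 0.05, Adamtsl1 (-1.24), Npnt (-1.64), Fbn2 and Srd5a2 (-1.14) were called. Sorl1 (-0.37) was called under none of the alternatives.

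The paper reports by qPCR or protein that JT003 lowered several genes in HFD mice that were higher here in HFD plus JT003 than in HFD. Their log2 ratios were 0.61 for Acaca, 0.65 for Fasn, 0.92 for Acsl3, 0.51 for Srebf1, 0.58 for Ly6g, 0.61 for Adgre1, 0.23 for Atf4, 0.03 for Bid, 0.55 for Cyp2e1 and 0.23 for Nqo1. None of these genes was called here. The paper measured groups of 6 mice, with qPCR scaled to β-actin, whereas the values here rest on 1 library per condition. Nos2, with 1 and 3 counts, is too low for a direction. The intervals of Bid (-0.20 to 0.26) and Nqo1 (-0.25 to 0.73) span 0, so their direction is undecided. None of the alternatives set before the data were examined gave the paper's direction for any of the genes listed. It reports higher Cat and Ppargc1a, which had log2 ratios of -0.02 and -0.51 here. Scaled to Actb, Cat was higher (0.32), and Ppargc1a was lower under every alternative run.

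In CCl4 mice the paper reports that JT003 lowered Ctgf, Il1b, Xbp1, Atf4, Bcl2l11 and Fas. Their log2 ratios here were 0.18, 1.28, 0.19, 0.23, 0.53 and 0.18. None of these genes was called, and Il1b had only 9 and 25 counts. For Cyp2e1 protein in Fig. 7f the paper's text gives no direction, and it was taken here as lower. The log2 ratio of its transcript was 0.98. None of the alternatives run gave the direction taken from the paper for these genes. The intervals of Ctgf (-0.09 to 0.45) and Fas (-0.02 to 0.39) span 0, so their direction is undecided. Mmp3, which the paper reports as lower, had 0 and 1 counts, and a log2 ratio of -0.26 with the pooled CCl4 counts, chosen after seeing the values. It reports higher Mmp9 and Mmp13, which had log2 ratios of -0.25 (-1.75 to 1.11) and -0.77 (-2.91 to 0.67). Mmp9 had 11 and 9 counts and Mmp13 had 10 and 5, too few for a direction. Scaled to Actb, the log2 ratio of Mmp9 was 0.05, and none of the alternatives gave the paper's direction for Mmp13.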

Other observations

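The tests in this part on differences between CCl4-treated livers, on Mup9, on heat shock and on fasting were chosen only after the result was seen. The tests on the shared library and on time of day were chosen earlier, and those on GC content and gene length before their own values were seen.

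The changes with the model and with JT003 go opposite ways across genes, which a shared library alone gives. In the diet model the correlation of -0.30 was less far below 0 than in the simulated unchanged groups. Those had an equal spread in all libraries of a model, so they do not decide how far the shared library accounts for it. The standard deviation across genes was 0.70 for HFD over SD, 0.50 for HFD plus JT003 over HFD and 0.73 for HFD plus JT003 over SD. Across these genes, HFD plus JT003 thus lay no nearer to SD than HFD did. In the CCl4 model the correlation of -0.57 was beyond the simulated values, which had an equal spread there too, so this alone does not decide. The standard deviation was 0.91 for CCl4 over corn oil and 0.76 for CCl4 plus JT003 over corn oil. With the rest of the pooled CCl4 counts for the first change and the CCl4 library for the second, the correlation was -0.33. No library is shared there, and the lower limit of the simulated values was -0.023. This argues against the shared library as the whole cause in the CCl4 model. The opposite sign was seen in 56.6% of genes in the diet model and 70.5% in the CCl4 model.

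The rest of the pooled CCl4 counts, thinned to the depth of the CCl4 plus JT003 library, was compared with the CCl4 library to see how far CCl4-treated livers differ. The test called 261 of 17173 genes, against 766 between the rest of the pool and CCl4 plus JT003, which argues against such differences as the whole cause of the calls with JT003. From the CCl4 library and from the rest of the pool, 417 JT003 calls were shared. Mitosis genes differed within the pool by -0.57, far less than their fall with JT003. Extracellular matrix genes differed by 0.29, higher in the rest of the pool and so opposite in direction to their change of -0.42 with JT003. With so few livers, differences between them stay open for that change. For clock genes the distance within the pool was 0.53. Red blood cell genes were higher in the rest of the pool, with a median of 2.42.

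GC content and gene length were tested in each comparison. After the correction, 782 of 873 called genes from SD to HFD, 239 of 262 with JT003 in the diet model, 1153 of 1204 from corn oil to CCl4 and 669 of 716 with JT003 in the CCl4 model kept a log2 ratio of at least 1 in size. This argues against these properties as the whole cause. The medians of the clock lists lay 1.92 apart from SD to HFD, so livers taken at different times of day may contribute to the genes that differ there. With JT003 in the diet model they lay 0.37 apart, but genes of both lists went both ways, so this stays open there as well.

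Among the largest changes from SD to HFD, Mup9 had 0 counts in SD and was at least 3950-fold higher in HFD. The summed counts of all Mup genes rose by 0.90, so reads split between Mup genes may explain that change. Cyp2b9 was at least 268-fold and Cfd at least 142-fold higher, and Cpne5 at least 183-fold lower. With JT003, Hspa1a fell by 4.69 and its paralog Hspa1b, with a similar sequence, fell by 3.97, and Cidea fell by 4.30. From SD to HFD, Hspa1a had risen by 1.95, Hspa1b by 0.40 and Cidea by 5.95. The heat shock list, which does not hold Hspa1a or Hspa1b, had a median of -0.75 with JT003. The list was higher in HFD than in SD, with a median of 0.40, 7 genes higher and 4 lower. A heat shock response in the HFD liver alone may thus contribute, but it is argued against as the whole cause. After JT003 the list lay below SD, with a median of -0.61 and 10 of 11 genes lower. H2-Q8, one of a family of similar genes, rose by 3.37. PPARα targets were lower in HFD than in SD. The methods state that mice were fasted for 8 h before they were killed, so fasting in the SD library alone has no support in the protocol. The fatty acid synthesis list, which would then rise from SD to HFD, had a median of -0.31, with 5 genes higher and 7 lower, and does not decide this. In the CCl4 model, Mup15 had 260453 counts in corn oil and 0 in CCl4, at least 106032-fold lower, and Cyp2a4 was at least 257-fold higher. The summed counts of all Mup genes fell by 4.01 on the log2 scale, so reads split between Mup genes may contribute to the size of the Mup15 fall. Cyp2a4 could likewise share reads with its close paralog Cyp2a5. With JT003, Slc34a2 fell by 4.83 and Racgap1 fell by 4.54, and Cux2 rose by 3.72 and Gbp11 by 3.22.

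JT003 calls were made in both models for 77 genes, 58 in the same direction and 19 in opposite directions. Of the genes the paper measured by qPCR, 19 of 33 with reads had the paper's direction with JT003 in the diet model and 9 of 18 in the CCl4 model. Scaled to Actb, 14 genes in the diet model and 8 in the CCl4 model had it. Acta2 had log2 ratios of -0.89 with CCl4 and -1.23 with JT003, and Cd68 1.98 and -0.60. Pparg had 1.35 with HFD and -0.17 with JT003, and Ppara -0.23 and 0.28.

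Further list medians follow in the order SD to HFD, JT003 in the diet model, corn oil to CCl4, and JT003 in the CCl4 model. They were -0.22, 0.24, 0.08 and -0.24 for receptors and ligand, and 0.08, 0.40, 1.61 and 0.12 for macrophage genes. Neutrophil genes had 0.93, -0.43, 0.70 and -0.01, and NRF2 targets 0.43, -0.00, 1.20 and -0.91. Acute phase genes had -0.40 from SD to HFD and 0.31 from corn oil to CCl4, and fatty acid synthesis 1.39 and cholesterol synthesis 0.76 from corn oil to CCl4. Hepatocyte genes had -0.14, 0.15, -0.27 and -0.22. PPARα targets had -0.26 and -0.10 in the CCl4 model, oxidative phosphorylation -0.14 and -0.08, and gluconeogenesis and glycogen 0.55 and -0.44. Male-biased genes had -0.60 and -0.07 in the diet model. Extracellular matrix genes had 0.65 and -0.71 in the diet model, and mitosis genes 0.72 and 0.08. Y chromosome genes had 0.28, 0.01, -0.22 and 0.14, and Xist had 3 to 18 counts per library. Red blood cell genes had -1.15, 0.55, -1.21 and 0.00. Heat shock genes had -0.45 and -0.37 in the CCl4 model. Of the adipocyte, pancreatic acinar cell and skeletal muscle lists, 5 genes each had reads, with at most 620, 316 and 18 counts in a library, and Fabp4 or Cfd, Cela1 and Mylpf were the most abundant.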
